# Genetic suppressor screen identifies Tgp1 (glycerophosphocholine transporter), Kcs1 (IP_6_ kinase), and Plc1 (phospholipase C) as determinants of inositol pyrophosphate toxicosis in fission yeast

**DOI:** 10.1128/mbio.03062-23

**Published:** 2023-12-22

**Authors:** Lauren Bednor, Ana M. Sanchez, Angad Garg, Stewart Shuman, Beate Schwer

**Keywords:** inositol pyrophosphate, fission yeast, glycerophosphocholine transporter, phosphate homeostasis

## Abstract

The inositol pyrophosphate signaling molecule 1,5-IP_8_ is an agonist of RNA 3*'*-processing and transcription termination in fission yeast that regulates the expression of phosphate acquisition genes *pho1*, *pho84*, and *tgp1*. IP_8_ is synthesized from 5-IP_7_ by the Asp1 N-terminal kinase domain and catabolized by the Asp1 C-terminal pyrophosphatase domain. *asp1-STF* mutations that delete or inactivate the Asp1 pyrophosphatase domain elicit growth defects in yeast extract with supplements (YES) medium ranging from severe sickness to lethality. We now find that the toxicity of *asp1-STF* mutants is caused by a titratable constituent of yeast extract. Via a genetic screen for spontaneous suppressors, we identified a null mutation of glycerophosphodiester transporter *tgp1* that abolishes *asp1-STF* toxicity in YES medium. This result, and the fact that *tgp1* mRNA expression is increased by >40-fold in *asp1-STF* cells, prompted discovery that: (i) glycerophosphocholine (GPC) recapitulates the toxicity of yeast extract to *asp1-STF* cells in a Tgp1-dependent manner, and (ii) induced overexpression of *tgp1* in *asp1*^+^ cells also elicits toxicity dependent on GPC. *asp1-STF* suppressor screens yielded a suite of single missense mutations in the essential IP_6_ kinase Kcs1 that generates 5-IP_7_, the immediate precursor to IP_8_. Transcription profiling of the *kcs1* mutants in an *asp1*^+^ background revealed the downregulation of the same phosphate acquisition genes that were upregulated in *asp1-STF* cells. The suppressor screen also returned single missense mutations in Plc1, the fission yeast phospholipase C enzyme that generates IP_3_, an upstream precursor for the synthesis of inositol pyrophosphates.

**IMPORTANCE:**

The inositol pyrophosphate metabolite 1,5-IP_8_ governs repression of fission yeast phosphate homeostasis genes *pho1*, *pho84*, and *tgp1* by lncRNA-mediated transcriptional interference. Asp1 pyrophosphatase mutations that increase IP_8_ levels elicit precocious lncRNA termination, leading to derepression of the *PHO* genes. Deletions of the Asp1 pyrophosphatase domain result in growth impairment or lethality via IP_8_ agonism of transcription termination. It was assumed that IP_8_ toxicity ensues from dysregulation of essential genes. In this study, a suppressor screen revealed that IP_8_ toxicosis of Asp1 pyrophosphatase mutants is caused by: (i) a >40-fold increase in the expression of the inessential *tgp1* gene encoding a glycerophosphodiester transporter and (ii) the presence of glycerophosphocholine in the growth medium. The suppressor screen yielded missense mutations in two upstream enzymes of inositol polyphosphate metabolism: the phospholipase C enzyme Plc1 that generates IP_3_ and the essential Kcs1 kinase that converts IP_6_ to 5-IP_7_, the immediate precursor of IP_8_.

## INTRODUCTION

The inositol pyrophosphate metabolite 1,5-IP_8_ (Fig. 1) is generated from phytic acid (IP_6_) by the sequential action of two kinases: Kcs1, which converts IP_6_ to 5-IP_7_, and Asp1, which converts 5-IP_7_ to 1,5-IP_8_. In the fission yeast *Schizosaccharomyces pombe*, inositol pyrophosphate levels are dictated by a balance between the two kinases and the inositol pyrophosphatase enzymes Asp1 and Aps1 that remove the β-phosphate groups (Fig. 1). Asp1 is a bifunctional enzyme composed of an N-terminal kinase domain, of the ATP grasp family, that synthesizes IP_8_ and a C-terminal pyrophosphatase domain, of the histidine acid phosphatase family, that converts IP_8_ back to 5-IP_7_ (1–4). Aps1 is a Nudix-family inositol pyrophosphatase (5). A *kcs1*∆ mutation is annotated as lethal in *Schizosaccharomyces pombe* (www.pombase.org/gene/SPCC970.08), signifying that IP_7_ plays an essential role during vegetative growth. By contrast, a fission yeast *asp1*∆ null mutant, which has no detectable IP_8_ (1), is viable.

**Fig 1:**
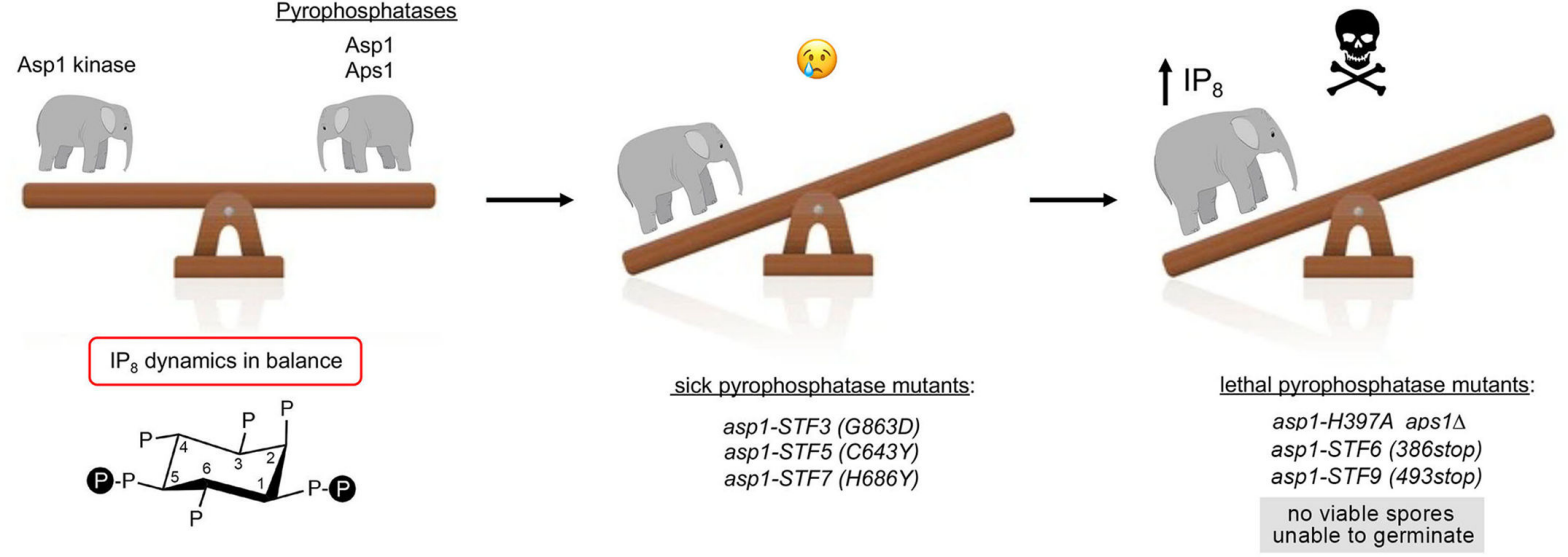
Pyrophosphatase mutations perturb IP_8_ dynamics and growth of fission yeast. Inositol pyrophosphatase mutations lead to increased intracellular IP_8_ (chemical structure shown in left panel) and elicit growth defects in YES medium ranging from severe sickness (middle panel) to lethality (right panel).

IP_8_ is a key governor of fission yeast phosphate homeostasis (6), a transcriptional program in which the expression of three genes comprising a *PHO* regulon*—pho1* (cell surface acid phosphatase), *pho84* (inorganic phosphate transmembrane transporter), and *tgp1* (glycerophosphodiester transporter)—is repressed under phosphate-replete conditions by RNA polymerase II (Pol2) transcription of 5*'* flanking lncRNAs *prt*, *prt2*, and *nc-tgp1*, respectively (7). The *PHO* regulon is derepressed in phosphate-replete cells by mutations of the Asp1 pyrophosphatase module that lead to precocious lncRNA 3*'*-processing/termination in response to poly(A) signals upstream of the *PHO* mRNA promoters (6). For example, increasing IP_8_ in pyrophosphatase-defective *asp1-H397A* cells (1) derepresses the *PHO* regulon and prompts precocious termination of *prt* lncRNA synthesis, in a manner dependent on the cleavage and polyadenylation factor complex (CPF), transcription termination factor Rhn1, and the Thr4 phospho-site of the C-terminal domain (CTD) of the Rpb1 subunit of Pol2 (6). Simultaneous inactivation of the Asp1 and Aps1 inositol pyrophosphate pyrophosphatases is synthetically lethal (Fig. 1), i.e., we were unable to recover viable *asp1-H397A aps1*∆ haploid progeny after crossing the two single mutants, signifying that too much IP_8_ is toxic. The lethality of *asp1-H397A aps1*∆ was suppressed by crossing to loss-of-function mutants of CPF subunits (Ppn1, Swd22, Ssu72, Ctf1) and by crossing to *rpb1-CTD-T4A* (6).

Alanine substitution of all CTD Thr4 positions prevents installation of the Thr-PO_4_ mark and, by itself, results in *PHO* hyper-repression (8, 9). A forward genetic screen for mutations that derepress Pho1 acid phosphatase expression in *CTD-T4A* cells (10) yielded 18 independent *STF* (suppressor of threonine four) isolates, every one of which had a mutation in the C-terminal pyrophosphatase domain of Asp1. Crossing the *STF* isolates to wild-type (WT) highlighted a spectrum of growth defects associated with Asp1 pyrophosphatase mutations. Three *asp1-STF* alleles*—STF3* (*G863D*), *STF5* (*C643Y*), and *STF7* (*H686Y*)—caused severe growth defects (“sickness”) on yeast extract with supplements (YES) medium in a wild-type CTD background (Fig. 1). The *STF6* and *STF9* mutations*—asp1-386*(*Stop*) and *asp1-493*(*Stop*), respectively—were lethal in a wild-type CTD background, as judged by the inability to recover viable haploid *STF6* and *STF9* single-mutant progeny in the cross. However, *STF6* and *STF9* were viable when combined during crossing with deletion or loss-of-function mutations in CPF subunits and Rhn1 (10). Taken together, these findings implicated Asp1 pyrophosphatase in constraining IP_8_ synthesis by Asp1 kinase, without which IP_8_ can accumulate to toxic levels that elicit precocious termination of one or more essential fission yeast genes.

To clarify the mechanism of IP_8_ toxicosis and the signaling pathway(s) that connects IP_8_ elevation to Pol2 termination, we have conducted genetic screens for spontaneous mutations that suppressed the “sick” growth of *asp1* pyrophosphatase mutants *STF3* (*G863D*), *STF5* (*C643Y*), and *STF7* (*H686Y*) on YES medium. Via this *SST* (suppressor of suppressor of Thr4) screen, we identified a novel hypomorphic mutation of the essential CPF subunit Cft1 (11). The *SST* screen also yielded loss-of-function mutations in Gde1 and Spx1 (11), both of which have an inositol pyrophosphate-binding SPX domain (12, 13).

Here, we report that the severe growth defects of the *asp1-STF* mutants in YES medium are caused by a titratable constituent in yeast extract. By expanding the scope of the *SST* screen, we identified missense mutations of essential inositol polyphosphate synthetic enzymes Plc1 (phospholipase C) and Kcs1 (IP_6_ kinase) and a null mutation of Tgp1 (a putative glycerophosphodiester transporter) that circumvented the toxic effects of *asp1-STF* alleles in YES medium. RNA-seq revealed that *tgp1* mRNA expression is increased by 43- to 47-fold in *STF6* and *STF9* cells, respectively. These findings led us to discover that glycerophosphocholine (GPC) recapitulates the toxicity of yeast extract to *asp1-STF* cells in a Tgp1-dependent manner.

## RESULTS

### *asp1-STF6* and *STF9* strains are defective for outgrowth after spore germination

Loss-of-function mutations in the C-terminal Asp1 pyrophosphatase domain exert disparate effects on vegetative growth on YES medium, ranging from benign (active site mutant H397A) to sick (G863D, C643Y, and H686Y) to dead (C-terminal truncations 386-stop and 493-stop) (Fig. 1). The reasons for the differential severity are unclear. We queried whether the apparent lethality of *STF6* (386-stop) and *STF9* (493-stop) progeny of a genetic cross might arise from an inability of single-mutant *STF6* and *STF9* spores to either germinate or undergo post-germination outgrowth. This turned out to be the case, insofar as we were able to recover viable haploid *STF6* and *STF9* progeny after sporulating an *asp1-STF::hygMX/asp1^+^ rpb1-CTD-T4A::natMX*/*rpb1^+^* diploid strain bearing a complementing *asp1^+^ ura4^+^* plasmid, selecting haploids for the marked *STF6* or *STF9* allele, and screening for those that were sensitive to nourseothricin (i.e., lacking *rpb1-CTD-T4A*), all of which were Ura^+^ (i.e., retained the *asp1^+^ ura4^+^* plasmid) and grew well on YES agar. We then recovered *STF6* and *STF9* cells lacking the *asp1^+^ ura4^+^* plasmid by selection for growth on medium containing 5-5-fluoroorotic acid (5-FOA). Spot-testing of serial dilutions of FOA-selected *STF6* and *STF9* cells for growth on YES agar revealed them to be very sick, similar to the sick phenotype displayed by *STF3*, *STF5*, and *STF7* (Fig. 2; Fig. S3A).

**Fig 2:**
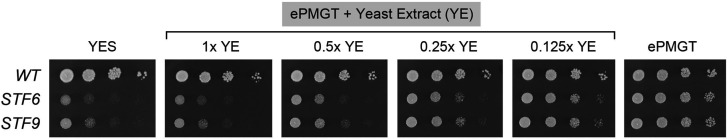
*asp1-STF6* and *STF9* toxicosis is manifest in growth medium containing yeast extract (YE). Serial fivefold dilutions of *S. pombe* wild-type cells and cells bearing the indicated *asp1* alleles were spot tested for growth at 30°C on YES agar, ePMGT (enhanced pombe minimal glutamate plus thiamine) agar, and ePMGT agar supplemented with 1×, 0.5×, 0.25×, or 0.125× yeast extract (where 1× YE is the concentration of YE present in YES medium).

To further interrogate the stage at which *asp1-STF6* and *STF9* toxicity to spores is manifest, we crossed *asp1-STF6::hygMX spx1*∆*::ura4^+^* or *asp1-STF9::hygMX spx1*∆*::ura4^+^* strains (in which the *STF* growth defect is suppressed in the absence of Spx1) to an *asp1^+^ spx1-WT::kanMX* strain, selected for diploids via drug resistance markers linked to the alleles of interest, which were then sporulated and analyzed by tetrad dissection and incubation of individual spores on YES agar. Viable spores from each tetrad were genotyped via screening for the *kanMX*, *hygMX*, and *ura4*^+^ markers linked to the alleles of interest. The salient findings (shown in Fig. S1, left panels) were that: (i) tetratype (TT) tetrads formed three viable haploid progeny*—asp1-STF spx1*∆, *asp1^+^ spx1-WT*, and *asp1^+^ spx1*∆—and failed to yield macroscopic colonies from the *asp1-STF spx1-WT* spores; (ii) nonparental ditype (NPD) tetrads generated two viable *asp1^+^ spx1*∆ progeny but no macroscopic colonies from the two *asp1-STF spx1-WT* spores; and (iii) only parental ditype (PD) tetrads yielded four viable spores. Microscopic examination of the *asp1-STF spx1-WT* spores after 5 days of incubation on YES agar (Fig. S2A) indicated that they underwent germination followed by one or more rounds of mitotic growth, either arresting after the two-cell stage or forming microcolonies of varying size. Visualization of the post-germination vegetative cells present in an *asp1-STF* microcolony after resuspension in liquid revealed them to have grossly abnormal morphology (Fig. S2B).

### *asp1-STF* mutant toxicosis is manifest in growth medium containing yeast extract

ePMGT (enhanced pombe minimal glutamate plus thiamine) is a customized synthetic medium that we have deployed for studies of phosphate homeostasis (14). A striking finding was that the *STF6* and *STF9* mutants grew nearly as well as wild-type cells on ePMGT agar at all temperatures tested, i.e., the number of viable colonies was similar at equivalent dilutions, though the *STF6* and *STF9* colony sizes were slightly smaller than wild-type (Fig. 2; Fig. S3A). Moreover, the addition of yeast extract to ePMGT, at the same level present in YES, reinstated the severe sickness seen with YES as the growth medium (Fig. 2). Back-titration of the yeast extract added to ePMGT in twofold decrements resulted in step-wise softening of the toxicity, evinced by the colony densities of the spots on the agar plates. Note that growth of *STF6* and *STF9* was slowed even when one-eighth of the standard amount of yeast extract was included in the ePMGT medium, as judged by colony size (Fig. 2). The severe growth defect of *STF3 (G863D*), *STF5 (C643Y*), and *STF7 (H686Y*) mutants on YES medium was similarly ameliorated when these strains were tested for growth on ePMGT medium (Fig. S3A). We conclude that a titratable component in yeast extract is necessary to exert the toxicity of all five *asp1-STF* strains bearing inactivating mutations in the Asp1 pyrophosphatase domain.

This conclusion was fortified by tetrad analysis of the outcomes of the cross of *asp1-STF6 spx1*∆ or *asp1-STF9 spx1*∆ strains to an *asp1^+^ spx1*-*WT* strain when the individual spores were incubated for 5 days on ePMGT agar. Here, we recovered viable colonies from all four spores derived from TT, NPD, and PD tetrads (Fig. S1, right panels).

### Pho1 is derepressed in *asp1-STF* mutants grown in ePMGT medium

We gauged the impact of the *asp1-STF* alleles on Pho1 protein expression by assaying cell surface Pho1 acid phosphatase activity of wild-type and mutant cells during exponential growth at 30°C in ePMGT medium. The basal Pho1 activity of wild-type cells was derepressed by 15- to 18-fold in the *asp1-STF* cells (Fig. S3B).

### Transcriptional profiling of *STF6* and *STF9* cells grown in ePMGT medium

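Transcripts of asp1 (SPCC1672.06c), the gene that carries the STF alleles, were present in all 3 groups of the STF experiment. Their normalized count was 1808 ± 103 (SD, n = 3 cultures) in asp1-WT, 2400.5 ± 333 in asp1-STF6 and 1855 ± 124 in asp1-STF9. asp1 was thus 1.33-fold higher in STF6 (log2 fold change 0.41, standard error 0.10, adjusted p = 0.00971 by the edgeR quasi-likelihood test), under the fold of 2, and its adjusted p no longer passed when STF6 and asp1-WT were fitted without STF9 (log2 fold change 0.35). In STF9 the log2 fold change was 0.04 (standard error 0.10, adjusted p = 0.805 by the same edgeR test). Counts over whole genes do not read the mutations themselves. Of 13 tested loci within 10 kb of asp1, 3 were higher and 3 lower in STF6 and 4 were higher and 3 lower in STF9 (4 and 3 in either mutant when adjusted over the list alone), and the neighbour gud1 fell in both mutants, by 0.81 and 0.68 on the log2 scale. The deposited files hold counts of 51-base reads per annotated locus, made by the authors with HISAT2 2.1.0 and HTSeq 0.10.0 on genome version ASM294v2. Total counts ranged from 20547260 to 35919903 per library over the 9 libraries, taken from cultures at an A600 of 0.5 to 0.6. The counts were scaled with TMM factors, and 6144 loci that passed the filterByExpr function were fitted together for the 3 groups. A coding gene was called at an adjusted p (Benjamini-Hochberg) of 0.05 or less, a fold of 2 or more, and a mean normalized count of 100 or more in the mutant (higher genes) or in the wild-type (lower genes). The sample labels name strain BS216 for asp1-WT replicate 1 and AS478 for its other replicates, where the paper's strain table gives BS216. The labels also name a different library kit from the one in the paper's methods, and the strand setting of the counting is named in neither.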

We performed RNA-seq on poly(A)^+^ RNA isolated from *STF6* and *STF9* cells and from wild-type controls. cDNAs obtained from three biological replicates (using RNA from cells grown to mid-log phase in ePMGT medium at 30°C) were sequenced for each strain. In the data sets, 90%–97% of the reads were mapped to unique genomic loci (Fig. S4). 

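Some loci near chromosome ends varied widely between libraries of one group. SPAC750.01, a partly repeated gene with 67.5% of its 51-base windows unique in the genome, had normalized counts of 3.09, 396 and 286 in asp1-WT replicates 1, 2 and 3, which divides them as their strain labels do (BS216 for replicate 1, AS478 for the others). ftm4, with 7.79% unique windows and so largely shared reads, had 3.09, 378 and 10.0. gdt1, all of whose windows are unique, had 38.0, 52.2 and 1695 in the 3 STF6 libraries. These loci were singled out after their values were seen. Of 110 loci within 100 kb of a chromosome end, 67.3% varied more between the asp1-WT libraries, which carry both strain labels, than loci of like count (exact binomial test, two-sided, p = 0.000371), against 57.3% in STF6 (p = 0.152 by the same exact test) and 60.9% in STF9 (p = 0.0279 by the same exact test). Across the 6836 loci with an exon length, Pearson's r of the RPKM values lay between 0.982 and 0.999 over the 9 pairs of replicates. These correlations and the binomial tests are across loci, which are not independent replicates.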

Read densities (RPKM) for individual genes were highly reproducible between biological replicates (Pearson coefficients of 0.968–0.983; Fig. S4). A cutoff of ±2-fold change in normalized transcript read level and an adjusted *P*-value of ≤0.05 were the criteria applied to derive an initial list of differentially expressed annotated loci in the *STF* mutants versus the wild-type control. We then focused on differentially expressed genes with average normalized read counts ≥100 in either the *STF* or wild-type strains to eliminate transcripts that were expressed at very low levels in vegetative cells. 

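gpd3 (SPBC354.12), a glyceraldehyde 3-phosphate dehydrogenase gene, rose 7.69-fold in STF6 and 8.25-fold in STF9 (log2 fold changes 2.94 and 3.04, standard error 0.13 for both, adjusted p = 4.42e-09 and 3.52e-09 by the edgeR quasi-likelihood test), with 82.3% of its windows unique. dak2 (SPAC977.16c), a dihydroxyacetone kinase gene, rose 5.47-fold in STF6 and 6.77-fold in STF9. mug147, a meiotically upregulated gene, rose 6.31-fold and 5.41-fold. Of 19 genes of pheromone response and mating, 12 were higher in STF6 and 13 in STF9, and none was lower (13 higher in each when adjusted over the list alone). The list's camera test passed with a preset correlation only, with adjusted p = 0.0831 in STF6 and 0.0576 in STF9 with an estimated correlation. The fry test, which does not compare the list with other genes, passed in both (adjusted p = 1.03e-04 and 4.93e-05). The pheromone MAP kinase gene spk1 rose 3.41-fold and 4.34-fold, the pheromone receptor gene map3 rose 2.93-fold and 3.64-fold, and the mating transcription factor gene ste11 rose 2.63-fold and 3.14-fold. In all, 75 coding genes were called higher in STF6 and 82 in STF9. Their folds ranged from 2.02 to 44.0 (median 2.70) in STF6 and from 2 to 46.5 (median 2.62) in STF9. Without the minimum count, 123 genes were higher in STF6. Of these calls, 60 genes were higher in both mutants. Simulated unchanged groups tested against shared controls gave a mean of 0.03 shared genes, and independent lists of these lengths would share 1.23. The simulated groups held no changed genes, so their mean does not show how much shared controls add to lists of these lengths. Since 3 control libraries cannot be divided with 2 or more for each mutant, part of that excess can come from the shared controls. Noncoding loci were not counted among these genes.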

We thereby identified sets of 69 and 83 annotated protein-coding genes that were upregulated by these criteria in *STF6* and *STF9* cells, respectively, of which 56 mRNAs were coordinately upregulated in both *STF* mutants (Fig. 3A; Table S1). The shared upregulated mRNAs included the three *PHO* regulon genes: *tgp1* (up 43- to 47-fold), *pho1* (up 11- to 13-fold), and *pho84* (up 5-fold) (Fig. 3B). 

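tgp1 (SPBC1271.09), which encodes a glycerophosphocholine transporter, rose most among the phosphate acquisition genes. Its normalized count was 30287 ± 2101 (SD, n = 3) in STF6 and 31964 ± 322 in STF9, against 688 ± 61.5 in asp1-WT. The rise was 44.0-fold in STF6 (log2 fold change 5.46, standard error 0.12, adjusted p = 4.62e-12) and 46.5-fold in STF9 (log2 fold change 5.54, standard error 0.12, adjusted p = 4.02e-12 by the edgeR quasi-likelihood test). pho1 (SPBP4G3.02), the cell surface acid phosphatase gene, had 350540 ± 55020 normalized counts in STF6, 395140 ± 9907 in STF9 and 32243 ± 5957 in asp1-WT. Its log2 fold changes were 3.44 (standard error 0.18, adjusted p = 2.92e-08) and 3.62 (standard error 0.18, adjusted p = 2.23e-08 by the edgeR quasi-likelihood test), or 10.9-fold and 12.3-fold. pho84 (SPBC8E4.01c), an inorganic phosphate transporter gene, had 168030 ± 21969, 188150 ± 3834 and 35194 ± 3218 normalized counts. It rose 4.77-fold in STF6 and 5.35-fold in STF9 (log2 fold changes 2.26 and 2.42, standard error 0.14 for both, adjusted p = 1.34e-07 and 6.78e-08 by the edgeR quasi-likelihood test). tgp1 and pho1 did not pass a direct test of STF9 against STF6 (log2 differences 0.08 and 0.17, adjusted p = 0.591 and 0.485 by the edgeR quasi-likelihood test). The PHO list of 7 genes that the paper names from these samples was higher as a whole in both mutants, 7 of 7 in each, and 7 when adjusted over the list alone. Its camera test held with an estimated correlation, with adjusted p = 0.00174 in STF6 and 0.00138 in STF9. The study chose these genes on the same libraries, so the list is not independent evidence.

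**Figure D1:**
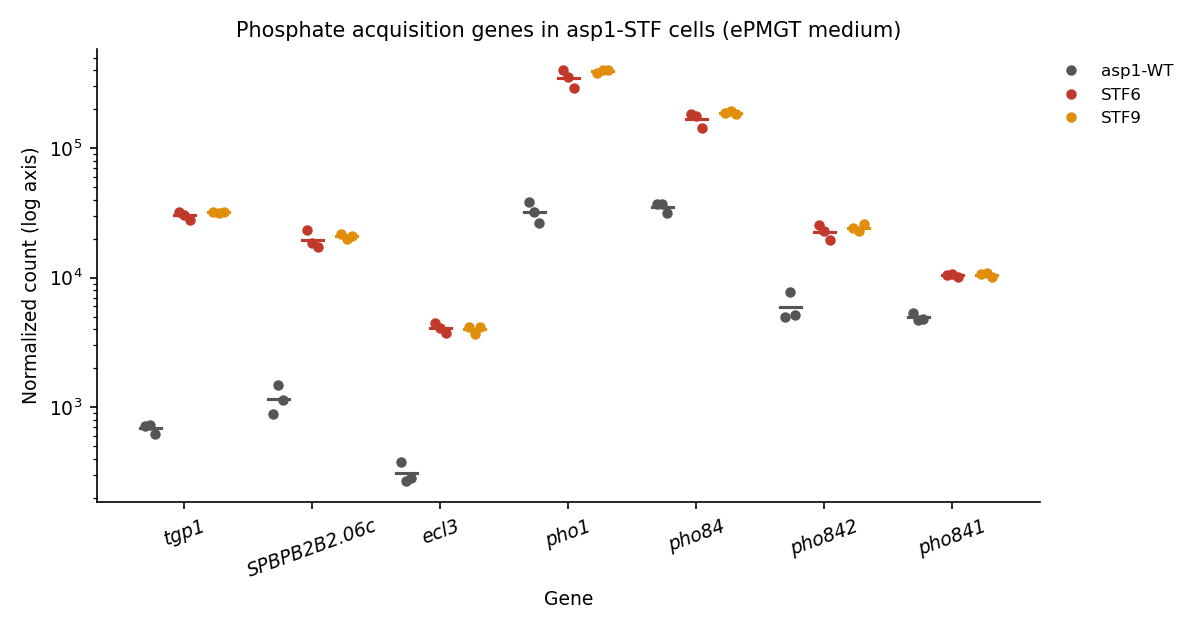
Normalized counts (log axis) of the 7 phosphate acquisition genes in each library of asp1-WT, STF6 and STF9, with the mean of 3 cultures per group. All 6 mutant libraries lie above the 3 asp1-WT libraries for each gene.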

The *ecl3* gene, upregulated by 13-fold, is located on chromosome II, adjacent to and in opposite orientation to the *prt2* lncRNA gene of the phosphate-regulated *prt2–pho84–prt–pho1* gene cluster; *ecl3* is co-regulated with the *PHO* genes in several mutant genetic backgrounds and during phosphate starvation (6, 14). 

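ecl3 (SPBC8E4.12c), a gene of the extender of chronological lifespan family, had a normalized count of 4101 ± 360.2 (SD, n = 3) in STF6, 4002 ± 290.4 in STF9 and 308 ± 59.6 in asp1-WT. The rise was 13.2-fold in STF6 (log2 fold change 3.73, standard error 0.13, adjusted p = 7.51e-10) and 12.9-fold in STF9 (log2 fold change 3.69, standard error 0.13, adjusted p = 8.44e-10 by the edgeR quasi-likelihood test). The neighbouring lncRNA prt2 moved the other way. Its normalized count was 775 ± 110 in asp1-WT, 415 ± 20.4 in STF6 and 393 ± 26.1 in STF9, a log2 fold change of -0.90 (standard error 0.13, adjusted p = 2.36e-04) and -0.98 (standard error 0.13, adjusted p = 1.26e-04 by the edgeR quasi-likelihood test).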

Three other genes involved in phosphate acquisition were also upregulated: *SPBPB2B2.06c* encoding an extracellular 5*'* nucleotidase (up 17- to 18-fold); and *pho842* (up 4-fold) and *pho841* (up 2-fold) encoding plasma membrane inorganic phosphate transporters (Fig. 3B). 

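SPBPB2B2.06c rose from 1160 ± 302 normalized counts (SD, n = 3) in asp1-WT to 19667 ± 3133 in STF6 and 20913 ± 790 in STF9, a log2 fold change of 4.09 (standard error 0.18, adjusted p = 5.58e-09) and 4.17 (standard error 0.18, adjusted p = 5.10e-09 by the edgeR quasi-likelihood test), or 17.0-fold and 18.1-fold. pho842 (SPAC23D3.12) rose from 5942 ± 1544 to 22637 ± 3030.5 and 24205 ± 1445, which is 3.81-fold and 4.07-fold (log2 fold changes 1.93 and 2.03, standard error 0.16 for both, adjusted p = 2.16e-06 and 1.45e-06 by the edgeR quasi-likelihood test). pho841 (SPBC1683.01) rose from 4937 ± 316 to 10395 ± 299 and 10552 ± 362, which is 2.11-fold and 2.14-fold (log2 fold changes 1.07 and 1.10, standard error 0.08 for both, adjusted p = 6.80e-07 and 6.60e-07 by the edgeR quasi-likelihood test). Among 10 other tested genes of phosphate and polyphosphate handling, 5 were higher and 1 was lower in either mutant (5 and 2 when adjusted over the list alone). The camera test of this list was lost with an estimated correlation (adjusted p = 0.458 in STF6 and 0.377 in STF9). The higher genes include nrf1 and vtc4 of the polyphosphate-making complex of the vacuole, which rose 2.24-fold and 1.87-fold in STF6 and 2.63-fold and 2.01-fold in STF9.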

The RNA-seq experiment identified sets of 80 and 69 protein-coding genes that were downregulated by ≥2-fold in *STF6* and *STF9* cells, respectively, 58 of which were coordinately downregulated in both mutants (Fig. 3A; Table S1). 

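alr2 (SPBC359.02), an alanine racemase gene, was among the 8 called genes with the steepest falls in either STF mutant. Its normalized count was 7927 ± 754 (SD, n = 3) in asp1-WT, 732 ± 115 in STF6 and 1170.1 ± 200.3 in STF9 (log2 fold change -3.43, standard error 0.14, adjusted p = 4.28e-09 in STF6, and -2.76, standard error 0.14, adjusted p = 2.23e-08 in STF9 by the edgeR quasi-likelihood test). Among hexose transporter genes, ght5, with 70.7% unique windows, had log2 fold changes of -2.57 and -2.23, ght1 -2.07 and -1.72, and ght4 -1.77 and -1.48, in STF6 and STF9 in that order. Of 14 genes of hexose transport and gluconeogenesis, 4 were higher and 5 lower in either mutant (4 and 7 in STF6 and 4 and 5 in STF9 when adjusted over the list alone), and the camera test did not pass (adjusted p = 0.701 and 0.573). Of 22 genes of nitrogen source use, 14 were lower in STF6 and 11 in STF9, and 3 were higher in each (4 higher, with 14 and 11 lower, when adjusted over the list alone). The list's camera test was lost with an estimated correlation (adjusted p = 0.394 and 0.579). Those lower include the amino acid transporter gene aat1, at log2 fold changes of -1.97 and -1.45, and the uracil-regulated gene urg1, at -1.82 and -1.58. In total, 75 coding genes were called lower in STF6 and 74 in STF9, of which 58 were lower in both. The folds ran from 2.01 to 47.0 (median 2.88) in STF6 and from 2 to 59.1 (median 2.76) in STF9. Simulated shared controls, again without changed genes, gave a mean of 0 shared genes, and independent lists would share 1.11. The shared controls can add to the overlap here too, by an amount that the simulation does not measure. Of 144 tested coding genes within 100 kb of a chromosome end, 43 were lower in either mutant, with 22 higher in STF6 and 27 in STF9 (24 and 45, and 27 and 49, when adjusted over the list alone). SPCC569.01c, with 14.2% unique windows and so uncertain, had the steepest called fall in STF6, and gdt1 in STF9 had a log2 fold change of -4.07, or -3.74 without STF9 replicate 1, where it no longer passed.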

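The ferric-chelate reductase gene frp1 (SPBC1683.09c) had normalized counts of 10155 ± 881 (SD, n = 3) in asp1-WT, 3925 ± 565 in STF6 and 4819 ± 856 in STF9 (log2 fold change -1.37, standard error 0.14, adjusted p = 9.57e-06, and -1.08, standard error 0.13, adjusted p = 6.94e-05 by the edgeR quasi-likelihood test). frp2 (SPBC947.05c), another ferric reductase gene, had 888 ± 159, 240.5 ± 46.7 and 320 ± 67.8 (log2 fold change -1.89, standard error 0.20, adjusted p = 1.45e-05, and -1.48, standard error 0.19, adjusted p = 1.04e-04 by the edgeR quasi-likelihood test). The vacuolar ABC transporter gene abc3 (SPBC359.05) had 7899 ± 653, 2666 ± 187 and 3222 ± 175 (log2 fold change -1.57, standard error 0.09, adjusted p = 5.29e-08, and -1.29, standard error 0.09, adjusted p = 3.06e-07 by the edgeR quasi-likelihood test). Smaller falls were those of the siderophore transporter gene str1 (log2 fold change -0.75 and -0.52) and the ferroxidase gene fio1 (-0.56 and -0.46). The heme receptor gene shu1 rose instead, from 5.70 to 42.2 and 59.6 normalized counts, all under the count minimum. Of 13 iron uptake genes, 8 were lower and 1 higher in STF6, and 6 were lower and 2 higher in STF9 (8 and 2, and 6 and 2, when adjusted over the list alone), and the camera test was lost with an estimated correlation (adjusted p = 0.394 and 0.615). This list also holds abc3 and the sulfiredoxin gene srx1. Of 12 genes of iron-using proteins, 7 were higher and 2 lower in STF6 and 9 were higher in STF9 with none lower (8 and 2, and 9 and 1, when adjusted over the list alone). Of 8 zinc and copper transport genes, 3 were higher in STF6 and 5 in STF9 and none was lower, with the same counts when adjusted over the list alone.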

Three iron regulon mRNAs*—frp1*, *frp2*, and *abc3*—were downregulated by two- to fourfold. These results, specifically the upregulated genes in *STF6* and *STF9* cells, fortify prior RNA-seq data in establishing that perturbations of IP_8_ dynamics affect the expression of genes involved in phosphate homeostasis, many of which are known to be sensitive to manipulation of 3*'*-processing and transcription termination factors.

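Of 11 genes of the inositol pyrophosphate pathway, 3 were higher and 2 lower in STF6 and 3 were higher and 1 lower in STF9, with the same counts when adjusted over the list alone. The inositol polyphosphate kinase gene ipk1 (SPCC4B3.10c) was lower in both, at log2 fold changes of -0.57 (standard error 0.10, adjusted p = 9.25e-04) and -0.45 (standard error 0.10, adjusted p = 0.00380 by the edgeR quasi-likelihood test). kcs1 did not pass in either mutant, with log2 fold changes of 0.12 and 0.13 (adjusted p = 0.231 and 0.175 by the edgeR quasi-likelihood test). Of 18 genes of 3' processing and termination, 1 was higher and 3 were lower in each mutant, again with the same counts when adjusted over the list alone. The termination factor gene pcf11 (SPAC4G9.04c) had normalized counts of 3253 ± 78.2 (SD, n = 3) in asp1-WT, 1989 ± 108 in STF6 and 1990.2 ± 102 in STF9, a log2 fold change of -0.71 in both (standard error 0.08, adjusted p = 1.84e-05 and 1.96e-05 by the edgeR quasi-likelihood test). swd22 was the gene that rose, 1.42-fold and 1.50-fold. pho7, the transcription factor gene of the PHO regulon, did not pass (log2 fold change -0.13, adjusted p = 0.286, and 0.00, adjusted p = 0.982 by the edgeR quasi-likelihood test). From the upregulated genes, together with earlier RNA-seq data, the paper concludes that perturbing IP8 dynamics affects expression of phosphate homeostasis genes. It states that many of these genes are sensitive to changes in 3' processing and termination factors.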

**Fig 3:**
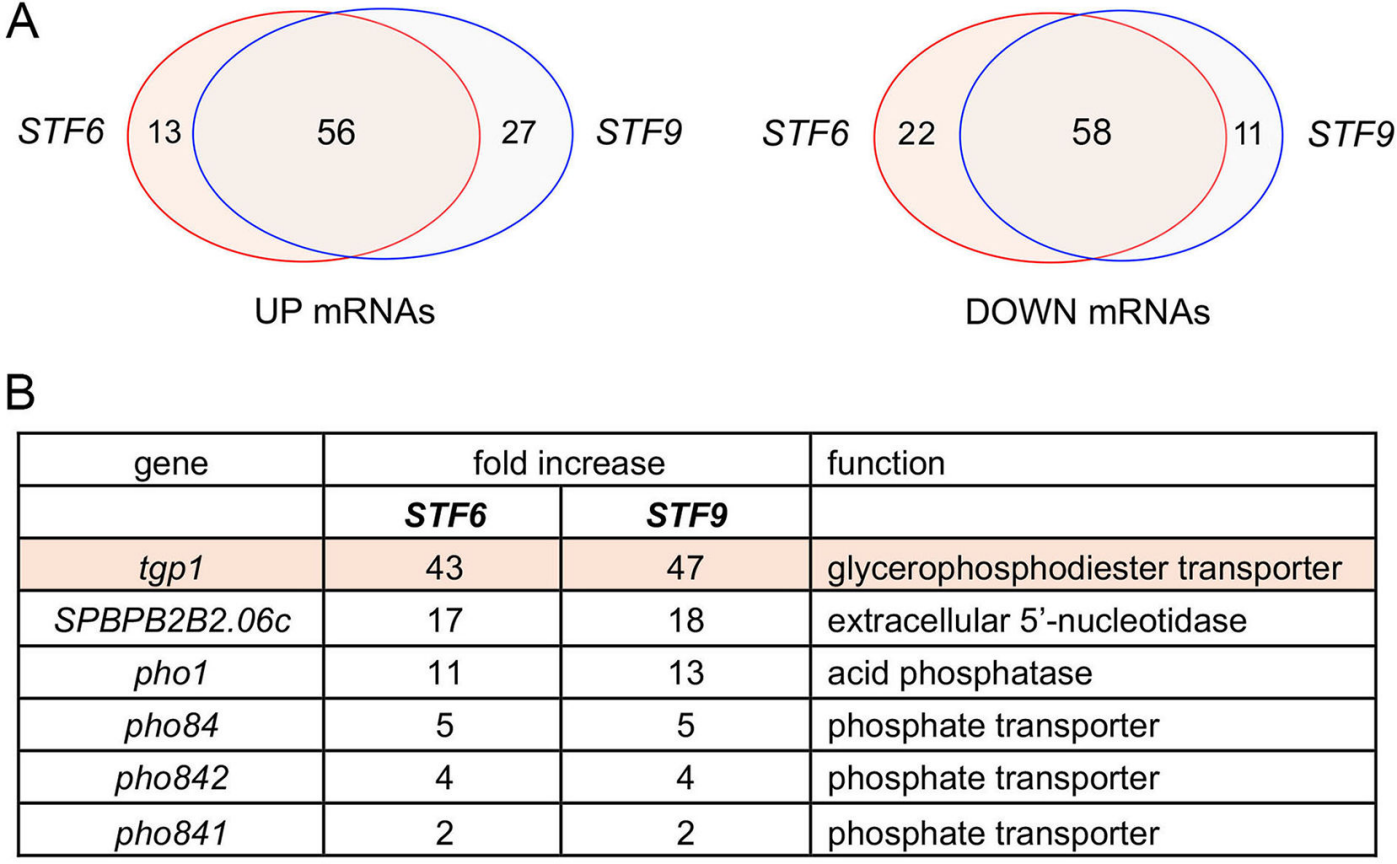
Upregulation of phosphate homeostasis genes in *STF6* and *STF9* cells. (**A**) Venn diagrams showing the number of mRNAs upregulated (UP) or downregulated (DOWN) by ≥2-fold in *STF6* and *STF9* cells and the overlap between the data sets. (**B**) Transcriptome profiling identified six phosphate acquisition genes that were upregulated in *STF6* and *STF9* cells. The upregulated genes are listed according to the fold-increase in transcript level. The function of each gene product is indicated in the right-most column.

### Spontaneous suppressors of *STF6* and *STF9* toxicosis

The newfound ability to interrogate *STF6* and *STF9* under permissive (ePMGT) versus restrictive (YES) conditions sets the stage for dissecting the basis for IP_8_ toxicosis via genetic suppression. We screened for candidate *SST* mutants by plating *STF6* and *STF9* cells on YES agar at 30°C and selecting rare single colonies that grew to large size against a background of tiny colonies. These were grown and re-streaked for single colonies, which were homogeneously larger than the respective parental *STF* strains. We report here four independent suppressors of *STF6*, named *SST-61*, *SST-62*, *SST-66*, and *SST-67*, and one suppressor of *STF9*, named *SST-93*. The *SST-61* and *SST-67* strains grew as well as wild-type on YES agar at all temperatures (Fig. 4A). The *SST-66* strain formed slightly smaller colonies than wild-type at all temperatures. *SST-62* and *SST-93* cells grew well at 30°C but displayed *ts* and *cs* growth defects at 37°C and 20°C (Fig. 4A). All the *SST* strains grew as well as wild-type on ePMGT medium at 30°C (Fig. 4A). Assay of the *SST* strains for cell surface Pho1 acid phosphatase activity during exponential growth at 30°C in ePMGT medium showed that Pho1 activity was reduced to near wild-type levels in *SST-67* and *SST-93* cells and dampened by fivefold in *SST-62* cells or threefold in *SST-61* cells vis-à-vis the parental *STF6* strain (Fig. 4C). Pho1 activity remained fully derepressed in *SST-66* cells compared to the original *STF6* strain (Fig. 4C).

**Fig 4:**
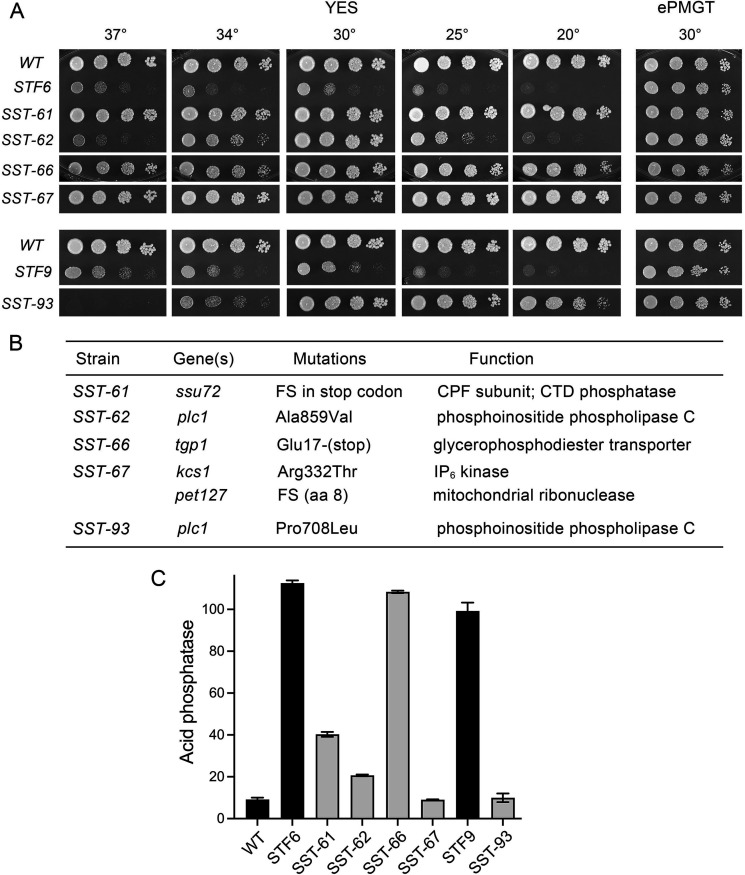
Isolation of spontaneous suppressors of *STF6* and *STF9* toxicosis. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot tested for growth on YES agar at the indicated temperatures and on ePMGT agar at 30°C. (**B**) Whole-genome sequencing of the *SST* strains revealed the indicated mutations. (**C**) The indicated strains were grown to *A*_600_ of 0.5–0.8 in liquid culture in ePMGT medium at 30°C. Cells were then harvested, washed with water, and assayed for Pho1 acid phosphatase activity.

### Diverse mutations suppress *STF6* and *STF9* toxicosis

Paired-end Illumina sequencing of unamplified genomic DNA from the *SST* strains was performed to achieve at least 100-fold coverage of the fission yeast genome. The *SST-6* and *SST-9* genomes were compared to those of the parental *STF6* and *STF9* strains. All the *SST* isolates retained their original *asp1-STF6* or *STF9* alleles. The mutations identified for each isolate are compiled in Fig. 4B. The mutated proteins fall into several functional categories: (i) Ssu72, a CTD phosphatase subunit of CPF; (ii) upstream enzymes of inositol pyrophosphate biogenesis, Plc1 and Kcs1; and (iii) glycerophosphodiester transporter Tgp1, a *PHO* regulon component protein that is transcriptionally derepressed in *STF6* and *STF9* cells.

### CPF subunit Ssu72

Strain *SST-61* contains a single −1 frameshift mutation in the stop codon of the *ssu72* gene, the effect of which is to extend the open reading frame and append a 25-aa peptide segment (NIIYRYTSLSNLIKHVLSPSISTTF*) to the C-terminus of the native 197-aa Ssu72 polypeptide. Because previous studies established that: (i) the lethality of *STF6* and *STF9* on YES medium was suppressed by a purposefully engineered phosphatase-dead C13S active site mutation of Ssu72 (10) and (ii) that the synthetic near-lethality of *asp1-H397A rad24*∆ was suppressed by a spontaneous mutation *ssu72-(Q57-stop*) that ablated the Ssu72 protein (15), we surmise that the alien C-terminal extension to Ssu72 in the *SST-61* strain results in loss of Ssu72 function. The isolation of this *ssu72* allele in a screen for spontaneous suppressors of *STF6* affirms the role of the Ssu72 CTD phosphatase subunit of CPF as a mediator of IP_8_ toxicosis.

### Phospholipase C Plc1

Strain *SST-62* contains a missense mutation (A859V) in the *plc1* gene encoding phosphoinositide phospholipase C, an enzyme that hydrolyzes membrane phosphoinositide PIP_2_ (1-phosphatidylinositol 4,5-bisphosphate) to release IP_3_ (inositol-1,4,5-trisphosphate) and diacylglycerol, thereby providing the precursor for the synthesis of IP_6_ and its subsequent conversion to inositol pyrophosphates (16). Strain *SST-93* contains a different missense mutation (P708L) in the *plc1* gene (Fig. 4B). Both *plc1* mutations elicit *ts/cs* growth phenotypes in the *asp1-STF* strain backgrounds (Fig. 4A), and both substantially blunt the Pho1 derepression characteristic of the parental *STF6* and *STF9* strains (Fig. 4C). The 899-aa Plc1 protein is composed of a pleckstrin homology (PH) domain, tandem EF hand domains, a bipartite phosphodiesterase catalytic domain, and a C2 domain. According to Alpha Fold (https://alphafold.ebi.ac.uk/entry/P40977), the Ala859 residue is located on the hydrophobic face of a β-strand of the C2 domain; its mutation to valine would introduce steric clash with nearby aliphatic side chains. Pro708 is located at the beginning of an α-helix in the catalytic domain; its mutation to leucine would engender steric clash with neighboring structural elements.

To gauge whether *plc1-A859V* and *plc1-P708L* elicit a phenotype in a wild-type genetic background, the *SST-62* and *SST-93* strains, in which the *STF6* and *STF9* alleles are marked with a downstream *hygMX* cassette, were crossed to an *asp1^+^* strain. Viable haploid progeny that grew on YES agar were tested by replica plating for growth on hygromycin-containing medium. Hygromycin-sensitive strains (i.e., harboring the *asp1^+^* allele) were then screened for the *plc1-A859V* and *plc1-P708L* mutations by a one-step PCR assay for SNP detection (17) and confirmed by sequencing the relevant PCR-amplified segment of the *plc1* ORF. The *plc1-A859V* and *plc1-P708L* cells grew as well as wild-type on YES agar at 20°C, 25°C, and 30°C, were slow growing at 34°C and failed to form colonies at 37°C (Fig. 5A). The *plc1-A859V* and *plc1-P708L* strains displayed the same *ts* defect when tested for growth on ePMGT medium (Fig. 5A). Because a *plc1*∆ null mutant similarly grows well on YES at 30°C but fails to grow at 37°C (18, 19), we surmise that *plc1-A859V* and *plc1-P708L* are mutations that diminish phospholipase C activity, which could ameliorate the toxicity of *asp1-STF* by partly stemming the flux of IP_3_ toward inositol pyrophosphate synthesis. Assay of Pho1 acid phosphatase activity showed that Pho1 expression was hyper-repressed in *plc1-A859V* and *plc1-P708L* cells compared to a wild-type control (Fig. 5B). Hyper-repression of Pho1 is a feature of *asp1*∆ cells that cannot synthesize IP_8_ (6).

**Fig 5:**
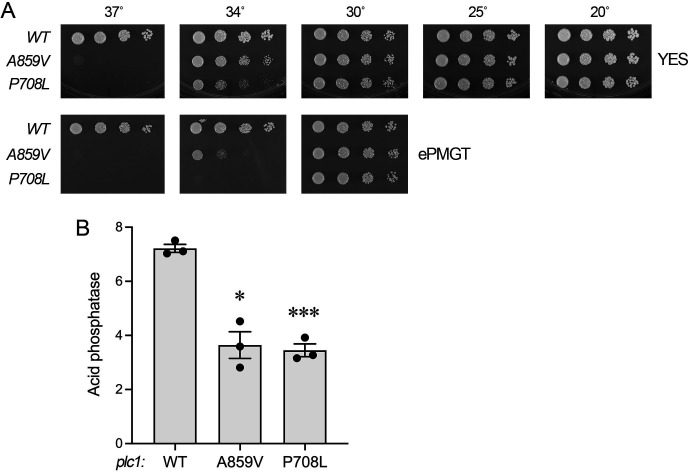
Effect of *plc1-A859V* and *plc1-P708L* mutations on fission yeast growth and Pho1 expression. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot tested for growth on YES agar and ePMGT agar at the indicated temperatures. (**B**) The indicated strains grown in YES medium were assayed for Pho1 acid phosphatase activity. Pairwise *t*-tests showed significant differences between wild-type and *plc1* mutants (*P*-values of 0.013 and 0.0005 for wild-type versus *A859V* and *P708L*, respectively, denoted by asterisks).

### IP_6_ kinase Kcs1

Strain *SST-67* contains a missense mutation (*R332T*) in the essential *kcs1* gene encoding the kinase enzyme that converts IP_6_ to 5-IP_7_. (*SST-67* contains a second incidental frameshift mutation at codon 8 of the inessential *pet127* gene encoding a 524-aa putative mitochondrial ribonuclease.) In a parallel screen for suppressors of the severe growth defect of *asp1-STF5* and *asp1-STF7* strains on YES medium, we recovered two independent suppressors, named *SST-58* and *SST-77*, that restored near wild-type growth on YES at all temperatures (Fig. 6A). A third suppressor, *SST-56*, displayed improved growth at 25°C and 20°C compared to *STF5* but was unable to grow at 37°C (Fig. 6A). Whole-genome sequencing of the suppressed strains and comparison to *STF5* and *STF7* revealed unique missense mutations in the *kcs1* gene in each case: *S761F* in *SST-56, E834K* in *SST-58*, and *L338R* in *SST-77* (Fig. 6C). The fact that four different missense mutants of Kcs1 kinase were recovered as suppressors of an Asp1 pyrophosphatase loss-of-function phenotype suggests that they do so by limiting the production of 5-IP_7_, the substrate for Asp1 kinase. Assay of these three *SST* strains for cell surface Pho1 acid phosphatase activity during growth at 30°C in YES medium showed that the *S761F* mutation effaced the derepression of Pho1 in the original *STF5* strain, whereas the *E834K* and *L338R* mutations reduced Pho1 expression by about half compared to *STF5* and *STF7*, respectively (Fig. 6B).

**Fig 6:**
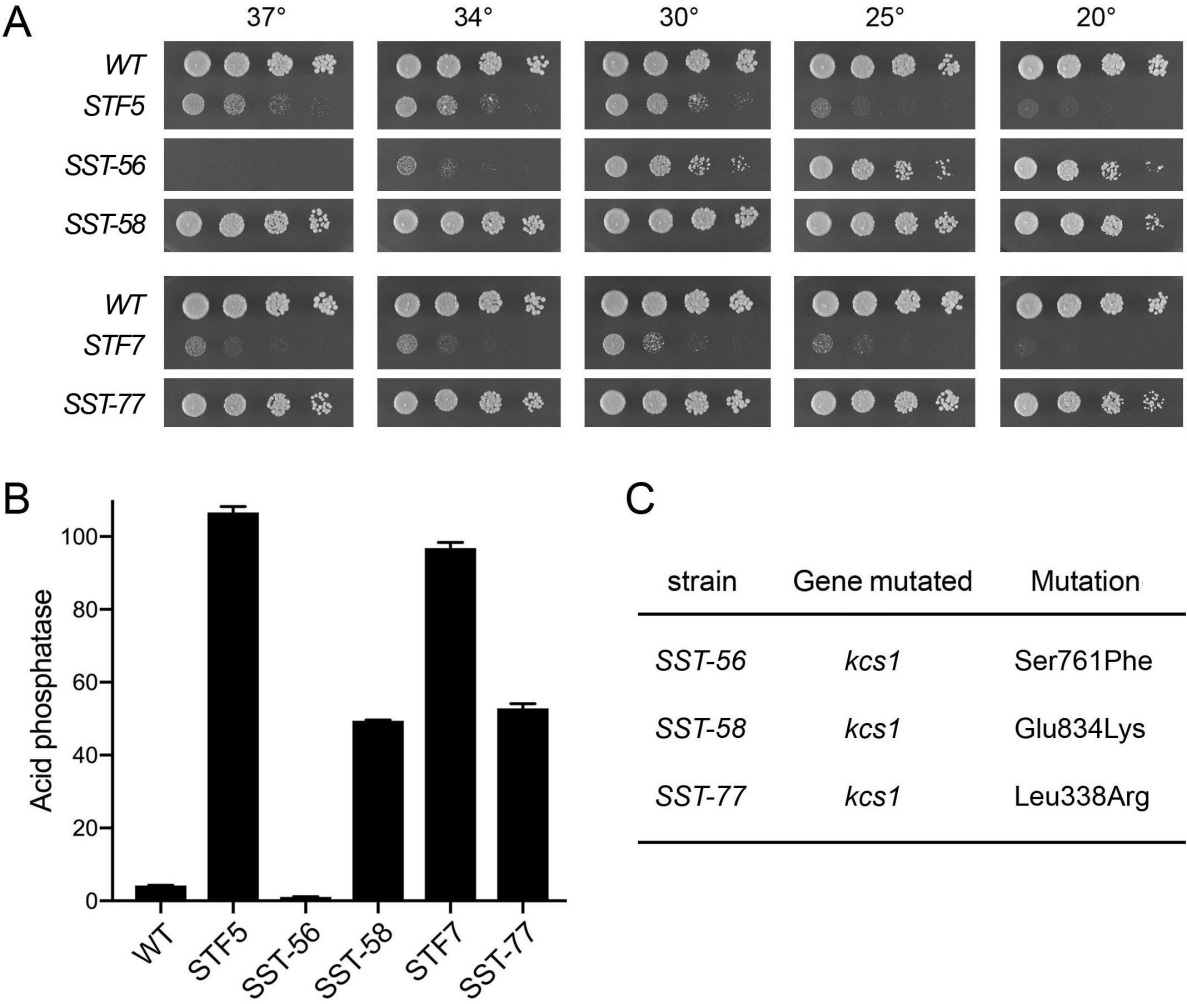
Screen for suppression of *STF5* and *STF7* toxicosis yields additional *kcs1* mutant alleles. (**A**) Serial fivefold dilutions of fission yeast strains (as specified on the left) were spot tested for growth on YES agar at the indicated temperatures. (**B**) The indicated strains grown in YES medium were assayed for Pho1 acid phosphatase activity. (**C**) Whole-genome sequencing of the *SST* strains revealed the indicated *kcs1* mutations.

Because the *kcs1* and *asp1* genes are linked on chromosome III (70 kbp apart), and the *kcs1* suppressor alleles in the *SST* strains are unmarked, we could not rely on crossing to readily obtain the *kcs1* mutants in an *asp1-WT* background. Thus, we replaced one of the chromosomal *kcs1*^+^ loci in a diploid *S. pombe* strain with *kcs1–kanMX* cassettes, comprising *kcs1-WT*, *kcs1-R332T*, *kcs1-L338R*, *kcs1-E834K*, or *kcs1-S761F* driven by the endogenous *kcs1* promoter and flanked by an *ADH1* terminator and a downstream *kanMX* marker. Viable G418-resistant *kcs1-WT–kanMX*, *kcs1-R332T–kanMX*, *kcs1-L338R–kanMX*, and *kcs1-E834K–kanMX* haploids were recovered after sporulation. However, we failed to recover a G418-resistant *kcs1-S761F–kanMX* strain, signifying that the *S761F* mutation was lethal in a wild-type *asp1*^+^ genetic background. The 3*'*-marked *kcs1-WT*, *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* strains grew equally well on YES agar at all temperatures tested (Fig. 7A). Assay of acid phosphatase activity showed that Pho1 expression was hyper-repressed in *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells compared to an identically marked *kcs1-WT* control (Fig. 7B).

**Fig 7:**
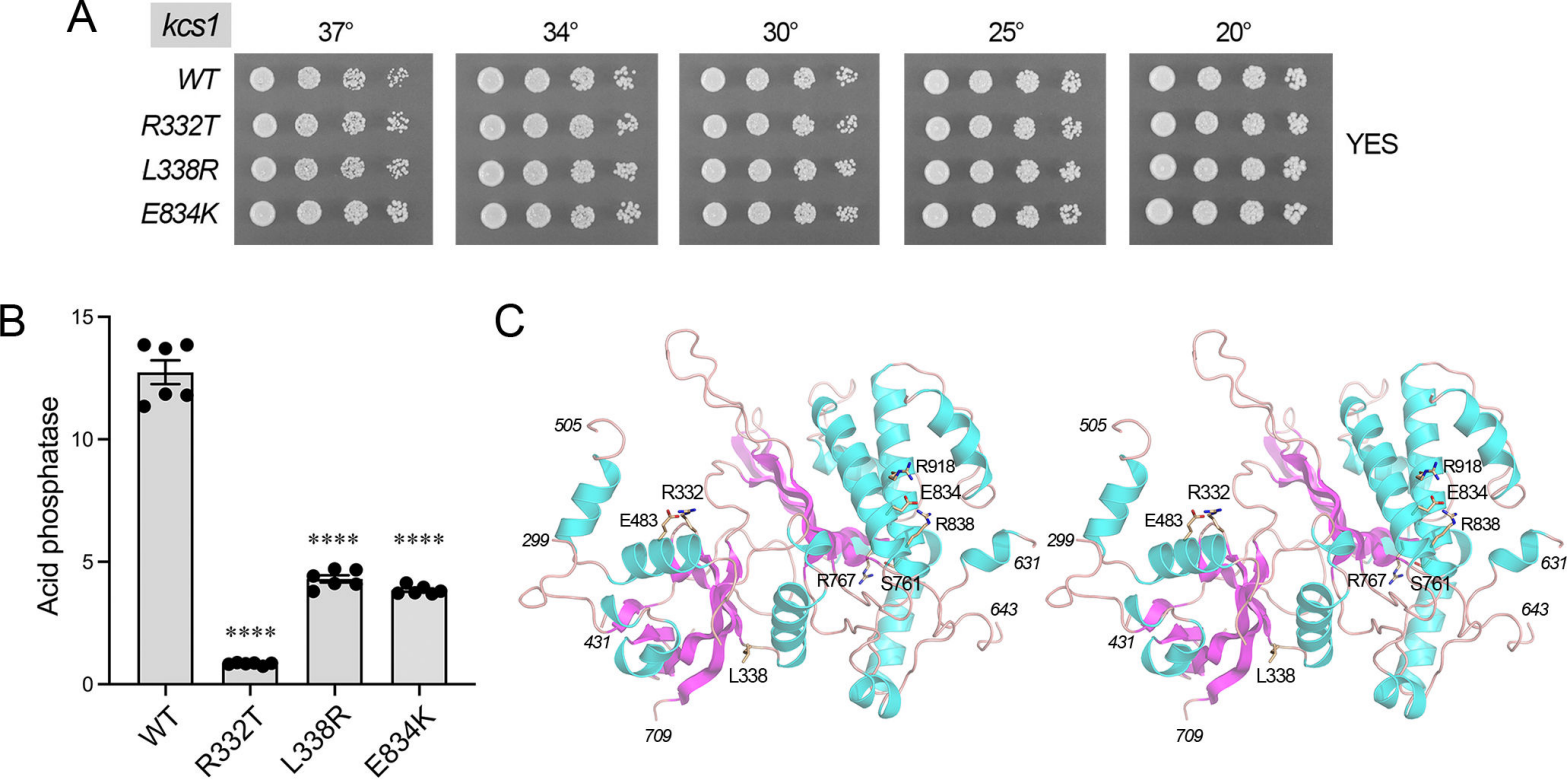
Effect of *kcs1* mutations on fission yeast growth and Pho1 expression. (**A**) Growth of wild-type and mutant *kcs1* strains (as specified on the left) was assessed by spotting serial dilutions of cells to YES agar at the indicated temperatures. (**B**) Acid phosphatase activities of cells with the indicated *kcs1* alleles. Unpaired Welch’s *t*-tests of the data for wild-type versus *kcs1* mutants differed significantly (*P*-value <0.0001, denoted by ****). (**C**) Stereo view of the Kcs1 kinase tertiary structure predicted by Alpha Fold, with the indicated amino acid side chains shown as stick models.

An Alpha Fold model of the 967-aa Kcs1 protein (https://alphafold.ebi.ac.uk/entry/O74561) predicts that much of the polypeptide consists of intrinsically disordered segments, i.e., aa 1–298, 375–410, 431–471, 506–630, 648–709, and 955–967. Alpha Fold predicts that the remainder of the Kcs1 polypeptide adopts an inositol polyphosphate kinase fold (shown in stereo in Fig. 7C) similar to *Entamoeba histolytica* IP6K/IP3K (20). It is noteworthy that all four of the *STF*-suppressive *SST* mutations of Kcs1 are located within the structurally ordered kinase fold. Ser761, mutation of which to Phe causes a severe *ts* growth defect in the *SST-56* context and is lethal in a wild-type background, is predicted to engage in a hydrogen bond to Arg767 (Fig. 7C). The Ser761-Arg767 pair is conserved as Thr128-Arg134 in *Entamoeba* IP6K/IP3K, where Arg134 forms part of the IP_6_-binding pocket. Installing Phe in lieu of Ser would be predicted to impose a steric clash adjacent to the substrate-binding site that could account for the *kcs1-S761F* growth defects. Glu834 anchors a predicted salt-bridge network to Arg838 and Arg918 (Fig. 7C) that would be severed by its mutation to Lys. Arg332 is predicted to make a salt bridge to Glu483 (Fig. 7C) that would be lost when it is changed to Thr. Leu338 is predicted to make van der Waals interactions with Val336, Asn343, and Ile716, such that its replacement by Arg might impose a clash that impacts the local fold.

### Transcriptional profiling of *kcs1* mutants

We performed RNA-seq on poly(A)^+^ RNA isolated from *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells and from wild-type control cells. cDNAs obtained from three biological replicates (using RNA from cells grown to mid-log phase in YES medium at 30°C) were sequenced for each strain. 

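Transcripts of kcs1 (SPCC970.08) itself stayed near the wild-type level in the 3 missense mutants. The normalized count was 2210 ± 93.9 (SD, n = 3 cultures) in kcs1-WT, 2026 ± 41.5 in kcs1-R332T, 2070.3 ± 187 in kcs1-L338R and 2270.4 ± 106 in kcs1-E834K. The log2 fold changes were -0.13, -0.09 and 0.04 (standard error 0.06 for each, adjusted p = 0.131, 0.320 and 0.685 by the edgeR quasi-likelihood test), and whole-gene counts do not read the mutations. asp1, which encodes the other inositol pyrophosphate kinase, fell by 0.43, 0.31 and 0.33 on the log2 scale, in the same order of alleles. Of 11 genes of the inositol pyrophosphate pathway, 1 was higher and 5 lower in R332T, 3 were lower in L338R and 4 in E834K (1 and 6, 3, and 4 when adjusted over the list alone). Of 9 tested loci within 10 kb of kcs1, 1 was lower in R332T, 1 higher and 2 lower in L338R, and 1 higher and 1 lower in E834K, the same when adjusted over the list alone. The noncoding RNA SPNCRNA.1141 beside kcs1 fell in each allele, by 1.13, 1.12 and 1.07 on the log2 scale, at mean counts under 50. The 12 libraries held 19515604 to 27776638 counts each. The filter kept 6093 loci, and the 4 groups were fitted together, apart from the STF libraries, which grew in another medium. Labels of all 12 libraries match the strains of the paper's table. The authors' table of normalized means for this experiment does not equal values normalized from these 12 libraries alone, with ratios of 0.807 to 1.94, so it was not used for the values here. Library kit and strand setting carry the limits given for the STF libraries.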

In the data sets, 99% of the reads were mapped to unique genomic loci (Fig. S6). 

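pho1 had a normalized count of 51384 ± 813 (SD, n = 3) in kcs1-WT, and gdt1, near a chromosome end, had 2938, 3278 and 2903 in the kcs1-WT libraries. In E834K, gdt1 had 42.2, 260 and 214. The biological coefficient of variation over tested loci was 0.0849, against 0.122 in the STF experiment. Pearson's r of the RPKM values over 6836 loci was 0.9976 to 0.9997 in the 12 pairs of replicates. It is computed across genes, which are not independent of each other.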

Read densities (RPKM) for individual genes were highly reproducible between biological replicates (Pearson coefficients of 0.970–0.985; Fig. S6). 

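Besides 5 phosphate genes, isp4, mfs3, SPBC25B2.08 and ftm4, an uncertain locus that shares most of its reads, were called lower in all 3 kcs1 mutants. isp4 (SPBC29B5.02c), an oligopeptide transporter gene, had a normalized count of 3670.0 ± 894 (SD, n = 3) in kcs1-WT and 755 ± 66.3 in R332T, a 4.86-fold fall (log2 fold change -2.28, standard error 0.13, adjusted p = 2.87e-08 by the edgeR quasi-likelihood test). Its log2 fold change was -1.23 in L338R and -1.55 in E834K. mfs3, a spermidine transporter gene, had -1.08, -1.23 and -1.40, and SPBC25B2.08, which encodes a protein specific to fission yeast, had -1.11, -1.26 and -1.27. The histone chaperone gene nap1 (SPCC364.06) fell in L338R and E834K, by 1.48 and 1.41 on the log2 scale (standard error 0.06 for both), and by 0.21 in R332T. gdt1 lies near the right end of chromosome I and had log2 fold changes of -5.70 in L338R and -4.13 in E834K, with no change past the threshold in R332T (-0.01, adjusted p = 0.978 by the edgeR quasi-likelihood test). In total, 17, 23 and 23 coding genes were called lower in R332T, L338R and E834K, of which 9 were lower in all 3. The folds reached 63.6, 225 and 93.5, with medians of 2.93, 2.41 and 2.53. The highest folds of L338R and E834K are those of ftm4, with 7.79% unique windows and 1, 0 and 0 counts in the L338R libraries, so they are uncertain. With upper-quartile factors, 10 genes were lower in R332T. Simulated shared controls without changed genes gave a mean of 0 genes shared by all 3 alleles, and independent lists of these lengths would share 0.000363. The simulation does not measure what shared controls add to lists of these lengths. The 3 kcs1-WT libraries serve each comparison and cannot be divided among them. Of 22 nitrogen source genes, 10, 9 and 9 were lower and 3, 4 and 5 higher (10, 9 and 9, and 4, 6 and 5, when adjusted over the list alone). Of 137 tested coding genes within 100 kb of a chromosome end, 24, 24 and 29 were lower and 32, 24 and 32 higher (24, 30 and 32, and 33, 27 and 34, when adjusted over the list alone).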

Applying the same criteria used for RNA-seq analysis of *STF6* and *STF9* cells, we identified sets of 18, 23, and 23 annotated protein-coding genes that were downregulated by ≥2-fold in *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells, respectively, of which 10 mRNAs were coordinately downregulated in all three *kcs1* mutants (Fig. 8A; Table S2). The shared downregulated mRNAs included the phosphate-responsive genes *tgp1*, *pho1*, *pho84*, *SPBPB2B2.06c*, and *ecl3* (Fig. 8B). 

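The 5 phosphate-responsive genes fell in every mutant library relative to kcs1-WT. tgp1 had 1124 ± 140.4 normalized counts (SD, n = 3) in kcs1-WT and 221 ± 39.4 in R332T, 365 ± 31.0 in L338R and 374 ± 18.8 in E834K. Its folds were 5.08 (log2 fold change -2.34, standard error 0.13, adjusted p = 3.07e-08), 3.08 (-1.62, standard error 0.13, adjusted p = 1.02e-06) and 3.00 (-1.59, standard error 0.13, adjusted p = 1.26e-06 by the edgeR quasi-likelihood test). pho84 had 65072 ± 2210 normalized counts in kcs1-WT and 2160.4 ± 169.9, 24081 ± 1797 and 23682 ± 482 in the mutants (log2 fold changes -4.91, -1.43 and -1.46, standard errors 0.07, 0.06 and 0.06, adjusted p = 1.35e-15, 1.46e-09 and 1.17e-09 by the edgeR quasi-likelihood test). ecl3 had 295 ± 20.6 in kcs1-WT, with log2 fold changes of -3.51, -2.17 and -2.01. SPBPB2B2.06c had 1471 ± 230 in kcs1-WT, with log2 fold changes of -4.70, -1.99 and -2.16. The other phosphate transporter genes fell less. pho841 had log2 fold changes of -1.07, -0.57 and -0.52. pho842 had -0.59, -0.22 and -0.22, and in L338R and E834K its adjusted p no longer passed with upper-quartile factors. All 7 genes of the PHO list were thus lower in each mutant, also when adjusted over the list alone, and the camera test held with an estimated correlation (adjusted p = 2.16e-06, 1.15e-04 and 1.93e-04). The list came from this study, so it is not independent evidence. Of 10 wider phosphate and polyphosphate genes, 7, 6 and 6 were lower and 1, 0 and 0 higher, the same when adjusted over the list alone, and that camera test was lost with an estimated correlation (adjusted p = 0.0645, 0.179 and 0.190). nrf1 and vtc2, of the polyphosphate-making complex, fell by 0.86 and 0.69 on the log2 scale in R332T.

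**Figure D2:**
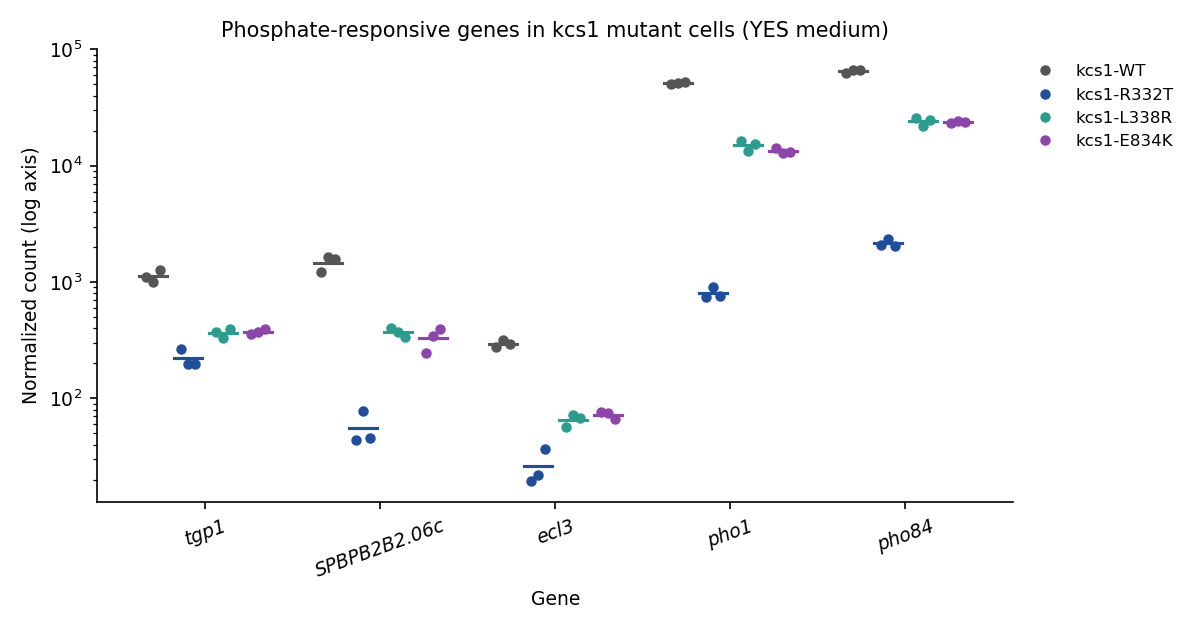
Normalized counts (log axis) of tgp1, SPBPB2B2.06c, ecl3, pho1 and pho84 in each library of kcs1-WT, R332T, L338R and E834K, with the mean of 3 cultures per group. pho1 and pho84 stand lowest in R332T.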

Consistent with the greater degree of hyper-repression on Pho1 activity by *kcs1-R332T* versus *kcs1-L338R* and *kcs1-E834K* (Fig. 7B), the *kcs1-R332T* allele exerted a greater impact on *pho1* mRNA level (64-fold decrement) than did *kcs1-L338R* and *kcs1-E834K* (Fig. 8B). 

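pho1 had 806 ± 89.0 normalized counts (SD, n = 3) in R332T, 15016 ± 1465 in L338R and 13347 ± 651 in E834K. Against kcs1-WT its folds were 63.6 (log2 fold change -5.99, standard error 0.09, adjusted p = 1.41e-15), 3.42 (-1.77, standard error 0.07, adjusted p = 1.46e-09) and 3.85 (-1.94, standard error 0.07, adjusted p = 1.01e-09 by the edgeR quasi-likelihood test). The alleles were also tested against each other. pho1 was 18.6-fold lower in R332T than in L338R (log2 difference -4.22, standard error 0.08, adjusted p = 8.03e-14) and 16.5-fold lower than in E834K (-4.05, standard error 0.08, adjusted p = 1.33e-13 by the edgeR quasi-likelihood test). pho84 was 11.1-fold and 11.0-fold lower and SPBPB2B2.06c 6.55-fold and 5.83-fold lower in R332T than in the other alleles. tgp1 differed less, with log2 differences of -0.72 and -0.76 (adjusted p = 0.00153 and 0.00173 by the edgeR quasi-likelihood test). mei2, a gene that commits cells to meiosis, was 6.08-fold and 5.71-fold lower in R332T. In all, 36 coding genes differed between R332T and L338R (59 without the minimum count) and 28 between R332T and E834K (46 without it). The first count was 103 when L338R replicate 2 was left out. Between L338R and E834K, 0 coding genes were called with edgeR and 0 with DESeq2, while 801 had an unadjusted p under 0.05. That count was 2 without L338R replicate 2 and 1 without E834K replicate 1. pho1 itself did not pass there (log2 difference 0.17, standard error 0.07, adjusted p = 0.322 by the edgeR quasi-likelihood test).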

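ght5 (SPCC1235.14), a high-affinity glucose transporter gene with 70.7% unique windows, rose in all 3 kcs1 mutants. Its log2 fold changes were 1.76 in R332T, 2.31 in L338R and 2.46 in E834K (standard error 0.20 for each, adjusted p = 2.64e-05, 2.35e-06 and 1.44e-06 by the edgeR quasi-likelihood test). The heat shock protein 70 gene ssa1 rose 2.11-fold, 3.10-fold and 2.59-fold. The stress gene hsp9 rose 2.68-fold in L338R and 2.46-fold in E834K, and did not pass in R332T (log2 fold change 0.08, adjusted p = 0.444 by the edgeR quasi-likelihood test). mei2 rose 3.37-fold and 3.16-fold in L338R and E834K and fell by 0.85 on the log2 scale in R332T. cmt2 (SPBPB21E7.04c) had the highest called fold in R332T, 7.78, from 17.1 ± 5.65 to 134 ± 25.7 normalized counts (SD, n = 3). Of 21 stress response genes, 6 were higher and 4 lower in R332T, 15 and 1 in L338R, and 13 and 2 in E834K (6 and 6, 15 and 1, and 13 and 2 when adjusted over the list alone). The camera test of this list held with an estimated correlation in L338R (adjusted p = 0.0455) and was lost in E834K (adjusted p = 0.190). Of 14 genes of hexose transport and gluconeogenesis, 4, 5 and 4 were higher and 5, 2 and 2 lower (4, 6 and 5, and 5, 2 and 2, when adjusted over the list alone). In R332T the median of that list was 0.13 and its camera test pointed down. In all, 21, 16 and 22 coding genes were called higher, of which 6 were shared by the 3 alleles, with median folds of 2.57, 2.41 and 2.26. Without the minimum count, 41, 33 and 47 were higher and 14 were shared. Simulated shared controls without changed genes gave a mean of 0 shared genes, and independent lists would share 0.000298. What shared controls add to lists of these lengths was not measured. Upper-quartile factors gave 27 higher and 10 lower in R332T and 21 higher and 20 lower in L338R.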

RNA-seq identified 20, 16, and 21 mRNAs that were upregulated in *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells, respectively, of which 5 were upregulated in all three *kcs1* mutants (Fig. 8A). 

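The siderophore transporter gene str1 (SPBC4F6.09) had 457 ± 28.1 normalized counts (SD, n = 3) in kcs1-WT and 1912 ± 223 in R332T (log2 fold change 2.07, standard error 0.10, adjusted p = 3.25e-09 by the edgeR quasi-likelihood test). It rose less in L338R and E834K, with log2 fold changes of 0.62 and 0.66, and the direct tests of R332T against them gave log2 differences of 1.45 and 1.41 (standard error 0.09 for both, adjusted p = 1.13e-07 and 1.85e-07 by the edgeR quasi-likelihood test). The sulfiredoxin gene srx1 (SPBC106.02c) had 76.7 ± 7.17 in kcs1-WT and 305 ± 26.1 in R332T. Its log2 fold changes were 1.99, 1.25 and 1.22 in R332T, L338R and E834K (standard error 0.14 for each, adjusted p = 2.09e-07, 2.53e-05 and 3.26e-05 by the edgeR quasi-likelihood test). The iron permease gene fip1 (SPAC1F7.07c) had 313 ± 40.2 in kcs1-WT and 819 ± 46.6 in R332T, with log2 fold changes of 1.39, 1.01 and 1.19 (standard error 0.13 for each, adjusted p = 2.95e-06, 6.77e-05 and 1.62e-05 by the edgeR quasi-likelihood test). In R332T, frp1 rose from 102.5 ± 11.7 to 217 ± 2.15 (log2 fold change 1.08, standard error 0.17, adjusted p = 4.01e-04) and fio1 from 145 ± 17.4 to 296 ± 11.8 (log2 fold change 1.03, standard error 0.17, adjusted p = 4.64e-04 by the edgeR quasi-likelihood test). In L338R and E834K, frp1 had log2 fold changes of 0.99 and 0.69, and fio1 0.75 and 0.81, under the fold of 2. Of 11 tested iron uptake genes, 7 were higher and 1 lower in R332T, and 5 were higher and 1 lower in each of the others (7 and 1, 5 and 2, and 5 and 1 when adjusted over the list alone). The camera test held with an estimated correlation in R332T (adjusted p = 0.0184) and not in L338R or E834K (adjusted p = 0.179 and 0.247). The list includes srx1 and the other iron regulon genes that the paper named from these libraries, so it is not independent evidence. Of 12 genes of iron-using proteins, 7 were lower and 1 higher in R332T, while 6 were higher in L338R and 4 in E834K with none lower (8 and 1, 8, and 5 with 1 lower when adjusted over the list alone). Of 8 zinc and copper transport genes, 2 were higher in each mutant and 2, 3 and 2 were lower (3 lower in each when adjusted over the list alone), with a median of 0.01 and a mean of -0.09 on the log2 scale in R332T. The zinc transporter gene zrt1 fell by 1.07 on the log2 scale in R332T.

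**Figure D3:**
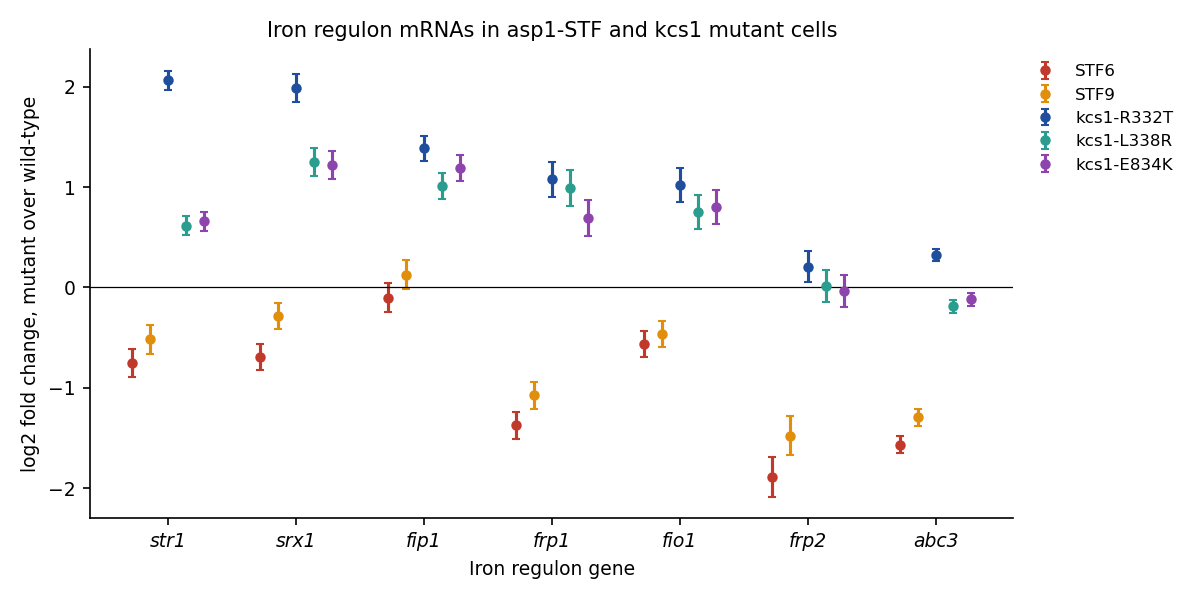
Log2 fold changes of iron regulon genes in the STF mutants against asp1-WT and in the kcs1 mutants against kcs1-WT, with standard errors from edgeR. str1, frp1 and fio1 lie below 0 in both STF mutants and above 0 in the 3 kcs1 mutants.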

Five iron regulon genes*—str1*, *srx1*, *fip1*, *frp1*, and *fio1*—were upregulated by two- to fourfold in *kcs1-R332T* cells. *srx1* and *fip1* expression were increased twofold in *kcs1-L338R* and *kcs1-E834K* cells (Table S2).

**Fig 8:**
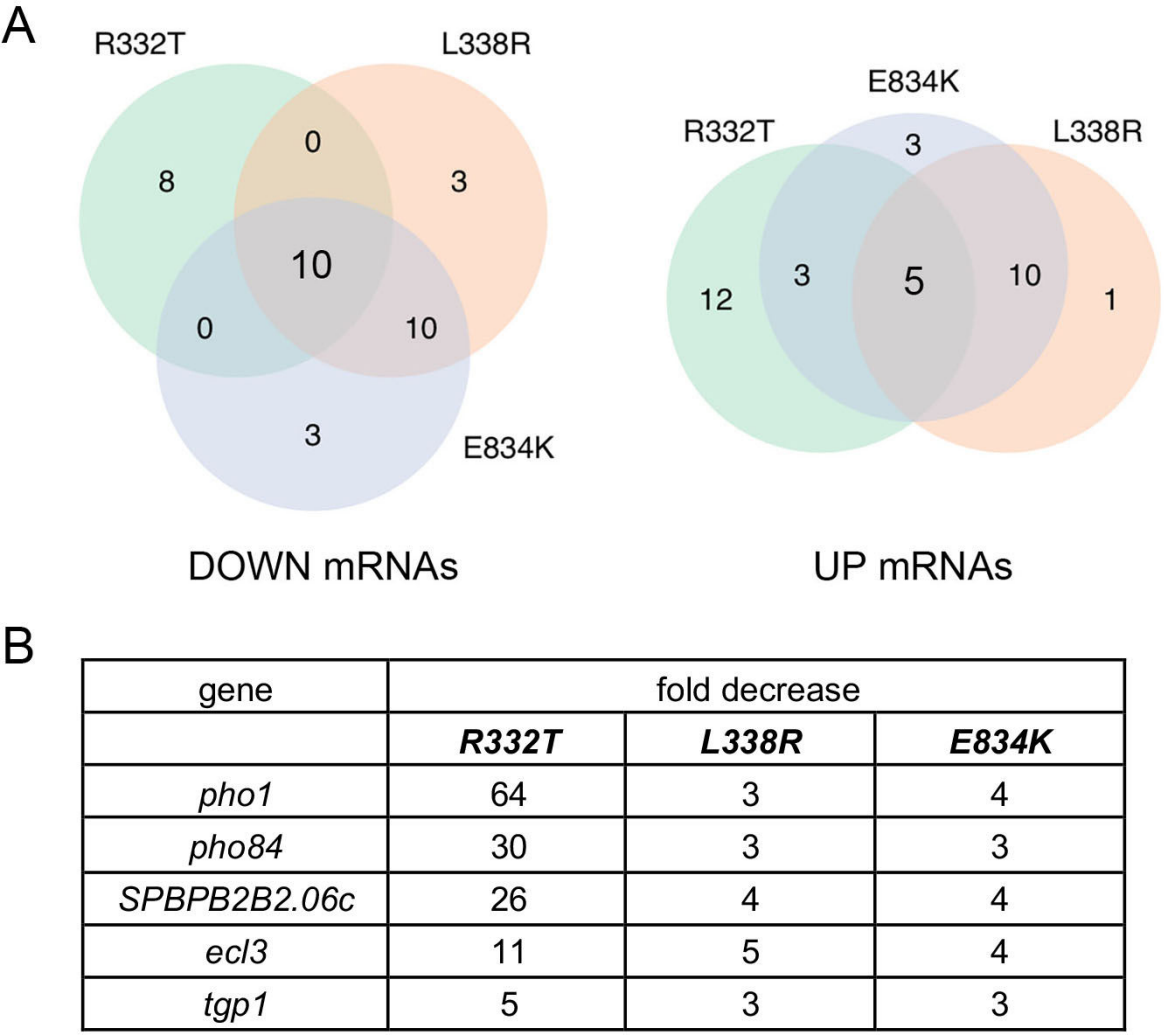
Transcriptional profiling of *kcs1* mutants. (**A**) Overlaps of protein-coding genes that were downregulated (DOWN) or upregulated (UP) by ≥2-fold in the indicated *kcs1* mutants compared to wild-type. (**B**) List of five phosphate-responsive genes that were coordinately downregulated in the indicated *kcs1* mutants. The fold decrease in transcript level is shown.

### Glycerophosphodiester transporter Tgp1

Strain *SST-66* contains an inactivating nonsense mutation at codon 18 in the *tgp1* gene encoding a 528-aa polypeptide homologous to *Saccharomyces cerevisiae* Git1 and *Candida albicans* paralogs CaGit1, 2, 3, 4. The Git-family proteins function as transmembrane transporters of extracellular glycerophosphocholine (GPC) and/or glycerophosphoinositol (GPI) (21–25). *S. cerevisiae* Git1 is much more active in driving uptake of ^3^H-GPI versus ^3^H-GPC (24). The *Candida* paralogs display specificity for either GPI (Git1) or GPC (Git3 and Git4) (24, 25). To our knowledge, the transport activity and substrate specificities of fission yeast Tgp1 have not been reported. Nonetheless, it is well established that *tgp1* is part of a three-gene *PHO* regulon that is repressed under phosphate-replete conditions and derepressed during phosphate starvation (14, 26), presumably to import glycerophosphodiesters as a source of phosphate for phosphate-starved cells (22, 27). The *tgp1* gene is repressed in phosphate-replete cells by *nc-tgp1* lncRNA-mediated transcriptional interference (7, 28, 29). *tgp1* is derepressed in phosphate-replete conditions by inactivating mutations of Asp1 pyrophosphatase, whereby increased IP_8_ levels elicit precocious termination of interfering lncRNA transcription (6).

### Glycerophosphocholine recapitulates the toxicity of yeast extract to *STF6* and *STF9* cells

The findings here that (i) *tgp1* mRNA levels are increased by ~45-fold in *STF6* and *STF9* cells; (ii) growth of *STF6* and *STF9* cells is inhibited by a titratable constituent of yeast extract; and (iii) the severe growth defect of *STF6* cells on YES medium is suppressed completely by a null allele of *tgp1* prompt a hypothesis that overexpression of Tgp1 in *STF6* and *STF9* cells results in the increased import of a component of yeast extract to levels that are toxic to *STF6* and *STF9*. 

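tgp1 mRNA was high in each library of the STF mutants grown in ePMGT. The normalized counts were 32310, 30435 and 28115 in STF6 and 31966, 31641 and 32285 in STF9, against 718, 728 and 617 in asp1-WT. SPBC1271.10c, a transmembrane transporter gene beside tgp1, fell from 4177 ± 60.2 normalized counts (SD, n = 3) to 947 ± 45.3 in STF6 and 1005 ± 62.6 in STF9 (log2 fold change -2.14, standard error 0.08, adjusted p = 1.41e-09, and -2.05, standard error 0.08, adjusted p = 2.36e-09 by the edgeR quasi-likelihood test). pet802, farther along, did not pass in either mutant (log2 fold change 0.03, adjusted p = 0.836, and 0.05, adjusted p = 0.673 by the edgeR quasi-likelihood test). On the other side of tgp1, beyond nc-tgp1, the lncRNA ncRNA.1343 fell in both (log2 fold change -1.27, adjusted p = 3.95e-04, and -0.82, adjusted p = 0.00647 by the same edgeR test). The paper also lists SPBC1271.07c and SPBC1271.08c, of the same identifier series, as lower in both mutants. SPBC1271.10c and ncRNA.1343 were named after their values were seen.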

Pairwise BLAST alignments of the Tgp1 amino acid sequence to those of the functionally characterized *Saccharomyces* and *Candida* Git-family homologs indicated that Tgp1 is more closely related to CaGit3 (204 positions of side chain identity) and CaGit4 (197 identities) that transport GPC than it is to *S. cerevisiae* Git1 (149 identities) or CaGit1 (157 identities) that is selective for GPI transport. Accordingly, we queried whether supplementation of ePMGT with GPC might mimic the growth suppressive effect of yeast extract on *STF6* and *STF9* cells that overexpress *tgp1*. As shown in Fig. 9, this was indeed the case in the presence of 120, 240, or 485 µM GPC, concentrations that had no effect on the growth of wild-type cells that do not overexpress *tgp1*. Moreover, the toxicity of GPC to *STF6* was suppressed by the *tgp1-*disruptive nonsense allele in the *SST-66* strain and by an engineered *tgp1*∆ allele in which the *nc-tgp1–tgp1* locus was deleted in its entirety (Fig. 9). Additional controls established that ePMGT supplementation with choline (up to 4 mM) or glycerol-3-phosphate (up to 4 mM) had no deleterious impact on the growth of *STF6* or *STF9* cells (Fig. S5). We surmise that: (i) Tgp1 is a *bona fide* GPC transporter, and (ii) excess intracellular GPC accumulation via overexpressed Tgp1 is somehow toxic to *STF6* and *STF9* cells.

**Fig 9:**
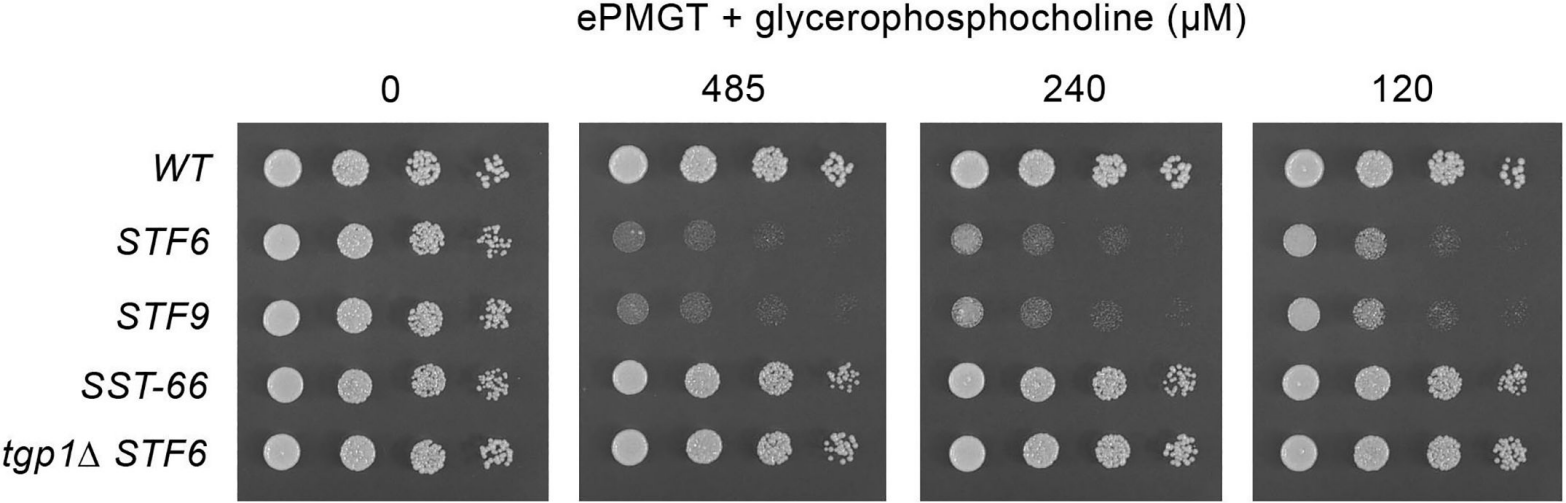
Glycerophosphocholine recapitulates the toxicity of yeast extract to *STF6* and *STF9* cells. Serial dilutions of the yeast strains indicated at the left were spot tested for growth on ePMGT agar without or with GPC as specified at the top. The plates were photographed after 3 days of incubation at 30°C.

### Overexpression of *tgp1* is toxic to wild-type and *asp1*∆ cells

We constructed a fission yeast multicopy *LEU2* plasmid in which *tgp1* is expressed under the control of the thiamine-repressible *nmt1-41x* promoter. The *tgp1* plasmid and empty vector control were introduced into wild-type cells (with normal levels of IP_8_) and into *asp1*∆ cells (that have no IP_8_). Cells grown to mid-log phase in liquid ePMGT(-leu) medium were harvested, washed with water, and resuspended in water at equivalent *A*_600_. Serial fivefold dilutions were then spotted on ePMGT(-leu), ePMG(-leu), ePMGT(-leu) plus GPC, and ePMG(-leu) plus GPC agar plates, which were incubated at 30°C. The salient findings were that (i) the *nmt1–tgp1* gene inhibited the growth of wild-type and *asp1*∆ cells on thiamine-free ePMG medium containing GPC but not on thiamine-free medium lacking GPC, and (ii) the *nmt1–tgp1* gene did not inhibit the growth of wild-type or *asp1*∆ cells on thiamine-replete ePMGT medium containing GPC (Fig. 10). Thus, overproduction of Tgp1 suffices to elicit GPC toxicosis independent of genetic perturbation of IP_8_ catabolism (as in the *asp1-STF* mutants) and independent of IP_8_ synthesis by Asp1 kinase.

**Fig 10:**
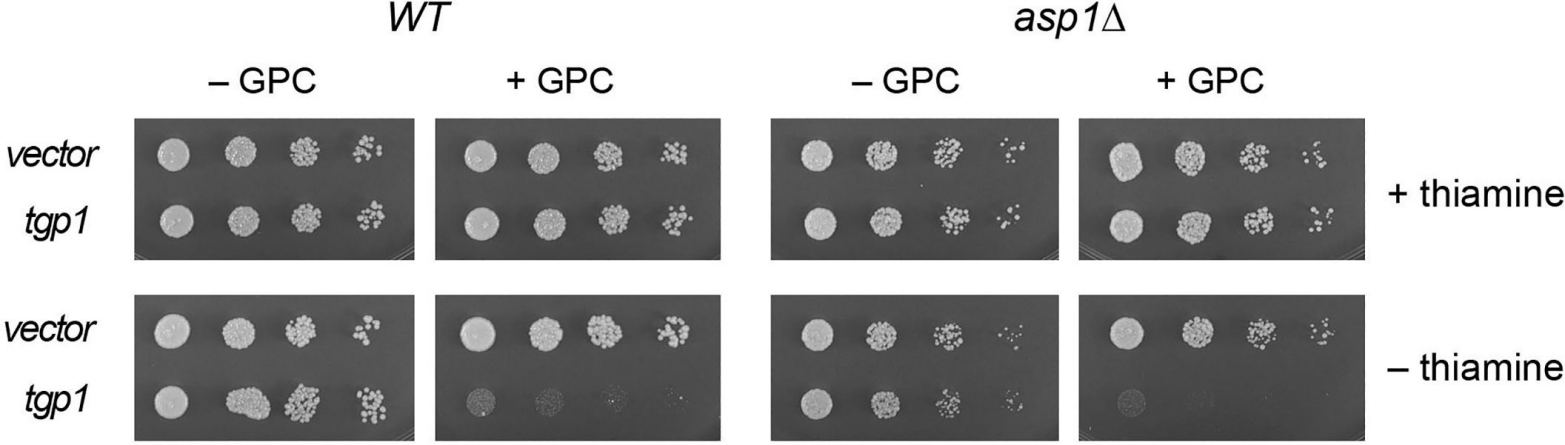
High-copy overexpression of *tgp1* is toxic to wild-type and *asp1*∆ cells. Serial dilutions of *asp1-WT* and *asp1∆* strains bearing the indicated plasmids (as specified on the left) were spot tested for growth on ePMG (-leu) agar or ePMGT (-leu) agar, with or without 0.77 mM GPC. The plates were photographed after 3–4 days of incubation at 30°C.

## DISCUSSION

The lncRNA-mediated transcription interference that underlies the repression of the fission yeast *PHO* regulon has afforded a sensitive readout of genetic influences on 3*'*-processing/termination and a powerful tool for discovery of agents and regulators of these steps of the Pol2 transcription cycle. A key insight was that excess IP_8_ derepresses the *PHO* regulon in phosphate-replete cells via its action as an agonist of precocious lncRNA 3*'*-processing/termination (6). Because mutations of IP_8_-catabolizing pyrophosphatases, *per se* or in combination, were either lethal or severely growth defective, it was surmised that accumulation of supra-threshold levels of IP_8_ is toxic to fission yeast (10). Epistasis tests and an initial round of “*SST*” screening for spontaneous suppressors of the growth defects of *asp1-STF* alleles highlighted two ways of ameliorating IP_8_ toxicosis: (i) by mutations of components of the 3*'*-processing/termination machinery that dampen the impact of toxic IP_8_ levels on Pol2 termination and (ii) by mutations of proteins Spx1, Gde1, and Vtc4, each of which contains an SPX domain that acts as an inositol pyrophosphate sensor (10–12).

### Suppression of toxic Asp1 alleles by mutations in Plc1 and Kcs1

Here, by expanding the *SST* suppressor screen, we fulfill an earlier speculation (11) that mutations in upstream enzymes of inositol polyphosphate metabolism might constrain inositol pyrophosphate synthesis by Asp1 kinase so as to blunt the increase in IP_8_ levels when Asp1 pyrophosphatase is crippled, thereby reversing the growth defect of *asp1-STF* mutants. The pathway leading to IP_8_ synthesis is depicted in Fig. 11. *S*. *pombe* is an inositol auxotroph. Inositol taken up from the culture medium by the essential transmembrane transporter Itr2 is converted to phosphatidyl inositol (PI) by the essential CDP-diacylglycerol–inositol 3-phosphatidyltransferase enzyme Pis1. PI is then phosphorylated at positions 4 and 5 of the inositol ring by essential kinases Stt4 and Its3 to generate PIP_2_. Phospholipase C Plc1 action on PIP_2_ liberates IP_3_ (inositol-1,4,5-trisphosphate), which is then converted to IP_5_ (inositol-1,3,4,5,6-pentakisphosphate) by the essential kinase Arg82. IP_5_ is converted to IP_6_ by the kinase Ipk1, thereby providing the substrate for subsequent formation of inositol pyrophosphates by Kcs1 and Asp1. Our *SST* screens yielded two independent missense alleles of *plc1* and four independent missense alleles of *kcs1*.

**Fig 11:**
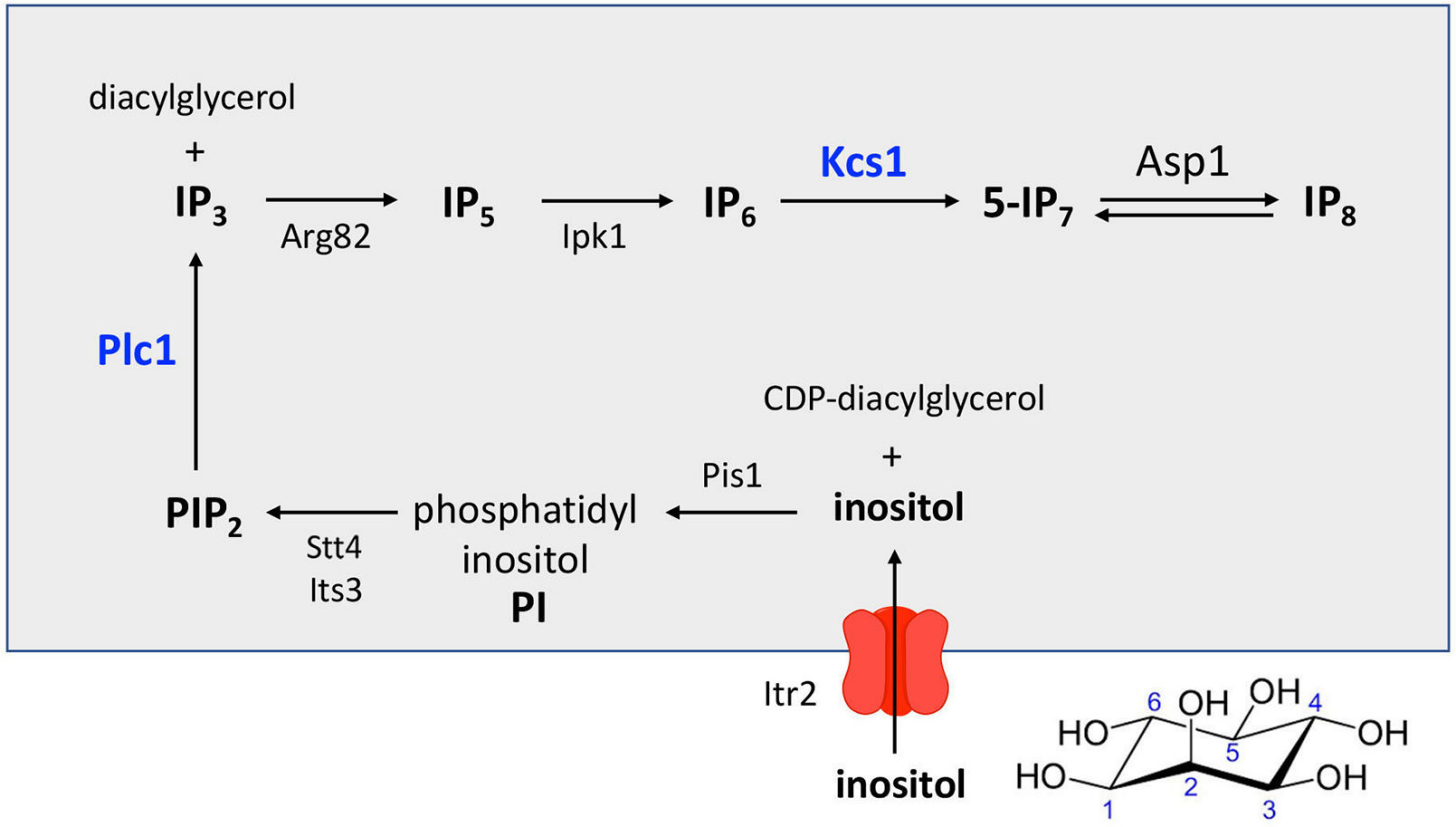
Fission yeast pathway of IP_8_ synthesis starting with uptake of extracellular inositol. See Discussion for details.

The genetics of Plc1 and Kcs1 are relatively understudied. Fission yeast with either a *plc1*∆ null mutation or a *plc1-1* allele (molecular lesion unknown) is unable to grow on synthetic medium and displays a *ts* phenotype on rich medium (18, 19, 30). The two *plc1* mutants characterized here*—A859V* and *P708L*—display tight *ts* growth defects on YES and ePMGT media, from which we surmise that they are defective hypomorphs, presumably with reduced enzymatic activity and, hence, reduced flux of IP_3_ toward IP_8_ synthesis.

Deletion of *kcs1* is lethal in fission yeast, and there are no reports in Pombase of other *kcs1* mutant alleles or *kcs1* genetic interactions. Three of the four *kcs1* missense mutants recovered in our screens*—R332T*, *L338R*, and *E834K*—completely reversed the *asp1-STF* growth defect. The *R332T*, *L338R*, and *E834K* mutants were fully viable in an *asp1*^+^ background with respect to growth on YES medium, though they hyper-repressed Pho1 expression, with *R332T* having the strongest effect. This scenario is consistent with a reduction in kinase activity of the mutant Kcs1 enzymes sufficient to limit the pool of 5-IP_7_ available for conversion to IP_8_ by the pyrophosphatase-defective Asp1-STF kinase. By contrast, the *kcs1-S761F* allele was lethal in an *asp1*^+^ background, signifying a more severe defect in 5-IP_7_ synthesis, and the effects of which permitted only partial recovery of growth (at ≤30°C) of the *SST-56* strain bearing *asp1-STF5* and *kcs1-S761F* alleles. The erasure of the increase in Pho1 expression in the *asp1-STF5* mutant by *kcs1-S761F* (to less than the wild-type control) would suggest that IP_8_ fails to accumulate in the *SST-56* strain.

Our suite of three missense *kcs1* alleles allowed us to interrogate the impact of Kcs1 on gene expression system-wide. These hypomorphic *kcs1* mutations elicited dysregulation of a limited number of mRNAs, most notably the downregulation of the same set of phosphate-responsive genes that were upregulated in *STF6* and *STF9* cells (Fig. 3B and 8B). 

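The genes higher in both STF mutants and lower in all 3 kcs1 mutants numbered 5, namely tgp1, pho1, pho84, ecl3 and SPBPB2B2.06c. Among 4969 coding loci tested in both experiments, 60 and 8 genes qualified on each side and 0.0966 shared genes would be expected (Fisher's exact test, one-sided, p = 1.18e-08). The reverse overlap, lower in both STF mutants and higher in all 3 kcs1 mutants, held ght5 and SPCC70.08c, 2 genes against 0.07 expected (one-sided Fisher's exact test, p = 0.00195), and ght5 shares part of its reads with related genes. Overlaps in the same direction held 0 genes both ways, against 0.0724 and 0.0934 expected. The Fisher tests treat genes as independent, while the paper describes ecl3 as co-regulated with the PHO genes. Each list also rests on shared control libraries, and the p-values do not measure spread between cultures. Of 18 genes of 3' processing and termination, 6 were lower in R332T, 3 in L338R and 6 in E834K, with 0, 1 and 0 higher, the same when adjusted over the list alone. The experiments used different media and were not fitted jointly, so folds are not compared in size. The paper states that the hypomorphic kcs1 alleles changed a limited number of mRNAs, and it singles out the fall of the phosphate-responsive genes that rose in the STF mutants (Fig. 3B and 8B).

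**Figure D4:**
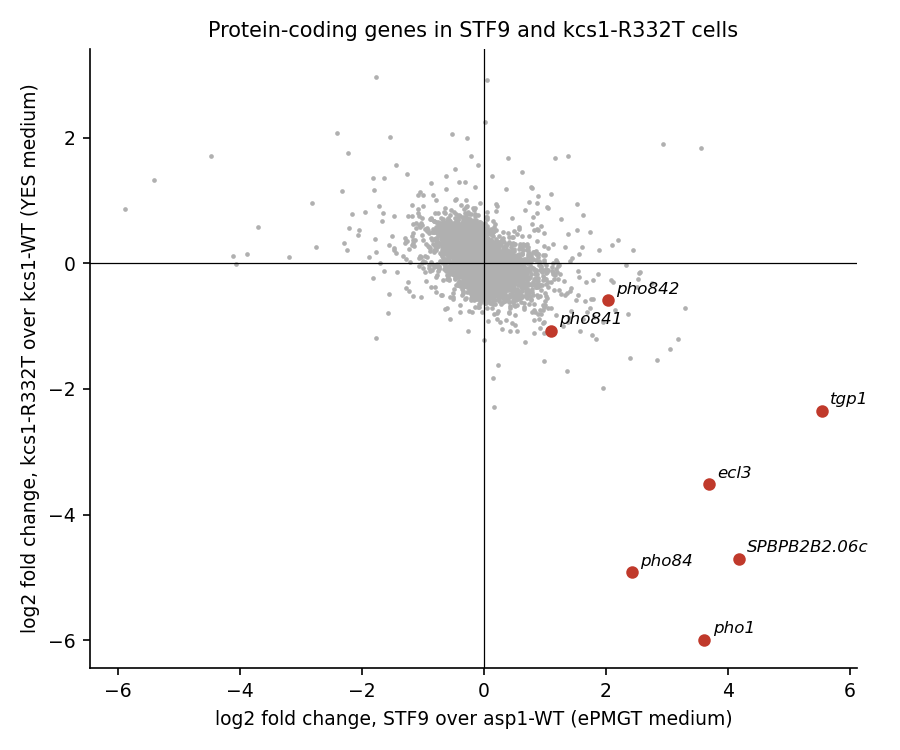
Log2 fold changes of 4969 coding genes in STF9 against asp1-WT (x axis) and in kcs1-R332T against kcs1-WT (y axis), 1 point per gene, with the 7 phosphate acquisition genes named. These 7 lie at positive x and negative y.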

The set of phosphate-responsive mRNAs downregulated in the *kcs1* mutants overlaps the transcripts downregulated in *asp1-D333A* cells that lack the Asp1 kinase activity responsible for conversion of 5-IP_7_ to 1,5-IP_8_ (6).

### Tgp1 is the target gene responsible for IP_8_ toxicosis of the *asp1-STF* mutants in YES medium

Nontoxic mutations affecting IP_8_ catabolism derepress the *PHO* regulon (6). Because the *PHO* genes are not essential for fission yeast growth, it was assumed that the toxicity of *asp1-STF* mutations was caused by dysregulation of expression of one or more essential genes (10). Thus, it was surprising and ultimately highly informative that we: (i) found that the growth defects of the *asp1-STF* mutants were manifest in medium containing yeast extract but not in a synthetic medium ePMGT and (ii) identified a loss-of-function nonsense mutation in *tgp1* as a suppressor of the growth defect of *asp1-STF6*, a strain in which *tgp1* expression is increased 43-fold by virtue of IP_8_-driven precocious termination of the upstream *nc-tgp1* lncRNA that interferes with the *tgp1* mRNA promoter. 

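Counts of the nc-tgp1 locus rose modestly in STF6. The lncRNA had 519 ± 31.2 normalized counts (SD, n = 3) in asp1-WT and 785 ± 14.0 in STF6, a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.00132 by the edgeR quasi-likelihood test). In STF9 it had 724 ± 40.2 (log2 fold change 0.48, standard error 0.11, adjusted p = 0.00517 by the edgeR quasi-likelihood test). These counts cover the whole annotated locus of nc-tgp1, which lies next to tgp1, and do not show where its transcripts end. Reads from tgp1, on the same strand, cannot be told apart from a change of the lncRNA in them. nc-tgp1 also rose in R332T, L338R and E834K (log2 fold changes 0.62, 0.54 and 0.70), where tgp1 fell.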

Unlike the *ssu72*, *plc1*, and *kcs1 SST* mutations, which diminished or eliminated the Pho1 derepression characteristic of the parental *asp1-STF6* and *asp1-STF9* strains, the *tgp1-(17-stop*) allele did not reduce Pho1 expression, indicating that the IP_8_-driven precocious termination of *prt* lncRNA synthesis that underlies Pho1 derepression remained intact in the absence of Tgp1. This implicates Tgp1 overexpression as the cause of toxicity of the *asp1-STF* mutants on YES medium.

### Tgp1-dependent toxicity is mediated by glycerophosphocholine

Supplementing ePMGT with yeast extract sufficed to recapitulate the growth defects of *asp1-STF* mutants on YES medium. Rather than fractionating yeast extract to identify the putative toxicity factor, we followed the genetic clues pointing to the putative glycerophosphodiester transmembrane transporter Tgp1 as the importer of the putative toxicity factor. This led us to recapitulate toxicity of the *asp1-STF* mutants by supplementing ePMGT with glycerophosphocholine, which engenders a working model for how increased IP_8_ in *asp1-STF* cells leads to overexpression of *tgp1* and thus increased import of GPC. Induced overexpression of *tgp1* in *asp1*^+^ wild-type cells also elicited toxicity dependent on GPC in the medium. It is conceivable that elevated levels of intracellular GPC are toxic *per se* (e.g., by perturbing phospholipid dynamics) or that elevated GPC engenders its conversion into elevated levels of derivatives that are toxic.

## MATERIALS AND METHODS

### Spot tests of fission yeast growth

Cultures of *S. pombe* strains were grown in liquid ePMGT or YES medium until *A*_600_ reached 0.3–0.8. The cultures were adjusted to an *A*_600_ of 0.1, and aliquots (3 µL) of serial fivefold dilutions were spotted to ePMGT or YES agar. The plates were photographed after incubation for 2 days at 34°C, 2–2.5 days at 30°C and 37°C, 4 days at 25°C, and 6 days at 20°C.

### Acid phosphatase activity

Cells were grown at 30°C in ePMGT or YES medium. Aliquots of exponentially growing cultures were harvested, washed with water, and resuspended in water. To quantify acid phosphatase activity, reaction mixtures (200 µL) containing 100 mM sodium acetate (pH 4.2), 10 mM *p*-nitrophenylphosphate, and cells (ranging from 0.01 to 0.1 *A*_600_ units) were incubated for 5 min at 30°C. The reactions were quenched by addition of 1 mL of 1 M sodium carbonate, the cells were removed by centrifugation, and the absorbance of the supernatant at 410 nm was measured. Acid phosphatase activity is expressed as the ratio of *A*_410_ (*p*-nitrophenol production) to *A*_600_ (cells). The data are averages (±SEM) of at least three assays using cells from three independent cultures.

### *SST* suppressor screen

*STF6::hygMX* and *STF9::hygMX* cells were streaked on ePMG agar, and single colonies were then patched to ePMG agar. Cells from individual patches were suspended in YES medium and then plated at high density to YES + hygromycin agar. Candidate suppressors that formed large colonies after 2–3 days at 30°C were selected, and their growth was assessed in parallel with the respective parent *STF6* or *STF9* strains on YES and ePMG. The suppressor strains were then subjected to whole-genome sequencing.

### Whole-genome sequencing

After PicoGreen quantification and quality control by Agilent BioAnalyzer, 500 ng aliquots of genomic DNA were sheared using a LE220-plus Focused-ultrasonicator (Covaris catalog #500569). Sequencing libraries were prepared using the KAPA Hyper Prep Kit (Kapa Biosystems KK8504) with modifications. DNA libraries were subjected to size selection by mixture with 0.5 vol of aMPure XP beads (Beckman Coulter catalog # A63882) after post-ligation cleanup. Libraries were not amplified by PCR and were pooled equivolume for sequencing. Samples were run on a NovaSeq 6000 in a 150-bp/150-bp paired-end run using the NovaSeq 6000 SBS v1 Kit and an S1 flow cell (Illumina). The average number of read pairs per sample was 10 million.

### Mapping suppressor mutations

The FASTA file for the *S. pombe* genome was accessed from Pombase. The whole-genome sequencing data from the parental *STF6* and *STF9* cells and the suppressor mutants were aligned to the genome using Bowtie2 (31). The resulting SAM files were converted to BAM files using Samtools (32). Variants were identified by BCFtools (33) using the criteria of adjusted mapping quality = 40, minimum base quality = 20, and disabled probabilistic realignment for the computation of base alignment quality for considering variations or insertion-deletion events. The multi-allelic caller protocol was used for variant calling in BCFtools. Variants were annotated using SnpEff, with its in-built genome version for *S. pombe* (34). Variants were further filtered by removing all variations with an average mapping quality ≤25 (Phred scale). All variants present in the parental strain were excluded as noncausal mutations.

### *tgp1* deletion strain

The *tgp1* knockout integration cassette was generated in a bacterial pKS-based plasmid by standard cloning procedures. The integration cassette consisted of the following elements, proceeding from 5′ to 3′: (i) a 540-bp segment of genomic DNA spanning nucleotides −535 to +5 relative to the *nctgp1* transcription start site; (ii) a 795-bp segment of genomic DNA consisting of the *ura4*^+^ ORF; (iii) a 245-bp segment of genomic DNA 3′ of the *Ashbya gossypii TEF* stop codon containing cleavage/polyadenylation and termination signals; and (iv) a 322-bp segment of genomic DNA 3′ of the *tgp1*^+^ stop codon. The linear *tgp1*∆*::ura4*^+^ gene disruption cassette was excised from the pKS plasmid and transfected into uracil auxotrophic diploid *S. pombe* cells. Uracil prototrophic transformants were selected and analyzed by Southern blotting to confirm correct integration at the *tgp1* locus. Confirmed heterozygous diploids were sporulated, and uracil-prototrophic haploid *tgp1*∆ progeny was selected.

### Allelic exchange at the *kcs1* locus

Strains harboring marked wild-type and *SST-kcs1* alleles were constructed as follows. We first generated a pUC18-based plasmid harboring an integration cassette for wild-type *kcs1* that consisted of four elements in series from 5′ to 3′: (i) a 3.68-kb segment of genomic DNA encompassing the *kcs1* ORF plus 775 bp upstream of the *kcs1* start codon (*kcs1* locus −775 to +2904 with +1 being the translation start); (ii) a 282-bp segment including the *ADH1* terminator; (iii) a *kanMX* cassette conferring resistance to G418; and (iv) a 734-bp DNA segment of genomic DNA 3′ of the *kcs1* stop codon. Missense mutations in the *kcs1* ORF were introduced by exchanging wild-type restriction fragments with DNA segments amplified from the respective *SST* suppressor strains. All inserts were sequenced to exclude the presence of unwanted mutations. The integration cassettes were excised and transfected into diploid *S. pombe* cells. Kanamycin-resistant transformants were selected, and correct integrations at the target locus were confirmed by Southern blotting. The heterozygous diploids were then sporulated, and kanamycin-resistant haploids were isolated. A segment of the *kcs1-kanMX* locus was amplified by PCR and sequenced to verify the presence of the respective mutation.

### Transcriptome profiling by RNA-seq

RNA was isolated from *S. pombe* wild-type, *asp1-STF6,* and *asp1-STF9* cells that were grown in liquid ePMGT medium and from wild-type, *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells that were grown in liquid YES medium at 30°C to an *A*_600_ of 0.5–0.6. Cells were harvested by centrifugation, and total RNA was extracted via the hot phenol method. The integrity of total RNA was gauged with an Agilent Technologies 2100 Bioanalyzer. The NEB Ultra II Directional RNA library Prep plus Poly A isolation module kit was used to prepare the libraries for paired-end sequencing using a NovaSeq 6000 system. FASTQ files bearing paired-end reads of length 51 bases were mapped to the *S. pombe* genome (ASM294v2.28) using HISAT2-2.1.0 with default parameters (35). The resulting SAM files were converted to BAM files using Samtools (32). Count files for individual replicates were generated with HTSeq-0.10.0 (36) using exon annotations from Pombase (GFF annotations, genome-version ASM294v2; source “ensembl”). RPKM analysis and pairwise correlations (Fig. S4 and S6) were performed as described previously (37). Differential gene expression and fold change analysis were performed in DESeq2 (38). Cutoff for further evaluation was set for genes that had an adjusted *P*-value (Benjamini-Hochberg corrected) of ≤0.05 and were up or down by at least twofold in *STF6*, *STF9*, *kcs1-R332T*, *kcs1-L338R,* or *kcs1-E834K* versus wild-type. Genes were further filtered on the following criteria: (i) genes that were ≥2-fold up and the average normalized read count for the mutant strain was ≥100 and (ii) genes that were ≥2-fold down and the average normalized read count for the wild-type strain was ≥100.

## Data Availability

The RNA-seq data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE241189.

## SUPPLEMENTAL MATERIAL

Supplemental material mbio.03062-23-s0001.docx Figures S1 to S6 and Table S3.

Table S1 mbio.03062-23-s0002.pdf Genes that are dysregulated in STF6 and STF9.

Table S2 mbio.03062-23-s0003.pdf Genes that are dysregulated in *kcs1* mutants.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Genetic suppressor screen identifies Tgp1 (glycerophosphocholine transporter), Kcs1 (IP6 kinase), and Plc1 (phospholipase C) as determinants of inositol pyrophosphate toxicosis in fission yeast
**Source:** mBio. 2023 Dec 22;15(2):e03062-23. doi: 10.1128/mbio.03062-23
**Supplement:** Supplemental material — Figures S1 to S6 and Table S3.

Supplemental Material

**Genetic suppressor screen identifies Tgp1 (glycerophosphocholine transporter), Plc1 (phospholipase C), and Kcs1 (IP_6_ kinase) as determinants of inositol pyrophosphate toxicosis in fission yeast**

Lauren Bednor, Ana M. Sanchez, Angad Garg, Stewart Shuman, and Beate Schwer

Supplemental Figures S1, S2, S3, S4, S5, S6

Supplemental Tables S1, S2, S3

[Tables S1 and S2 are separately uploaded as PDFs generated from .xls files]

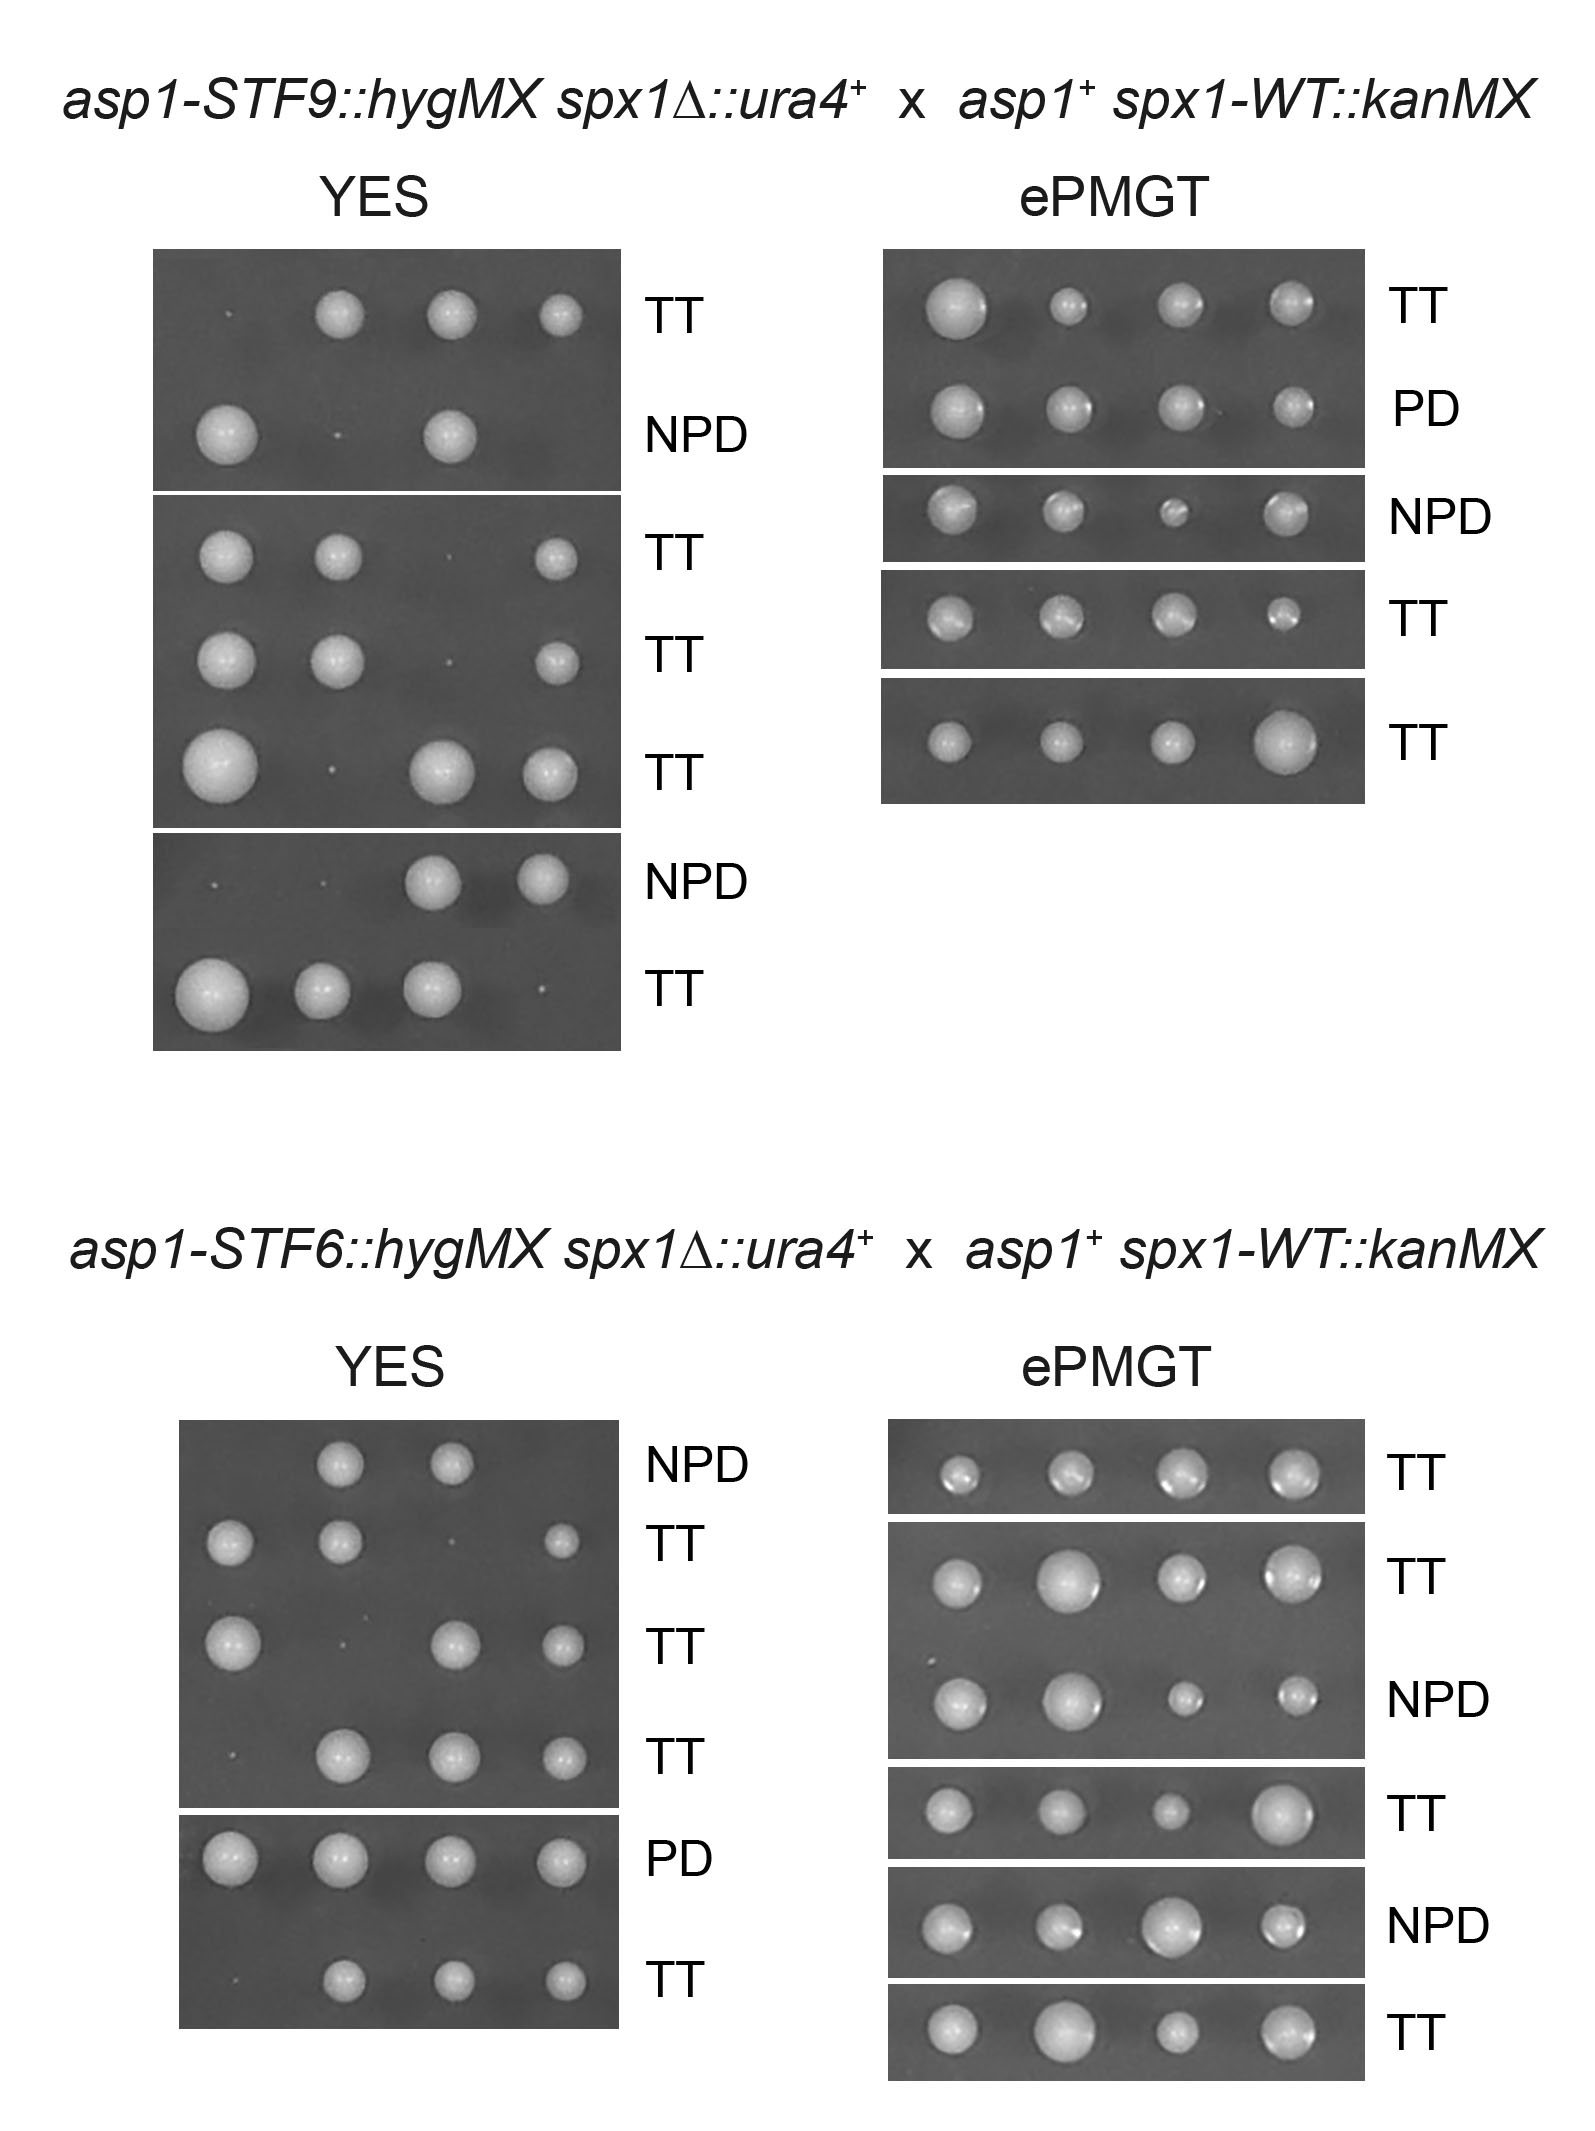

Figure S1. Tetrad dissection on YES and ePMGT agar. Diploids obtained by crossing *asp1-STF9::hygMX* *spx1∆::ura4*^+^ and *STF6::hygMX* *spx1∆::ura4*^+^ strains to *asp1*^+^ *spx1-WT::kanMX* cells were selected on kanamycin and hygromycin-containing agar plates and then subjected to sporulation on malt agar for 24-48 h. Individual spores of tetrads were arrayed on YES or ePMGT agar medium and incubated for 5 d (YES) or 6 d (ePMGT) at 30°C. Genotyping the viable progeny assigned the segregation pattern as tetratype (TT), non-parental ditype (NPD), or parental ditype (PD) as indicated.

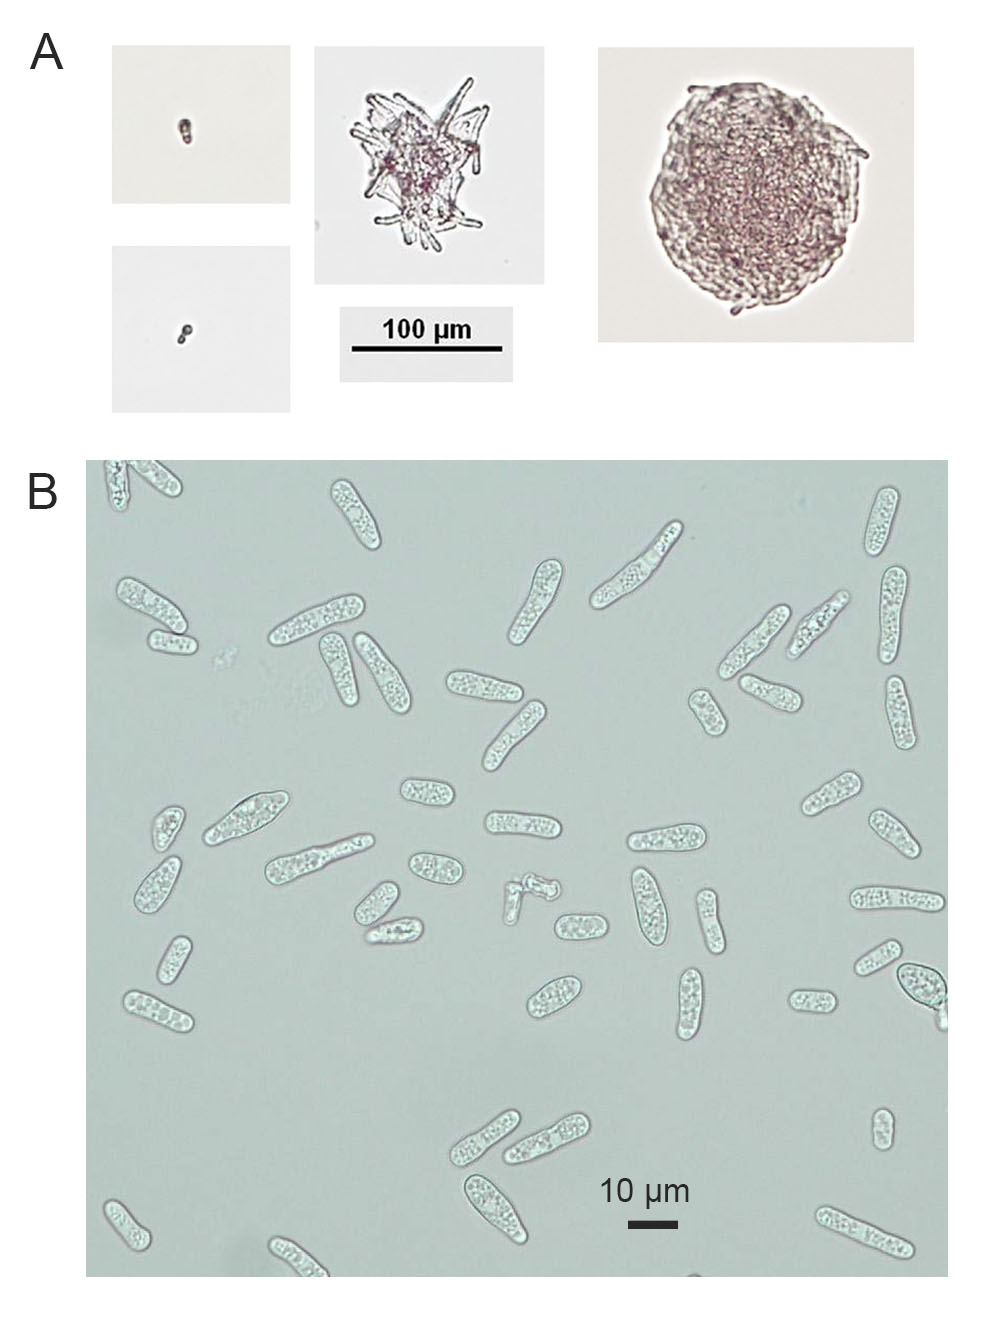

Figure S2. *asp1-STF6 spx1-WT* haploids on YES agar plates. Upon tetrad dissection and incubation of the YES plates at 30°C, individual spores were observed microscopically. (A) Photographs of spores (representative examples) that did not progress to form macroscopic colonies after 5-7 days (and were identified as *asp1-STF6 spx1-WT* haploids upon genotyping of the viable spores of the tetrad). (B) Photograph of *asp1-STF6 spx1-WT* cells from a microcolony (e.g., right-most picture in panel A) that was resuspended in liquid.

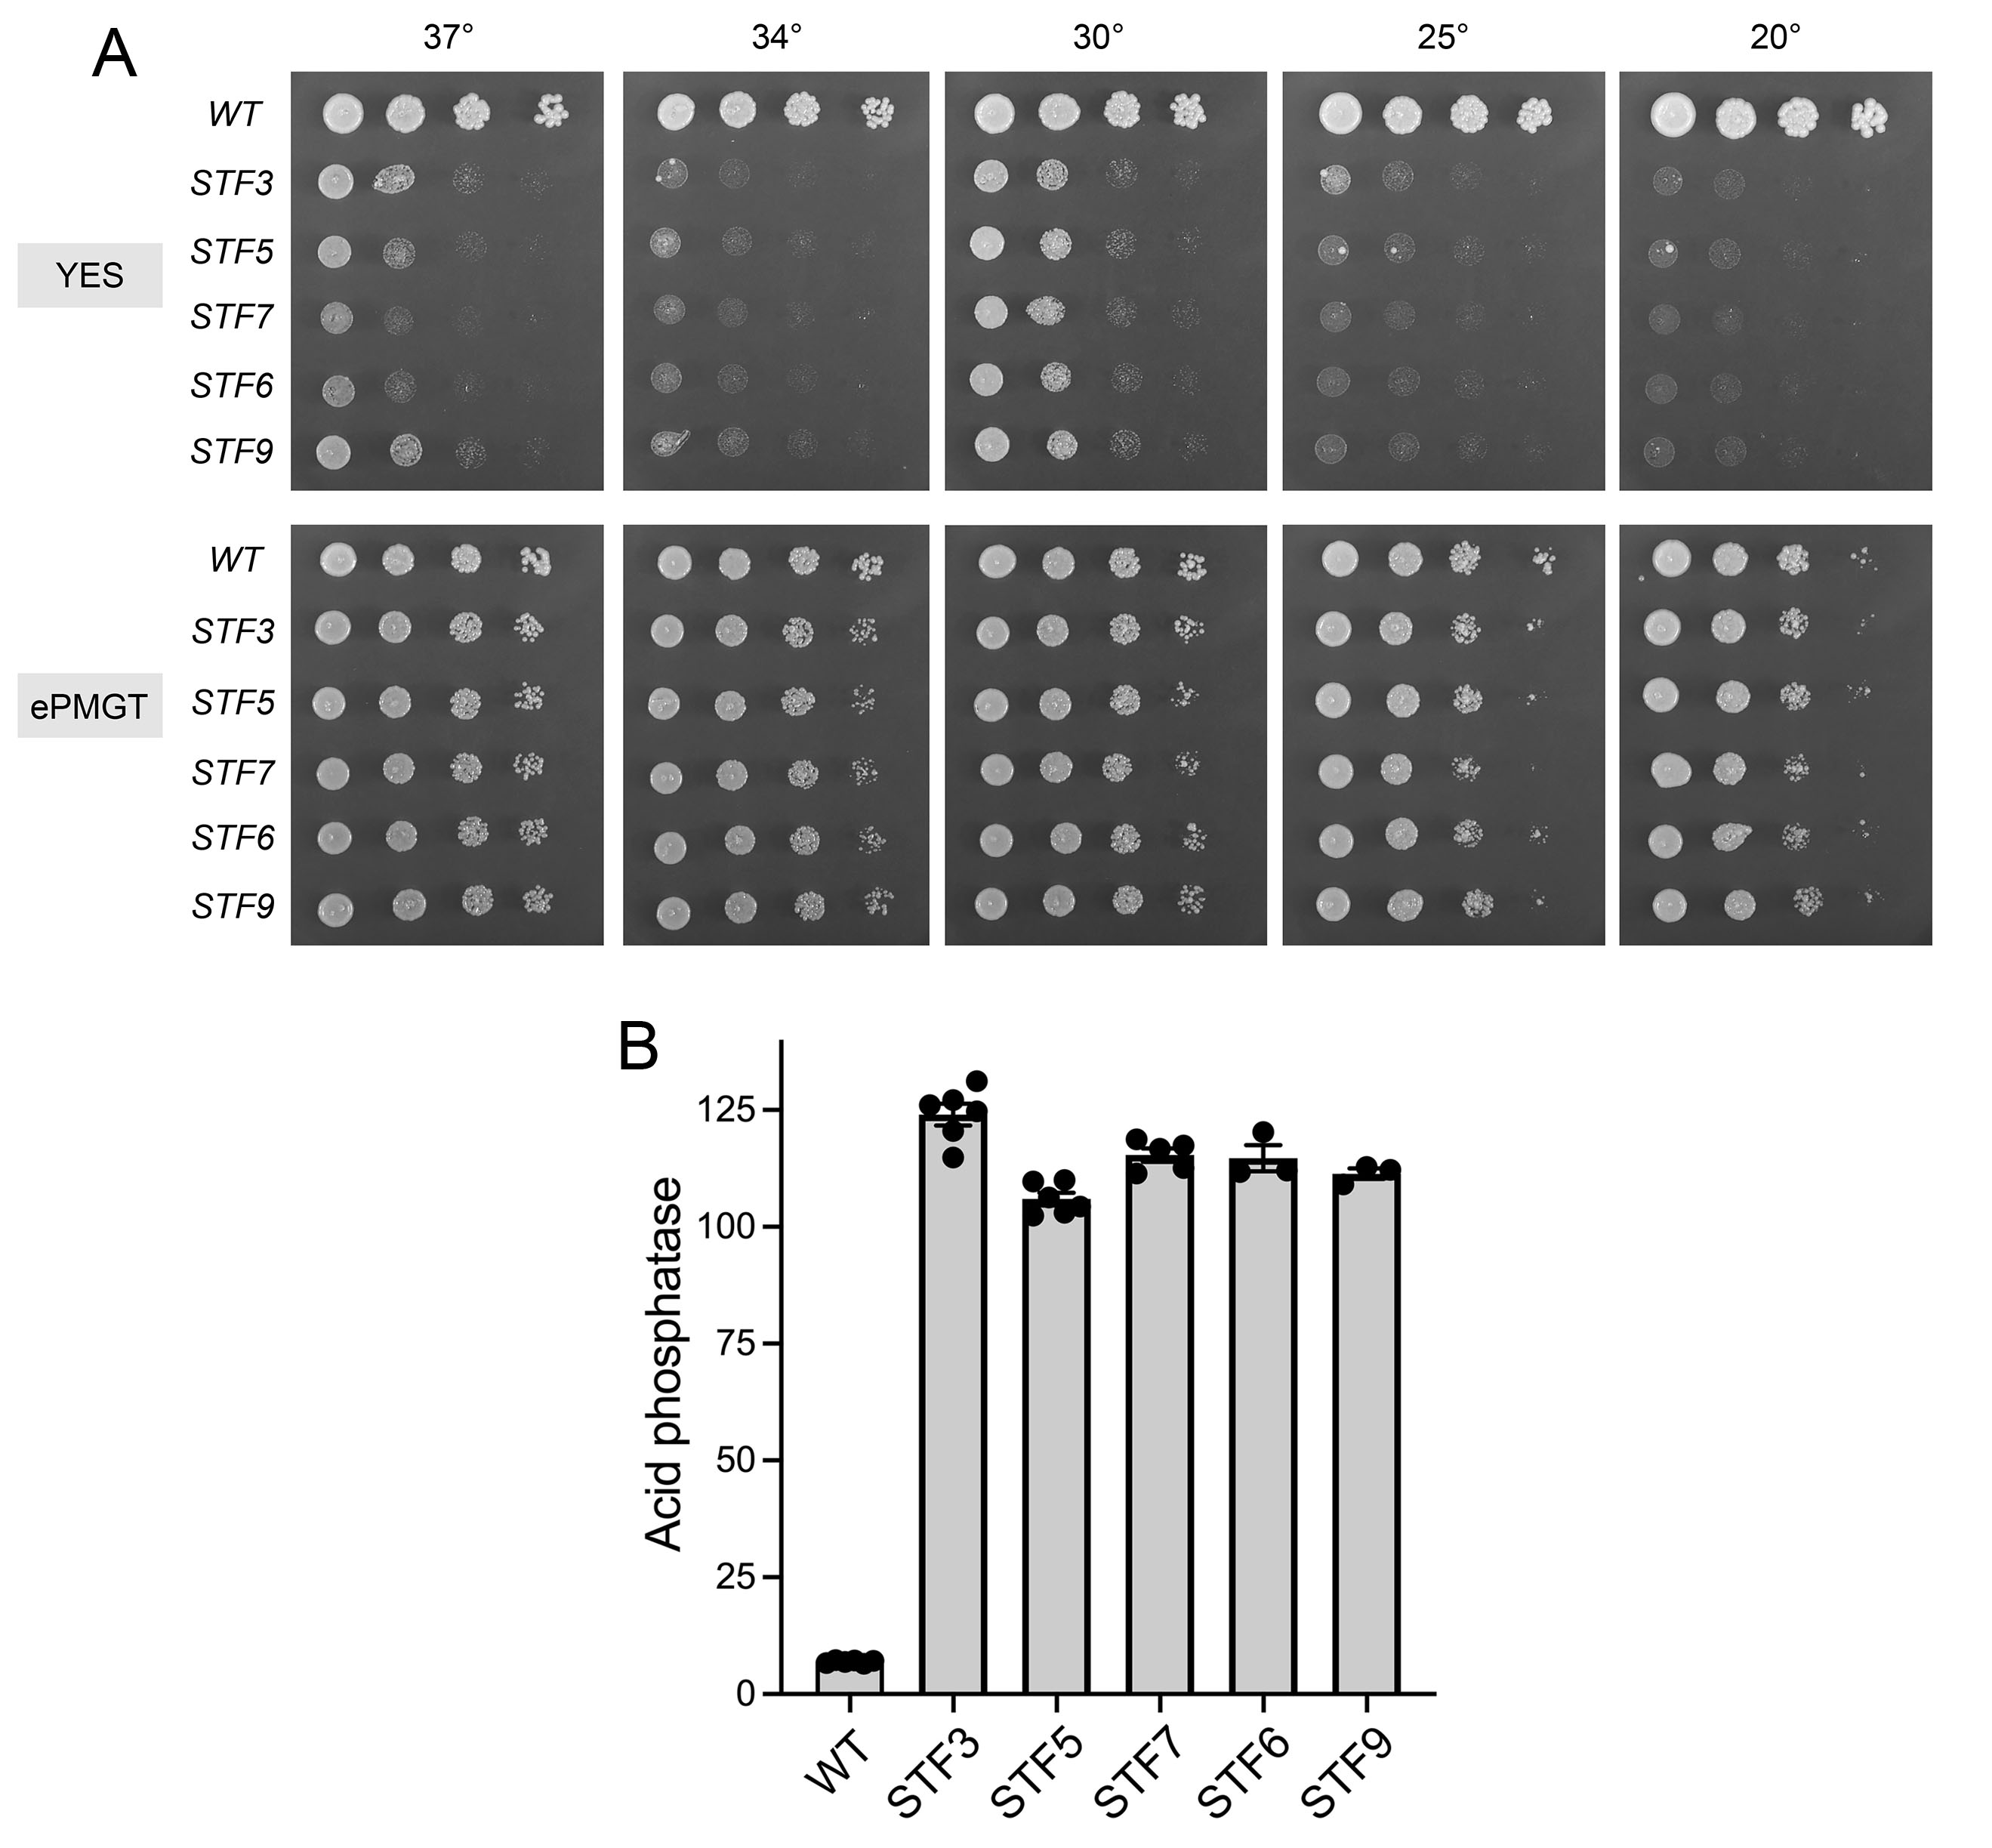

Figure S3. Growth defects of all *asp1-STF* mutants on YES medium are rescued on ePMGT medium. (A) Serial 5-fold dilutions of fission yeast strains (as specified on the left) were spot tested for growth on YES agar and on ePMGT agar at the indicated temperatures. (B) The indicated strains were grown to *A*_600_ of 0.5 to 0.8 in liquid culture in ePMGT medium at 30˚C. Cells were then harvested, washed with water, and assayed for Pho1 acid phosphatase activity by conversion of *p*-nitrophenylphosphate to *p*-nitrophenol. Activity is expressed as the ratio of *A*_410_ (*p*-nitrophenol production) to *A*_600_ (input cells).

| **Sample** | **Total Paired Reads** | **Mapped Reads** |
| --- | --- | --- |
| *WT* (1) | 39,560,485 | 38,485,062 (97%) |
| *WT* (2) | 31,946,110 | 29,876,115 (94%) |
| *WT* (3) | 31,128,247 | 29,356,402 (94%) |
| *STF6* (1) | 31,256,580 | 29,195,047 (93%) |
| *STF6* (2) | 30,814,765 | 29,052,940 (94%) |
| *STF6* (3) | 31,687,008 | 29,839,725 (94%) |
| *STF9* (1) | 34,389,382 | 32,353,696 (94%) |
| *STF9* (2) | 37,810,104 | 35,144,516 (93%) |
| *STF9* (3) | 27,521,749 | 24,634,934 (90%) |

| **Sample pairs** | **Pearson Coefficient** |
| --- | --- |
| *WT* (1) vs (2) | 0.979 |
| *WT* (2) vs (3) | 0.978 |
| *WT* (1) vs (3) | 0.982 |
| *STF6* (1) vs (2) | 0.981 |
| *STF6* (2) vs (3) | 0.980 |
| *STF6* (1) vs (3) | 0.968 |
| *STF9* (1) vs (2) | 0.981 |
| *STF9* (2) vs (3) | 0.983 |
| *STF9* (1) vs (3) | 0.978 |

Figure S4. RNA-seq read counts and data reproducibility for triplicate biological replicates.

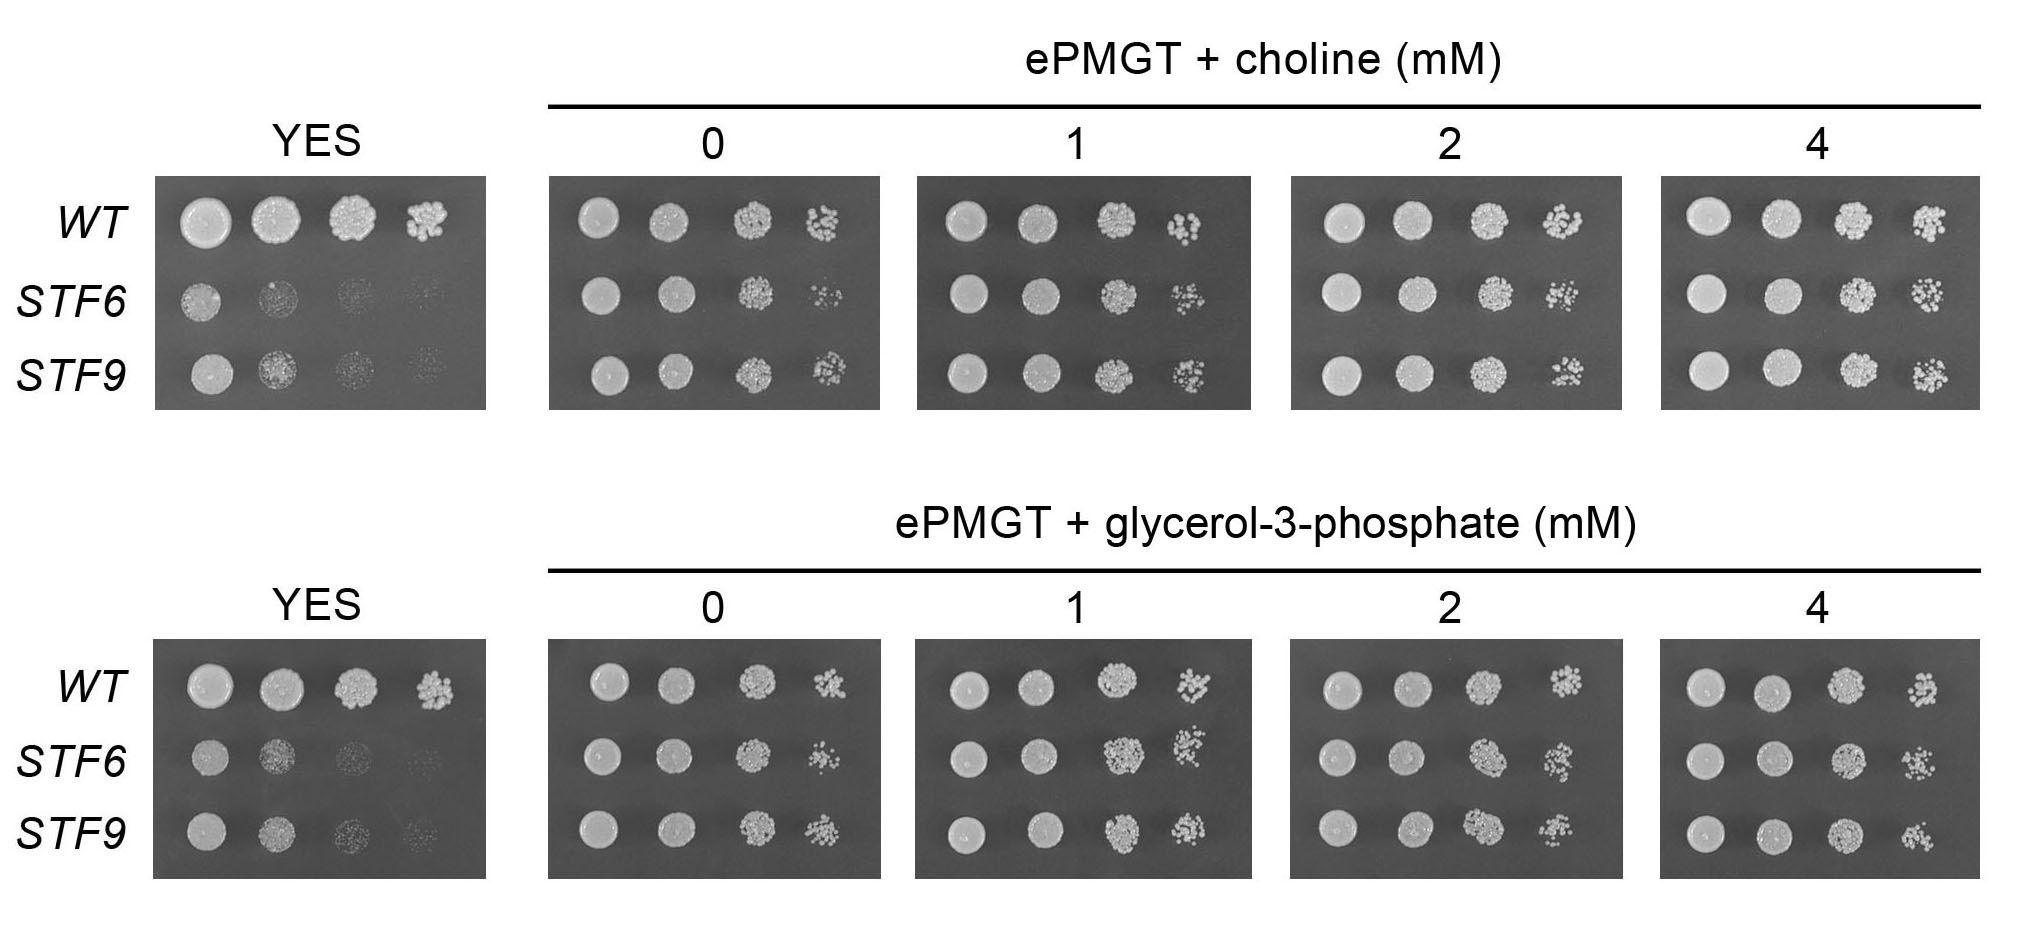

Figure S5. Neither choline nor glycerol-3-phosphate is toxic to *STF6* and *STF9* cells. Serial 5-fold dilutions of the indicated yeast strains were spot-tested for growth at 30˚C on YES agar and on ePMGT agar supplemented with choline (top panel) or glycerol-3-phosphate (bottom panel) as specified.

| **Sample** | **Total Paired Reads** | **Mapped Reads** |
| --- | --- | --- |
| *kcs1-WT* (1) | 27,332,279 | 27,070,472 (99%) |
| *kcs1-WT* (2) | 25,189,585 | 24,955,792 (99%) |
| *kcs1-WT* (3) | 27,719,728 | 27,449,039 (99%) |
| *kcs1-R332T* (1) | 25,724,650 | 25,478,634 (99%) |
| *kcs1-R332T* (2) | 27,478,921 | 27,232,216 (99%) |
| *kcs1-R332T* (3) | 23,471,808 | 23,253,555 (99%) |
| *kcs1-L338R* (1) | 25,818,684 | 25,586,152 (99%) |
| *kcs1-L338R* (2) | 23,654,227 | 23,463,652 (99%) |
| *kcs1-L338R* (3) | 26,314,680 | 26,071,770 (99%) |
| *kcs1-E834K* (1) | 25,690,002 | 25,486,834 (99%) |
| *kcs1-E834K* (2) | 29,709,436 | 29,451,937 (99%) |
| *kcs1-E834K* (3) | 20,928,346 | 20,744,813 (99%) |

| **Sample pairs** | **Pearson Coefficient** |
| --- | --- |
| *kcs1-WT* (1) vs (2) | 0.982 |
| *kcs1-WT* (1) vs (3) | 0.983 |
| *kcs1-WT* (2) vs (3) | 0.982 |
| *kcs1-R332T* (1) vs (2) | 0.985 |
| *kcs1-R332T* (1) vs (3) | 0.984 |
| *kcs1-R332T* (2) vs (3) | 0.983 |
| *kcs1-L338R* (1) vs (2) | 0.970 |
| *kcs1-L338R* (1) vs (3) | 0.979 |
| *kcs1-L338R* (2) vs (3) | 0.981 |
| *kcs1-E834K* (1) vs (2) | 0.984 |
| *kcs1-E834K* (1) vs (3) | 0.983 |
| *kcs1-E834K* (2) vs (3) | 0.983 |

Figure S6. RNA-seq read counts and data reproducibility for triplicate biological replicates.

Table S1. Summary of RNA-seq analysis of *asp1-STF6* and *asp1-STF9* cells.

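Table S1 lists the genes that the authors called in STF6 and STF9, and most were called from the counts with edgeR as well. Of the paper's 69 genes upregulated in STF6, 69 were called, and of its 80 downregulated genes, 74. For STF9, 81 of 82 upregulated genes whose identifiers matched were called, and 69 of 69 downregulated genes. obr1, a gene of oxidative stress whose identifier is printed in a different form in the STF9 list, was called as well (log2 fold change 1.63). The genes called by the paper alone in STF6 were aca1, SPAC11D3.02c, bfr1, toe1, inv1 and sua7, whose log2 fold changes here lay between -1.00 and -0.96. tef103 in STF9 had a fold of 1.99. Those called here alone in STF9 include gdt1 and SPAC186.06, near a chromosome end.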

Table S2. Summary of RNA-seq analysis of *kcs1-R332T*, *kcs1-L338R*, and *kcs1-E834K* cells.

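Table S2 lists the genes called in the 3 kcs1 mutants. With edgeR, 20 of the paper's 20 upregulated genes and 17 of its 18 downregulated genes were called in R332T, 16 of 16 and 23 of 23 in L338R, and 21 of 21 and 23 of 23 in E834K. pfl3 (SPBC947.04), a flocculin gene with 66.6% unique windows, was the paper's downregulated gene of R332T that was not called. It had 1934 ± 147 normalized counts (SD, n = 3) in kcs1-WT and 970 ± 63.0 in R332T, a fold of 1.99 (log2 fold change -1.00, standard error 0.08, adjusted p = 8.31e-07 by the edgeR quasi-likelihood test). aca1 in R332T, called here and not by the paper, rose 2.01-fold (log2 fold change 1.01, standard error 0.07, adjusted p = 3.77e-07 by the edgeR quasi-likelihood test), and SPCC18B5.02c in E834K rose 2.00-fold.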

| Strain | Genotype | Source |
| --- | --- | --- |
| JS77 | *h- leu1-32 ura4-D18 his3-D1 ade6-m216* | 1 |
| JS78 | *h+ leu1-32 ura4-D18 his3-D1 ade6-m210* | 1 |
| BS200 | *h- STF3 [asp1-G863D] rpb1::kanMX* | 2 |
| BS202 | *h+ STF5 [asp1C643Y] rpb1::kanMX* | 2 |
| BS204 | *h- STF7 [asp1-H686Y] rpb1::kanMX* | 2 |
| BS216 | *h+ asp1-WT::hygMX* | 2 |
| BS499 | *h+ SST-56 STF5::hygMX [asp1-C643Y] kcs1-S761F* | this study |
| BS500 | *h- SST-77 STF7 [asp1-H686Y] kcs1-L338R* | this study |
| BS848 | *h+ STF6::hygMX [asp1-W386*]* | this study |
| BS858 | *h+ STF9::hygMX [asp1-W493*]* | this study |
| BS849 | *h+ SST-61 STF6::hygMX [asp1-W386*] ssu72*-(-1fs in stop codon) | this study |
| BS850 | *h+ SST-62 STF6::hygMX [asp1-W386*] plc1-A859V* | this study |
| BS854 | *h+ SST-66 STF6::hygMX [asp1-W386*] tgp1-Glu17** | this study |
| BS855 | *h+ SST-67 STF6::hygMX [asp1-W386*] kcs1-R332T pet127* (aa 8 +1fs) | this study |
| BS861 | *h+ SST-93 STF9::hygMX [asp1-W493*] plc1-P708L* | this study |
| AGP237 | *h- tgp1∆::ura4^+^* | this study |
| BS951 | *h- tgp1∆::ura4+ STF6::hygMX [asp1-W386*]* | this study |
| BS940 | *h+ plc1-A859V* | this study |
| BS977 | *h+ plc1-P708L* | this study |
| BS1037 | *h+ kcs1-WT::kanMX* | this study |
| BS1038 | *h+ kcs1-R332T::kanMX* | this study |
| BS1040 | *h+ kcs1-L338R::kanMX* | this study |
| BS1042 | *h+ kcs1-E834K::kanMX* | this study |
| AS2183 | *h+ asp1∆::natMX* | 3 |
| BS476 | *h- spx1-WT::kanMX* | 4 |
| BS1100 | *h+ STF6::hygMX [asp1-W386*] spx1∆::ura4^+^* | this study |
| BS1104 | *h+ STF9::hygMX [asp1-W493*] spx1∆::ura4^+^* | this study |

Table S3. Fission yeast strains used in this study

All strains are derived from the parental strains (JS77 and JS78). The strains are *leu1-32* *ura4-D18* *his3-D1* and either *ade6-m216 or ade6-m210*. The *asp1* alleles in the *STF* mutants are specified in brackets.

1. Pei Y, Du H, Singer J, St Amour C, Granitto S, Shuman S, Fisher RP. (2006) Cyclin-dependent kinase 9 (Cdk9) of fission yeast is activated by the CDK-activating kinase Csk1, overlaps functionally with the TFIIH-associated kinase Mcs6, and associates with the mRNA cap methyltransferase Pcm1 in vivo. *Mol Cell Biol* 26:777-788.
2. Garg A, Shuman S, Schwer B. (2020) A genetic screen for suppressors of hyper-repression of the fission yeast *PHO* regulon by Pol2 CTD mutation T4A implicates inositol 1-pyrophosphates as agonists of precocious lncRNA transcription termination. *Nucleic Acids Res* 48:10739-10752.
3. Sanchez AM, Garg A, Shuman S, Schwer B. (2019) Inositol pyrophosphates impact phosphate homeostasis via modulation of RNA 3’ processing and transcription termination. *Nucleic Acids Res* 47: 8452-8469.
4. Schwer B, Garg A, Sanchez AM, Bernstein MA, Benjamin B, Shuman S. (2022) Cleavage-polyadenylation factor Cft1 and SPX domain proteins are agents of inositol pyrophosphate toxicosis in fission yeast. *mBio* 13: e0347621.

# Supplementary material for: Genetic suppressor screen identifies Tgp1 (glycerophosphocholine transporter), Kcs1 (IP6 kinase), and Plc1 (phospholipase C) as determinants of inositol pyrophosphate toxicosis in fission yeast
**Source:** mBio. 2023 Dec 22;15(2):e03062-23. doi: 10.1128/mbio.03062-23
**Supplement:** Table S1 — Genes that are dysregulated in STF6 and STF9.

SystematicID	Gene.name	Product	STF6_log2FoldChange
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	5.42
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	4.05
SPBC8E4.12c	eci3	extender of chronological lifespan protein Ecl3	3.69
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	3.40
SPAPJ695.02		Schizosaccharomyces pombe specific protein	3.22
SPBC354.12	gpd3	glyceraldehyde 3-phosphate dehydrogenase Gpd3	2.90
SPBPB2B2.05		class I glutamine amidotransferase family protein	2.80
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	2.61
SPCC188.12	spn6	meiotic (sporulation) septin Spn6	2.51
SPAPB8E5.10	min8	mitochondrial mini protein, single membrane pass Min8	2.46
SPCC1281.04	akr7	pyridoxal reductase	2.46
SPAC977.16c	dak2	dihydroxyacetone kinase Dak2	2.41
SPAC15E1.02c		DUF1761 family protein	2.25
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	2.22
SPBC725.10	tps0	mitochondrial outer membrane protein, implicated in lipid/sterol transport	2.07
SPBC19C7.04c		DUF2406 family conserved fungal protein	2.06
SPBC1289.16c	cao2	copper amine oxidase-like protein Cao2	1.97
SPAC23D3.12	pho842	plasma membrane inorganic phosphate transmembrane transporter Pho842	1.89
SPBC725.06c	ppk31	serine/threonine protein kinase Ppk31	1.89
SPAC17A2.11		dubious	1.87
SPAPJ691.02		yippe-like protein	1.77
SPAC1F8.04c		hydrolase, implicated in cellular detoxification	1.77
SPAC31G5.09c	spk1	MAP kinase Spk1	1.73
SPBC1347.12	arp1	dynactin complex subunit, centractin family actin-like protein Arp1	1.73
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	1.69
SPAC11E3.06	map1	DNA-binding transcription factor, MADS-box Map1	1.69
SPAC22F3.12c	rgs1	regulator of G-protein signaling Rgs1	1.66
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	1.59
SPAPB15E9.02c		dubious	1.59
SPAC13F5.07c	hpz2	zf PARP type zinc finger protein Hpz2	1.55
SPBC216.02	num1	meiotic cortical anchoring factor for dynein Mcp5/Num1	1.54
SPAC17A5.18c	rec25	meiotic recombination protein Rec25	1.54
SPAC3F10.10c	map3	pheromone M-factor receptor Map3	1.51
SPAC24C9.15c	spn5	meiotic septin Spn5	1.46
SPBC1652.01	stb3	DNA-binding transcription factor Stb3	1.44
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	1.43
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	1.42
SPCC417.16		mitochondrial protein	1.40
SPAC139.05		succinate-semialdehyde dehydrogenase	1.38
SPBC32C12.02	ste11	DNA-binding transcription factor Ste11	1.36
SPAC56F8.15		Schizosaccharomyces pombe specific protein	1.33
SPAC22A12.06c	fsh2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog	1.30
SPAC29A4.11	rga3	RhoGAP, GTPase activating protein Rga3	1.30
SPAC1565.04c	ste4	MAPK cascade adaptor protein Ste4	1.29
SPBC317.01	mbx2	DNA-binding transcription factor, MADS-box Pvg4	1.29
SPAC3C7.14c	obr1	NAD(P)H dehydrogenase (quinone)	1.28
SPCC4E9.01c	rec11	meiotic cohesin complex STAG protein Rec11	1.28
SPAC4H3.03c		glucan 1,4-alpha-glucosidase	1.27
SPAPYUG7.06	sdu1	PPPDE peptidase family deubiquitinase/desumoylase Sdu1	1.27
SPBC530.11c		DNA-binding transcription factor, zf-fungal binuclear cluster type	1.27
SPCC23B6.05c	ssb3	DNA replication factor A subunit Ssb3	1.27
SPAC1556.06	meu1	Schizosaccharomyces specific protein	1.26
SPCC330.06c	pmp20	thioredoxin-related chaperone Pmp20	1.24
SPAC29B12.12	hot13	helper of TIM Hot13	1.24
SPBC3B8.08		Sjogren's syndrome/scleroderma autoantigen 1 family	1.23
SPBC1685.17		Schizosaccharomyces pombe specific protein	1.21
SPCC330.04c	mug135	DUF1773 family protein, with repeat expansion	1.20
SPCC1393.14	ten1	nuclear telomere cap complex subunit Ten1	1.15
SPAC5H10.01	dgc1	mitochondrial D-glutamate cyclase Dgc1	1.14
SPBC21B10.04c	nrf1	vacuolar transporter chaperone (VTC) complex, GTPase regulator subunit	1.13
SPAC17A2.07c		Schizosaccharomyces specific protein	1.11
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	1.10
SPAC637.03		DUF1774 family multi-spanning conserved fungal membrane protein	1.10
SPAP8A3.04c	hsp9	heat shock protein Hsp9	1.08
SPAC32A11.01	mug8	DUF1708 family conserved fungal protein, cell division site	1.05
SPCC965.07c	gst2	glutathione S-transferase Gst2	1.04
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	1.03
SPBC1198.14c	fbp1	fructose-1,6-bisphosphatase Fbp1	1.01
SPAPB8E5.04c	npc2	Niemann-Pick disease type C2 protein hE1 homolog Npc2	1.01

SystematicID	Gene.name	Product	STF6_log2FoldChange
SPCC569.01c		DUF1773 family protein	-5.62
SPBPB10D8.03		pseudogene transporter	-5.17
SPAC977.18		conserved fungal plasma membrane protein	-4.14
SPCC569.03		DUF1773 family protein	-3.91
SPAC750.01		NADP-dependent aldo/keto reductase	-3.77
SPCP20C8.02c		S. pombe specific UPF0321 family protein 1	-3.59
SPBC359.02	alr2	alanine racemase Alr2	-3.48
SPBPB10D8.02c		arylsulfatase	-3.05
SPBC359.04c	pfl7	cell surface glycoprotein, flocculin Pfl7, DIPSY family	-2.71
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	-2.61
SPBPB2B2.09c	pan5	2-dehydropantoate 2-reductase Pan5	-2.57
SPBC1683.06c	urh1	uridine ribohydrolase Urh1	-2.21
SPBC359.01		amino acid transmembrane transporter	-2.19
SPCC70.12c	ec1	extender of chronological lifespan protein Ecl1	-2.19
SPBC1271.10c		transmembrane transporter	-2.18
SPBPB21E7.07	aes1	phenazine biosynthesis PhzF protein family	-2.16
SPBC8E4.03		agmatinase 2	-2.16
SPAC922.07c	atd2	aldehyde dehydrogenase	-2.15
SPCC70.08c		methyltransferase	-2.14
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter	-2.10
SPAC11D3.09		agmatinase	-2.01
SPBC359.03c	aat1	plasma membrane amino acid transmembrane transporter	-2.01
SPAPB24D3.03		agmatinase	-2.00
SPCC1235.17		dubious	-1.98
SPAC11D3.01c		Con-6 family conserved fungal protein	-1.96
SPCC1235.18		dubious	-1.93
SPBC947.05c	frp2	plasma membrane ferric-chelate reductase Frp2	-1.93
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	-1.87
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	-1.86
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.86
SPAC11D3.06		MatE family transmembrane transporter	-1.83
SPBC1683.08	ght4	plasma membrane hexose:proton symporter	-1.81
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.76
SPBC1271.07c		N-acetyltransferase	-1.72
SPAC977.15		dienelactone hydrolase family, implicated in cellular detoxification	-1.70
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	-1.61
SPBPB10D8.01		cysteine transmembrane transporter	-1.57
SPAC1002.18	urg3	DUF1688 family fungal conserved protein	-1.48
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.48
SPCC1884.01		Schizosaccharomyces pombe specific protein	-1.44
SPAC13G7.12c	eki1	choline/ethanolamine kinase Eki1	-1.44
SPBC32H8.02c	nep2	NEDD8 protease Nep2	-1.42
SPCC1682.08c	mpf2	meiotic pumilio family RNA-binding protein Mpf2	-1.42
SPBC1683.09c	frp1	plasma membrane ferric-chelate reductase Frp1	-1.41
SPAC521.03		short chain dehydrogenase, human DHRS7 family	-1.40
SPAC11D3.03c		aminomethyltransferase-like and DUF1989 family protein	-1.39
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-1.38
SPCC584.16c		Schizosaccharomyces specific protein	-1.37
SPAC10F6.07c	mug94	Schizosaccharomyces pombe specific protein Mug94	-1.35
SPAC56E4.03		aromatic aminotransferase	-1.29
SPBP26C9.02c	car1	arginase Car1	-1.29
SPCC794.03		amino acid transmembrane transporter	-1.29
SPBC25B2.11	pof2	F-box protein Pof2	-1.29
SPCC70.03c	put1	proline dehydrogenase Put1	-1.28
SPCC576.17c		pyridoxamine/pyridoxine/pyridoxal transmembrane transporter	-1.28
SPAC19E9.03	pas1	cyclin Pas1	-1.20
SPCC16A11.01	sfk1	plasma membrane protein involved in inositol lipid-mediated signaling	-1.19
SPAC25B8.13c	isp7	2-OG-Fe(II) oxygenase superfamily protein	-1.17
SPBC409.11	meu18	Schizosaccharomyces specific protein Meu18	-1.16
SPCC569.07		aromatic aminotransferase	-1.16
SPCC1281.08	wtf11	wtf element Wtf11	-1.16
SPAC5H10.10		NADPH dehydrogenase, (Old yellow enzyme)	-1.12
SPCC191.06		Schizosaccharomyces pombe specific protein	-1.12
SPAC869.10c	put4	plasma membrane proline transmembrane transporter Put4	-1.12
SPAC10F6.01c	sir1	sulfite reductase beta subunit Sir1	-1.11
SPAC1B3.16c	vht1	plasma membrane vitamin H transmembrane transporter Vht1	-1.09
SPBC1773.17c	gor2	glyoxylate reductase	-1.09
SPBPB21E7.08		pseudogene	-1.08
SPCC965.14c		cytosine deaminase	-1.08
SPAP7G5.06	per1	plasma membrane amino acid transmembrane transporter Per1	-1.08
SPCC364.07	ser3	D-3 phosphoglycerate dehydrogenase Ser3	-1.07
SPAC11D3.17		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.05
SPCC31H12.05c	sds21	serine/threonine protein phosphatase PP1 catalytic subunit Sds21	-1.05
SPBC1773.14	arg7	argininosuccinate lyase	-1.05
SPAC21E11.04	aca1	L-azetidine-2-carboxylic acid acetyltransferase Aca1	-1.04
SPAC11D3.02c		ELLA family acetyltransferase	-1.03
SPCC18B5.01c	bfr1	plasma membrane brefeldin A efflux transporter Bfr1	-1.03
SPAC1399.05c	toe1	DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.03
SPCC191.11	inv1	external invertase, beta-fructofuranosidase Inv1	-1.02
SPAC16E8.16	sua7	transcription factor TFIIB	-1.01

SystematicID	Gene.name	Product	STF9_log2FoldChange
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	5.55
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NTSE family	4.19
SPBC8E4.12c	ecl3	extender of chronological lifespan protein Ecl3	3.71
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	3.63
SPBC1289.14		adducin	3.20
SPBC354.12	gpd3	glyceraldehyde 3-phosphate dehydrogenase Gpd3	3.06
SPAPJ695.02		Schizosaccharomyces pombe specific protein	2.86
SPAC977.16c	dak2	dihydroxyacetone kinase Dak2	2.77
SPAC15E1.02c		DUF1761 family protein	2.58
SPBPB2B2.05		class I glutamine amidotransferase family protein	2.56
SPBC725.10	tps0	mitochondrial outer membrane protein	2.52
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	2.45
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	2.43
SPCC1281.04	akr7	pyridoxal reductase	2.38
SPBC19C7.04c		DUF2406 family conserved fungal protein	2.16
SPAC31G5.09c	spk1	MAP kinase Spk1	2.13
SPCC188.12	spn6	meiotic (sporulation) septin Spn6	2.12
SPAC23D3.12	pho842	plasma membrane inorganic phosphate transmembrane transporter Pho842	2.04
SPAC17A2.11		dubious	1.97
SPAPJ691.02		yippee-like protein	1.91
SPAC3F10.10c	map3	pheromone M-factor receptor Map3	1.88
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	1.81
SPAC22F3.12c	rgs1	regulator of G-protein signaling Rgs1	1.81
SPAC56F8.15		Schizosaccharomyces pombe specific protein	1.80
SPBC1289.16c	cao2	copper amine oxidase-like protein Cao2	1.77
SPAPB15E9.02c		dubious	1.76
SPBC1347.12	arp1	dynactin complex subunit, centractin family actin-like protein Arp1	1.70
SPBC317.01	mbx2	DNA-binding transcription factor, MADS-box Pvg4	1.69
SPBC32C12.02	ste11	DNA-binding transcription factor Ste11	1.66
SPAC37.14c	obr1	NAD(P)H dehydrogenase (quinone)	1.64
SPCC417.16		mitochondrial protein	1.62
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	1.58
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	1.58
SPAC11E3.06	map1	DNA-binding transcription factor, MADS-box Map1	1.56
SPBC1652.01	stb3	DNA-binding transcription factor Stb3	1.55
SPAPYUG7.06	sdu1	PPPDE peptidase family deubiquitinase/desumoylase Sdu1	1.53
SPAP8A3.04c	hsp9	heat shock protein Hsp9	1.46
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	1.44
SPAC4H3.03c		glucan 1,4-alpha-glucosidase	1.44
SPCC330.06c	pmp20	thioredoxin-related chaperone Pmp20	1.42
SPBC21B10.04c	nrf1	vacuolar transporter chaperone (VTC) complex, GTPase regulator subunit	1.41
SPBC530.11c		DNA-binding transcription factor, zf-fungal binuclear cluster type	1.39
SPBPB2B2.01		amino acid transmembrane transporter	1.38
SPAC22A12.06c	fsb2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog,	1.37
SPAC139.05		succinate-semialdehyde dehydrogenase	1.34
SPAC637.03		DUF1774 family multi-spanning conserved fungal membrane protein	1.34
SPAC29B12.12	hot13	helper of TIM Hot13	1.32
SPBC947.04	pfi3	cell surface glycoprotein, flocculin Pfi3, DIPSY family	1.30
SPAC29A4.11	rga3	RhoGAP, GTPase activating protein Rga3	1.28
SPAC9E9.11	plr1	pyridoxal reductase Plr1	1.27
SPAC6C3.02c	mix17	mitochondrial CHCH domain protein Mix17	1.25
SPCC23B6.05c	ssb3	DNA replication factor A subunit Ssb3	1.25
SPAC1F8.04c		hydrolase, implicated in cellular detoxification	1.25
SPBC725.06c	ppk31	serine/threonine protein kinase Ppk31	1.23
SPAPB8E5.04c	npc2	Niemann-Pick disease type C2 protein hE1 homolog Npc2	1.23
SPAC186.01	pfi9	cell surface glycoprotein, flocculin Pfi9, DIPSY family	1.21
SPBC16E9.16c	lsd90	Lsd90 protein	1.21
SPAC32A11.01	mug8	DUF1708 family conserved fungal protein, cell division site	1.19
SPCC162.10	ppk33	serine/threonine protein kinase Ppk33	1.17
SPCC1020.06c	tal1	transaldolase Tal1	1.17
SPBC16A3.13	meu7	alpha-amylase homolog Aah4	1.14
SPBC21C3.10c	rib7	5-amino-6-(5-phosphoribosylamino) uracil reductase Rib7	1.14
SPCC965.07c	gst2	glutathione S-transferase Gst2	1.12
SPAC20H4.11c	rho5	Rho family GTPase Rho5	1.12
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	1.11
SPAC13F5.07c	hpz2	zf PARP type zinc finger protein Hpz2	1.07
SPAC1486.01	sod2	mitochondrial superoxide dismutase Sod2	1.07
SPAPB24D3.07c		Schizosaccharomyces pombe specific protein	1.06
SPCC1393.10	ctr4	plasma membrane copper transporter complex subunit Ctr4	1.06
SPAC27D7.09c		But2 family protein, similar to cell surface molecules	1.06
SPCC1795.06	map2	P-factor pheromone Map2	1.05
SPBC83.13	yhm2	mitochondrial carrier, tricarboxylic acid Yhm2	1.05
SPCC622.08c	hta1	histone H2A alpha	1.04
SPBC1703.13c		mitochondrial carrier, inorganic phosphate/copper	1.04
SPAC144.04c	spe1	ornithine decarboxylase Spe1	1.03
SPAC19G12.06c	hta2	histone H2A beta	1.03
SPACUNK4.10	gor1	glyoxylate reductase	1.03
SPAC3G9.11c	pdh201	pyruvate decarboxylase	1.02
SPBC1198.14c	fbp1	fructose-1,6-bisphosphatase Fbp1	1.02
SPBC24C6.09c		phosphoketolase family protein	1.02
SPCC1322.14c	vtc4	vacuolar transporter chaperone (VTC) complex subunit	1.02
SPCC645.03c	isa1	mitochondrial [4Fe-4S] cluster assembly and transfer protein Isa1	1.02
SPBC839.15c	tef103	translation elongation factor EF-1 alpha Ef1a-c	1.01

SystematicID	Gene.name	Product	STF9_log2FoldChange
SPAC750.01		NADP-dependent aldo/keto reductase	-4.47
SPBPB10D8.03		pseudogene transporter	-4.13
SPCP20C8.02c		S. pombe specific UPF0321 family protein 1	-3.71
SPBPB2B2.09c	pan5	2-dehydropantoate 2-reductase Pan5	-2.81
SPBC359.02	alr2	alanine racemase Alr2	-2.75
SPAC11D3.01c		Con-6 family conserved fungal protein	-2.39
SPBPB10D8.02c		arylsulfatase	-2.31
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	-2.22
SPBC1683.06c	urh1	uridine ribohydrolase Urh1	-2.21
SPAC922.07c	atd2	aldehyde dehydrogenase	-2.16
SPBPB21E7.07	aes1	phenazine biosynthesis PhzF protein family	-2.05
SPBC1271.10c		transmembrane transporter	-2.04
SPCC70.12c	ec1	extender of chronological lifespan protein Ecl1	-1.94
SPCC1884.01		Schizosaccharomyces pombe specific protein	-1.87
SPBC359.04c	pfl7	cell surface glycoprotein, flocculin Pfl7, DIPSY family	-1.82
SPCC1235.18		dubious	-1.81
SPCC70.08c		methyltransferase	-1.79
SPAC977.18		conserved fungal plasma membrane protein	-1.78
SPAC11D3.03c		aminomethyltransferase-like and DUF1989 family protein	-1.77
SPBC8E4.03		agmatinase 2	-1.76
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	-1.75
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	-1.71
SPBC359.01		amino acid transmembrane transporter	-1.70
SPAC10F6.07c	mug94	Schizosaccharomyces pombe specific protein Mug94	-1.66
SPAC11D3.09		agmatinase	-1.64
SPCC1235.17		dubious	-1.63
SPBC1271.07c		N-acetyltransferase	-1.62
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.57
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.55
SPAPB24D3.03		agmatinase	-1.55
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	-1.50
SPAC977.15		dienelactone hydrolase family, implicated in cellular detoxification	-1.47
SPBC947.05c	frp2	plasma membrane ferric-chelate reductase Frp2	-1.47
SPBC1683.08	ght4	plasma membrane hexose:proton symporter, unknown specificity Ght4	-1.47
SPBC359.03c	aat1	plasma membrane amino acid transmembrane transporter Aat1	-1.44
SPAC11D3.06		MatE family transmembrane transporter	-1.42
SPCC569.07		aromatic aminotransferase	-1.32
SPCC1682.08c	mpf2	meiotic pumilio family RNA-binding protein Mpf2	-1.29
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	-1.28
SPAC1556.04c	cdd1	cytidine deaminase Cdd1	-1.27
SPCC965.14c		cytosine deaminase	-1.27
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.27
SPBC1683.02		adenine deaminase	-1.24
SPAC1002.18	urg3	DUF1688 family fungal conserved protein	-1.24
SPAC13G7.12c	eki1	choline/ethanolamine kinase Eki1	-1.22
SPCC584.16c		Schizosaccharomyces specific protein	-1.22
SPBC25B2.11	pof2	F-box protein Pof2	-1.20
SPBC1773.17c	gor2	glyoxylate reductase	-1.17
SPCP20C8.01c		DUF1773 family protein	-1.16
SPBC32H8.02c	nep2	NEDD8 protease Nep2	-1.16
SPAC27D7.08c	mtl16	23S rRNA/U6 snRNA (adenine-N(6))-methyltransferase Mtl16	-1.15
SPBPB21E7.08		pseudogene	-1.15
SPCC16A11.01	sfk1	plasma membrane protein involved in inositol lipid-mediated signaling	-1.14
SPAC11D3.02c		ELLA family acetyltransferase	-1.11
SPAC15A10.10	mde6	Muskelin homolog, kelch repeat, expressed during meiotic cell cycle	-1.11
SPBC1683.09c	frp1	plasma membrane ferric-chelate reductase Frp1	-1.06
SPBC409.11	meu18	Schizosaccharomyces specific protein Meu18	-1.06
SPAC521.03		short chain dehydrogenase, human DHRS7 family	-1.06
SPBC609.02	ptn1	phosphatidylinositol-3,4,5-trisphosphate3-phosphatase Ptn1	-1.05
SPAC25B8.13c	isp7	2-OG-Fe(II) oxygenase superfamily protein	-1.05
SPBC14C8.19	tam10	nucleolar RNA binding protein, human KNOP1 ortholog	-1.04
SPBC1709.06	dus2	tRNA/mRNA dihydrouridine synthase Dus2	-1.04
SPCC794.03		amino acid transmembrane transporter	-1.04
SPBC660.14	mik1	M phase inhibitor protein kinase Mik1	-1.02
SPBC1773.14	arg7	argininosuccinate lyase	-1.02
SPAC26F1.02	pnn1	splicing factor, pinin ortholog Pnn1	-1.02
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-1.01
SPAC56E4.03		aromatic aminotransferase	-1.00
SPCC663.11	saf1	splicing associated factor Saf1	-1.00

SystematicID	Gene.name	Product	STF6_log2FoldChange	STF9_log2FoldChange
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	5.42	5.55
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	4.05	4.19
SPBC8E4.12c	eci3	extender of chronological lifespan protein Ecl3	3.69	3.71
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	3.40	3.63
SPAPJ695.02		Schizosaccharomyces pombe specific protein	3.22	2.86
SPBC354.12	gpd3	glyceraldehyde 3-phosphate dehydrogenase Gpd3	2.90	3.06
SPBPB2B2.05		class I glutamine amidotransferase family protein	2.80	2.56
SPBC56F2.06	mug147	Schizosaccharomyces specific protein Mug147	2.61	2.45
SPCC188.12	spn6	meiotic (sporulation) septin Spn6	2.51	2.12
SPCC1281.04	akr7	pyridoxal reductase	2.46	2.38
SPAC977.16c	dak2	dihydroxyacetone kinase Dak2	2.41	2.77
SPAC15E1.02c		DUF1761 family protein	2.25	2.58
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	2.22	2.43
SPBC725.10	tps0	mitochondrial outer membrane protein, TspO/MBR-related	2.07	2.52
SPBC19C7.04c		DUF2406 family conserved fungal protein	2.06	2.16
SPBC1289.16c	cao2	copper amine oxidase-like protein Cao2	1.97	1.77
SPAC23D3.12	pho842	plasma membrane inorganic phosphate transmembrane transporter Pho842	1.89	2.04
SPBC725.06c	ppk31	serine/threonine protein kinase Ppk31	1.89	1.23
SPAC17A2.11		dubious	1.87	1.97
SPAPJ691.02		yippee-like protein	1.77	1.91
SPAC1F8.04c		hydrolase, implicated in cellular detoxification	1.77	1.25
SPAC31G5.09c	spk1	MAP kinase Spk1	1.73	2.13
SPBC1347.12	arp1	dynactin complex subunit, centractin family actin-like protein Arp1	1.73	1.70
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	1.69	1.44
SPAC11E3.06	map1	DNA-binding transcription factor, MADS-box Map1	1.69	1.56
SPAC22F3.12c	rgs1	regulator of G-protein signaling Rgs1	1.66	1.81
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	1.59	1.81
SPAPB15E9.02c		dubious	1.59	1.76
SPAC13F5.07c	hpz2	zf PARP type zinc finger protein Hpz2	1.55	1.07
SPAC3F10.10c	map3	pheromone M-factor receptor Map3	1.51	1.88
SPBC1652.01	stb3	DNA-binding transcription factor Stb3	1.44	1.55
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	1.43	1.58
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	1.42	1.58
SPCC417.16		mitochondrial protein	1.40	1.62
SPAC139.05		succinate-semialdehyde dehydrogenase	1.38	1.34
SPBC32C12.02	ste11	DNA-binding transcription factor Ste11	1.36	1.66
SPAC56F8.15		Schizosaccharomyces pombe specific protein	1.33	1.80
SPAC22A12.06c	fsh2	serine hydrolase-like, human TSTD2 and OVCA2 ortholog	1.30	1.37
SPAC29A4.11	rga3	RhoGAP, GTPase activating protein Rga3	1.30	1.28
SPBC317.01	mbx2	DNA-binding transcription factor, MADS-box Pvg4	1.29	1.69
SPAC3C7.14c	obr1	NAD(P)H dehydrogenase (quinone)	1.28	1.64
SPAC4H3.03c		glucan 1,4-alpha-glucosidase	1.27	1.44
SPAPYUG7.06	sdu1	PPPDE peptidase family deubiquitinase/desumoylase Sdu1	1.27	1.53
SPBC530.11c		DNA-binding transcription factor, zf-fungal binuclear cluster type	1.27	1.39
SPCC23B6.05c	ssb3	DNA replication factor A subunit Ssb3	1.27	1.25
SPCC330.06c	pmp20	thioredoxin-related chaperone Pmp20	1.24	1.42
SPAC29B12.12	hot13	helper of TIM Hot13	1.24	1.32
SPBC21B10.04c	nrf1	vacuolar transporter chaperone (VTC) complex, GTPase regulator subunit	1.13	1.41
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	1.10	1.30
SPAC637.03		DUF1774 family multi-spanning conserved fungal membrane protein	1.10	1.34
SPAP8A3.04c	hsp9	heat shock protein Hsp9	1.08	1.46
SPAC32A11.01	mug8	DUF1708 family conserved fungal protein, cell division site	1.05	1.19
SPCC965.07c	gst2	glutathione S-transferase Gst2	1.04	1.12
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	1.03	1.11
SPBC1198.14c	fbp1	fructose-1,6-bisphosphatase Fbp1	1.01	1.02
SPAPB8E5.04c	npc2	Niemann-Pick disease type C2 protein hE1 homolog Npc2	1.01	1.23

SystematicID	Gene.name	Product	STF6_log2FoldChange	STF9_log2FoldChange
SPBPB10D8.03		pseudogene transporter	-5.17	-4.13
SPAC977.18		conserved fungal protein	-4.14	-1.78
SPAC750.01		NADP-dependent aldo/keto reductase	-3.77	-4.47
SPCP20C8.02c		S. pombe specific UPF0321 family protein 1	-3.59	-3.71
SPBC359.02	alr2	alanine racemase Alr2	-3.48	-2.75
SPBPB10D8.02c		arylsulfatase	-3.05	-2.31
SPBC359.04c	pfl7	cell surface glycoprotein, flocculin Pfl7, DIPSY family	-2.71	-1.82
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	-2.61	-2.22
SPBPB2B2.09c	pan5	2-dehydropantoate 2-reductase Pan5	-2.57	-2.81
SPBC1683.06c	urh1	uridine ribohydrolase Urh1	-2.21	-2.21
SPBC359.01		amino acid transmembrane transporter	-2.19	-1.70
SPCC70.12c	ec11	extender of chronological lifespan protein Ecl1	-2.19	-1.94
SPBC1271.10c		transmembrane transporter	-2.18	-2.04
SPBPB21E7.07	aes1	phenazine biosynthesis PhzF protein family	-2.16	-2.05
SPBC8E4.03		agmatinase 2	-2.16	-1.76
SPAC922.07c	atd2	aldehyde dehydrogenase	-2.15	-2.16
SPCC70.08c		methyltransferase	-2.14	-1.79
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter	-2.10	-1.71
SPAC11D3.09		agmatinase	-2.01	-1.64
SPBC359.03c	aat1	plasma membrane amino acid transmembrane transporter	-2.01	-1.44
SPAPB24D3.03		agmatinase	-2.00	-1.55
SPCC1235.17		dubious	-1.98	-1.63
SPAC11D3.01c		Con-6 family conserved fungal protein	-1.96	-2.39
SPCC1235.18		dubious	-1.93	-1.81
SPBC947.05c	frp2	plasma membrane ferric-chelate reductase Frp2	-1.93	-1.47
SPAC1A6.04c	plb1	phospholipase B homolog Plb1	-1.87	-1.50
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	-1.86	-1.75
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.86	-1.57
SPAC11D3.06		MatE family transmembrane transporter	-1.83	-1.42
SPBC1683.08	ght4	plasma membrane hexose:proton symporter	-1.81	-1.47
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.76	-1.55
SPBC1271.07c		N-acetyltransferase	-1.72	-1.62
SPAC977.15		dienelactone hydrolase family, implicated in cellular detoxification	-1.70	-1.47
SPBC359.05	abc3	vacuolar heme ABC transmembrane exporter Abc3	-1.61	-1.28
SPAC1002.18	urg3	DUF1688 family fungal conserved protein	-1.48	-1.24
SPAC1399.04c	uck2	uracil phosphoribosyltransferase Uck2	-1.48	-1.27
SPCC1884.01		Schizosaccharomyces pombe specific protein	-1.44	-1.87
SPAC13G7.12c	eki1	choline/ethanolamine kinase Eki1	-1.44	-1.22
SPBC32H8.02c	nep2	NEDD8 protease Nep2	-1.42	-1.16
SPCC1682.08c	mpf2	meiotic pumilio family RNA-binding protein Mpf2	-1.42	-1.29
SPBC1683.09c	frp1	plasma membrane ferric-chelate reductase Frp1	-1.41	-1.06
SPAC521.03		short chain dehydrogenase, human DHRS7 family	-1.40	-1.06
SPAC11D3.03c		aminomethyltransferase-like and DUF1989 family protein	-1.39	-1.77
SPBC1271.08c		Schizosaccharomyces pombe specific protein	-1.38	-1.01
SPCC584.16c		Schizosaccharomyces specific protein	-1.37	-1.22
SPAC10F6.07c	mug94	Schizosaccharomyces pombe specific protein Mug94	-1.35	-1.66
SPAC56E4.03		aromatic aminotransferase	-1.29	-1.00
SPCC794.03		amino acid transmembrane transporter	-1.29	-1.04
SPBC25B2.11	pof2	F-box protein Pof2	-1.29	-1.20
SPCC16A11.01	sfk1	plasma membrane protein involved in inositol lipid-mediated signaling	-1.19	-1.14
SPAC25B8.13c	isp7	2-OG-Fe(II) oxygenase superfamily protein	-1.17	-1.05
SPBC409.11	meu18	Schizosaccharomyces specific protein Meu18	-1.16	-1.06
SPCC569.07		aromatic aminotransferase	-1.16	-1.32
SPBC1773.17c	gor2	glyoxylate reductase	-1.09	-1.17
SPBPB21E7.08		pseudogene	-1.08	-1.15
SPCC965.14c		cytosine deaminase	-1.08	-1.27
SPBC1773.14	arg7	argininosuccinate lyase	-1.05	-1.02
SPAC11D3.02c		ELLA family acetyltransferase	-1.03	-1.11

# Supplementary material for: Genetic suppressor screen identifies Tgp1 (glycerophosphocholine transporter), Kcs1 (IP6 kinase), and Plc1 (phospholipase C) as determinants of inositol pyrophosphate toxicosis in fission yeast
**Source:** mBio. 2023 Dec 22;15(2):e03062-23. doi: 10.1128/mbio.03062-23
**Supplement:** Table S2 — Genes that are dysregulated in kcs1 mutants.

SystematicID	Gene.name	Product	R332T_log2FoldChange
SPBPB21E7.04c	cmt2	O-methyltransferase, human COMT catechol homolog 2	2.96
SPCC18B5.02c		cinnamoyl-CoA reductase pseudogene	2.24
SPAC11D3.01c		Con-6 family conserved fungal protein	2.07
SPBC4F6.09	str1	plasma membrane siderophore-iron transmembrane transporter Str1	2.06
SPBC106.02c	srx1	sulfiredoxin	1.98
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	1.75
SPAC750.01		NADP-dependent aldo/keto reductase	1.70
SPCC663.08c		short chain dehydrogenase, unknown specificity	1.67
SPAC22F3.02	atf31	DNA-binding transcription factor Atf31	1.50
SPAC1F7.07c	fip1	plasma membrane iron transmembrane transporter Fip1	1.38
SPBC1271.07c		N-acetyltransferase	1.35
SPAPB24D3.08c		NADP-dependent oxidoreductase	1.28
SPCC1020.09	gnr1	heterotrimeric G protein beta (WD repeat) subunit Gnr1	1.18
SPCC70.08c		methyltransferase	1.16
SPBPB10D8.02c		arylsulfatase	1.14
SPCC794.03		amino acid transmembrane transporter	1.14
SPCC965.07c	gst2	glutathione S-transferase Gst2	1.10
SPBC1683.09c	frp1	plasma membrane ferric-chelate reductase Frp1	1.07
SPAC13G7.02c	ssa1	Hsp70 family heat shock protein Ssa1	1.07
SPAC1F7.08	fio1	plasma membrane iron transport multicopper oxidase Fio1	1.02

SystematicID	Gene.name	Product	R332T_log2FoldChange
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-6.00
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-4.92
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	-4.72
SPBC8E4.12c	ec13	extender of chronological lifespan protein Ecl3	-3.52
SPAC750.05c	ftm4	sub-telomeric 5Tm protein family Ftm4	-2.61
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	-2.35
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family	-2.29
SPBPB2B2.01		amino acid transmembrane transporter	-1.71
SPAC343.12	rds1	ferritin related conserved fungal protein	-1.56
SPBC354.12	gpd3	glyceraldehyde 3-phosphate dehydrogenase Gpd3	-1.37
SPBC25B2.08		Schizosaccharomyces pombe specific protein	-1.12
SPBC1861.02	abp2	unknown protein, may bind replication origins Abp2	-1.09
SPAC2H10.01		DNA-binding transcription factor, zf-fungal binuclear cluster type	-1.09
SPBC36.03c	mfs3	plasma membrane spermidine transmembrane transporter Mfs3	-1.08
SPBC1683.01	pho841	plasma membrane inorganic phosphate transmembrane transporter Pho841	-1.08
SPBC16D10.06	zrt1	plasma membrane ZIP zinc transmembrane transporter Zrt1	-1.08
SPAC23D3.14c	aah2	alpha-amylase homolog Aah2	-1.05
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	-1.00

SystematicID	Gene.name	Product	L338R_log2FoldChange
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	2.32
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	1.75
SPAC15E1.02c		DUF1761 family protein	1.71
SPAC13G7.02c	ssa1	Hsp70 family heat shock protein Ssa1	1.63
SPAP8A3.04c	hsp9	heat shock protein Hsp9	1.42
SPAC637.03		DUF1774 family multi-spanning conserved fungal membrane protein	1.37
SPBC21C3.19	rtc3	SBDS family protein Rtc3	1.32
SPCC70.08c		methyltransferase	1.29
SPBC106.02c	srx1	sulfiredoxin	1.25
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter	1.20
SPBC16E9.16c	lsd90	Lsd90 protein	1.13
SPAC11D3.19		Schizosaccharomyces pombe specific protein	1.12
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	1.10
SPAC21E11.04	aca1	L-azetidine-2-carboxylic acid acetyltransferase Aca1	1.07
SPAC1F7.07c	fip1	plasma membrane iron transmembrane transporter Fip1	1.02
SPBC725.10	tps0	mitochondrial outer membrane protein	1.01

SystematicID	Gene.name	Product	L338R_log2FoldChange
SPAC750.05c	ftm4	sub-telomeric 5Tm protein family Ftm4	-8.15
SPAC186.05c	gdt1	Golgi calcium and manganese antiporter Gdt1	-5.70
SPAC750.01		NADP-dependent aldo/keto reductase	-5.14
SPBC8E4.12c	ecl3	extender of chronological lifespan protein Ecl3	-2.17
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	-1.99
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-1.77
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	-1.62
SPCC364.06	nap1	histone H2A-H2B chaperone Nap1	-1.48
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-1.43
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	-1.31
SPAC1039.02		extracellular 5'-nucleotidase, human NT5E family	-1.31
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.27
SPBC25B2.08		Schizosaccharomyces pombe specific protein	-1.26
SPBPB10D8.03		pseudogene transporter	-1.24
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family	-1.23
SPBC36.03c	mfs3	plasma membrane spermidine transmembrane transporter Mfs3	-1.23
SPBC1861.01c	cnp3	CENP-C ortholog Cnp3	-1.14
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.11
SPBC3H7.05c		mitochondrial Membrane Bound O-Acyl Transferase (MBOAT) family	-1.09
SPAC23D3.05c		alcohol dehydrogenase pseudogene	-1.08
SPBPB7E8.01		Schizosaccharomyces specific protein, predicted GPI anchor	-1.04
SPAC17C9.16c	mfs1	plasma membrane spermidine transmembrane transporter Mfs1	-1.03
SPAC11D3.05	mfs2	transmembrane transporter Mfs2	-1.01

SystematicID	Gene.name	Product	E834K_log2FoldChange
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	2.45
SPAC15E1.02c		DUF1761 family protein	1.68
SPAC27D7.03c	mei2	RNA-binding protein involved in meiosis Mei2	1.65
SPCC70.08c		methyltransferase	1.40
SPAC13G7.02c	ssa1	Hsp70 family heat shock protein Ssa1	1.36
SPAP8A3.04c	hsp9	heat shock protein Hsp9	1.29
SPAC637.03		DUF1774 family multi-spanning conserved fungal membrane protein	1.26
SPBC106.02c	srx1	sulfiredoxin	1.21
SPAC11D3.19		Schizosaccharomyces pombe specific protein	1.21
SPAC1F7.07c	fip1	plasma membrane iron transmembrane transporter Fip1	1.18
SPAC11D3.01c		Con-6 family conserved fungal protein	1.18
SPCC548.07c	ght1	plasma membrane high-affinity glucose:proton symporter Ght1	1.15
SPAC21E11.04	aca1	L-azetidine-2-carboxylic acid acetyltransferase Aca1	1.14
SPBPB2B2.12c	gal10	UDP-glucose 4-epimerase/aldose 1-epimerase Gal10	1.14
SPCC663.08c		short chain dehydrogenase, unknown specificity	1.14
SPAC186.01	pfl9	cell surface glycoprotein, flocculin Pfl9, DIPSY family	1.11
SPBC1271.07c		N-acetyltransferase	1.07
SPAC1039.09	isp5	amino acid transmembrane transporter Isp5	1.03
SPCC338.12	pbi2	vacuolar proteinase B inhibitor Pbi2	1.03
SPBC16E9.16c	lsd90	Lsd90 protein	1.03
SPBC21C3.19	rtc3	SBDS family protein Rtc3	1.00

SystematicID	Gene.name	Product	E834K_log2FoldChange
SPAC750.05c	ftm4	sub-telomeric 5Tm protein family Ftm4	-6.74
SPAC750.01		NADP-dependent aldo/keto reductase	-4.53
SPAC186.05c	gdt1	Golgi calcium and manganese antiporter Gdt1	-4.15
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NT5E family	-2.17
SPBC8E4.12c	ecl3	extender of chronological lifespan protein Ecl3	-2.02
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-1.95
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	-1.60
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family	-1.56
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-1.47
SPCC364.06	nap1	histone H2A-H2B chaperone Nap1	-1.42
SPBC36.03c	mfs3	plasma membrane spermidine transmembrane transporter Mfs3	-1.41
SPAC1002.19	urg1	GTP cyclohydrolase II Urg1	-1.35
SPBC947.04	pfl3	cell surface glycoprotein, flocculin Pfl3, DIPSY family	-1.28
SPBC25B2.08		Schizosaccharomyces pombe specific protein	-1.28
SPBPB7E8.01		Schizosaccharomyces specific protein, predicted GPI anchor	-1.22
SPBC3H7.05c		mitochondrial Membrane Bound O-Acyl Transferase (MBOAT) family	-1.17
SPAC1002.17c	urg2	uracil phosphoribosyltransferase	-1.17
SPAC1039.02		extracellular 5'-nucleotidase, human NT5E family	-1.15
SPAC17C9.16c	mfs1	plasma membrane spermidine transmembrane transporter Mfs1	-1.11
SPBC26H8.11c	the4	acyl-coenzyme A thioesterase The4	-1.11
SPBPB10D8.03		pseudogene transporter	-1.10
SPAC13G7.13c	msa1	RNA-binding protein Msa1	-1.09
SPBPB21E7.08		pseudogene	-1.09

SystematicID	Gene.name	Product	R332T_log2FoldChange	L338R_log2FoldChange	E834K_log2FoldChange
SPCC1235.14	ght5	plasma membrane high-affinity glucose/fructose:proton symporter	1.75	2.32	2.45
SPCC70.08c		methyltransferase	1.16	1.29	1.40
SPAC13G7.02c	ssa1	Hsp70 family heat shock protein Ssa1	1.07	1.63	1.36
SPBC106.02c	srx1	sulfiredoxin	1.98	1.25	1.21
SPAC1F7.07c	fip1	plasma membrane iron transmembrane transporter Fip1	1.38	1.02	1.18

SystematicID	Gene.name	Product	R332T_log2FoldChange	L338R_log2FoldChange	E834K_log2FoldChange
SPAC750.05c	ftm4	sub-telomeric 5Tm protein family Ftm4	-2.61	-8.15	-6.74
SPBC8E4.12c	ecl3	extender of chronological lifespan protein Ecl3	-3.52	-2.17	-2.02
SPBPB2B2.06c		extracellular 5'-nucleotidase, human NTSE family	-4.72	-1.99	-2.17
SPBP4G3.02	pho1	extracellular acid phosphatase Pho1	-6.00	-1.77	-1.95
SPBC1271.09	tgp1	plasma membrane glycerophosphodiester transmembrane transporter	-2.35	-1.62	-1.60
SPBC8E4.01c	pho84	plasma membrane inorganic phosphate transmembrane transporter	-4.92	-1.43	-1.47
SPBC947.04	pfi3	cell surface glycoprotein, flocculin Pfi3, DIPSY family	-1.00	-1.31	-1.28
SPBC25B2.08		Schizosaccharomyces pombe specific protein	-1.12	-1.26	-1.28
SPBC29B5.02c	isp4	plasma membrane OPT oligopeptide transmembrane transporter family	-2.29	-1.23	-1.56
SPBC36.03c	mfs3	plasma membrane spermidine transmembrane transporter Mfs3	-1.08	-1.23	-1.41

How the deposited data were processed for this re-analysis (not part of the article)

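Poly(A)+ RNA of fission yeast was sequenced in 21 libraries from 7 groups with 3 cultures each. The STF experiment held asp1-WT, STF6 and STF9 cultures in ePMGT medium, and the kcs1 experiment held kcs1-WT, R332T, L338R and E834K cultures in YES medium, all at 30 °C. STF6 and STF9 are nonsense alleles of the Asp1 pyrophosphatase domain, and the kcs1 alleles are missense alleles of an inositol pyrophosphate kinase. All 21 libraries were mapped to a group from their labels and the paper's methods.

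The authors mapped 51-base reads with HISAT2 2.1.0 to genome version ASM294v2, counted exon reads per gene with HTSeq 0.10.0 and compared groups with DESeq2. The deposited per-library files hold each count as a whole number of reads per locus. The authors' comparison tables hold a mean signal (DESeq2 normalized counts over libraries), a log2 fold change with its standard error, a score (the Wald statistic), and a p-value with its adjusted p-value. No column was left unread, and the values behind the text come from the deposited counts, while the authors' tables served for comparison only. The normalized means of the kcs1 tables could not be rebuilt from the 12 kcs1 libraries, and those of the STF tables could. The counting's strand setting is not named in the paper's text. The paper gives one library kit and the labels another.

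Of 6988 counted loci, 6836 matched the gene table of ASM294v3, which supplied names, exon lengths and neighbours, and 152 did not (13 of them coding). The build differs from the authors' and the files carry no coordinates, so no positions are printed. There were 5152 coding and 1836 noncoding loci. Tests were run in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

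Each experiment was fitted on all its groups, and the 2 experiments were never fitted jointly. Loci were filtered with filterByExpr by group, which kept 6144 (5006 coding and 1138 noncoding) in the STF experiment and 6093 (4979 and 1114) in the kcs1 experiment, while 335 and 382 loci had no count at all. Libraries were scaled with TMM factors, dispersions were estimated, and each of 5 mutant comparisons and 4 contrasts between alleles was tested with the edgeR quasi-likelihood test, with a prior count of 0.125 for fold changes and the Benjamini-Hochberg adjustment within each comparison. Residual degrees of freedom were 6 and 8. Calls used the paper's thresholds, an adjusted p of at most 0.05, a fold of at least 2 and a mean normalized count of at least 100, on coding loci. A normalized count is the count divided by the effective library size and multiplied by the geometric mean effective size of the experiment. The standard error is the log2 fold change divided by the square root of F.

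Total counts per library had medians of 26447750 in asp1-WT, 25958718 in STF6, 28818895 in STF9, 25472898 in kcs1-WT, 24032919 in R332T, 24152683 in L338R and 23994136 in E834K. Coding loci took 98.5% to 98.81% of counts in the STF libraries and 99.1% to 99.22% in the kcs1 libraries. Data were simulated at these depths with 200 changed genes, drawn from coding loci with a mean normalized count of at least 100. Each locus was given the spread of the dispersion trend, so recovery at weak or unusually variable loci was not measured. At the adjusted p alone, edgeR found 39 of 50 genes with a 1.5-fold change (78%) in either experiment. It found all 50 at folds of 2, 4 and 8. The fold and count thresholds of a call were not applied to these changed genes. Of 5924 unchanged genes, 13 passed at the adjusted p alone (11 of 5873 with kcs1 counts) and 0 passed every threshold. No pair of replicates within a group was a duplicate, with at least 3.239 for the chi-square per degree of freedom, and pairs between groups were not checked.

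Before the data were examined, 19 gene lists were written: the PHO genes the paper names, wider phosphate and polyphosphate genes, the inositol pyrophosphate pathway, glycerophosphocholine and phospholipid genes, iron uptake genes, iron-using genes, zinc and copper transport genes, pheromone response and mating genes, M cell genes, meiosis and sporulation genes, stress response genes, hexose transport and gluconeogenesis genes, nitrogen source genes, 3' processing and termination genes, histone genes, cytosolic ribosomal protein genes, mitochondrial genome genes, coding genes within 100 kb of a chromosome end, and loci within 10 kb of asp1 or kcs1. Each was tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry. The fry test does not compare a list with other genes. It passed for several lists whose camera call was lost with an estimated correlation, and not for all of them. The mitochondrial genes had 0 counts and were not tested. The iron uptake list also holds srx1 and abc3, a sulfiredoxin gene and a vacuolar transporter gene.

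The genes named in the text follow a rule set before the data were examined: the 8 highest and 8 lowest called genes of each comparison, up to 4 per list, 5 per contrast between alleles, and every gene that the paper names. Values in Tables S1 and S2 had been seen when this rule was written. Genes outside it are marked as named after their values were seen. Uniqueness is the percent of 51-base windows of a locus found once in the genome.

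Replicate numbers were checked as pairs between groups. The numbers paired asp1-WT with STF6, with correlations of 0.249 to 0.528. They paired kcs1-WT with L338R less clearly, at 0.122 to 0.365, where replicate 2 correlated at 0.152 with its own number and 0.163 with another. The other groups were not paired. The alternatives set before the data were examined were DESeq2 on all groups or on 2 groups, upper-quartile factors, no filter on low counts, no minimum mean normalized count, edgeR on 2 groups, a glmTreat test against a fold of 1.5, replicate number as a block, and leaving out each library. A blocked fit of 2 groups was added after the pairing was seen. Overlaps between comparisons that share controls were set beside 100 simulations of unchanged groups. Splits of the libraries into other groups were counted, all 10 for 3 against 3 and 100 drawn at random elsewhere. Correlations of replicates were also computed on log2(CPM + 1) and over loci kept by filterByExpr.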

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

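The tests of missing DNA, of reads from the neighbouring mRNA and of nc-tgp1 were chosen only after the result was seen, and the others in this part before. Direct tests between alleles of one gene found 2 coding genes that differed between STF9 and STF6, 36 between R332T and L338R and 28 between R332T and E834K. The STF contrast gave 0 genes with DESeq2 on all groups and 6 without STF6 replicate 1. The 2 genes of the STF contrast, SPCC569.01c (log2 difference 4.92) and SPCC569.03 (3.80), were higher in STF9 and share reads with copies, so their levels are uncertain. The log2 difference of pho1 was -4.22 between R332T and L338R and -4.05 between R332T and E834K. Noncoding loci, which the paper does not analyse, passed the thresholds in the 5 comparisons of a mutant with its wild-type. In STF6, 79 were higher and 31 lower, in STF9 48 and 41, in R332T 11 and 6, in L338R 12 and 6, and in E834K 20 and 4. SPNCRNA.1557 had the highest called noncoding fold in STF6, 17.3.

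gdt1 at the right end of chromosome I was low in L338R and E834K and not in R332T, in 2 of 3 STF6 libraries and in all 3 STF9 libraries, with normalized counts of 2225, 2687 and 2218 in asp1-WT and 70.6, 280 and 63.8 in STF9. DNA missing from the whole STF6 strain is argued against by 1 library alone, which had 71.3% of the asp1-WT mean. The other STF6 libraries had 1.6% and 2.2%. In E834K the libraries had 1.39%, 8.57% and 7.03% of the kcs1-WT mean, too low to decide on missing DNA. Loss from part of the cells was not tested and stays open in both. Reads shared with paralogs are argued against by the 100% of gdt1 windows that are unique. A general spread between cultures at chromosome ends passed the exact binomial test in 2 of 7 groups (STF9, and asp1-WT, whose libraries carry both strain labels), fewer than was predicted for it. The share of more variable loci was also 59.8% in R332T, 57.9% in E834K and 57.3% in STF6, against 49.5% in kcs1-WT and 46.7% in L338R. The test covers these loci as a set, so it cannot exclude such spread at gdt1 itself. For ftm4 and SPAC750.06c, whose 6 libraries of L338R and E834K held 4 counts together, DNA missing from the strains cannot be told apart from low expression, because the counts are few and most of their sequence is repeated. Each allele is 1 strain, so an effect of the kcs1 or asp1 allele on these loci may stand behind the pattern but is confounded with the strain.

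The lncRNAs prt2, nc-pho1 and nam3, upstream of pho84, pho1 and SPBPB2B2.06c, were lower in both STF mutants (nc-pho1 log2 fold change -0.71 and -0.98, nam3 -0.74 and -1.10). Reads of the neighbouring mRNA, which rose, would raise them. That 6 of 6 values fell is the pattern itself, so it is no separate test of such reads. A lower yield of noncoding RNA is argued against by the median of 1056 lncRNAs, which was 0.291 in STF6 and 0.087 in STF9. nc-tgp1 rose in STF6 (log2 fold change 0.60), where reads from tgp1, which lies next to it on the same strand, cannot be told apart from a change of the lncRNA in counts without positions, and it also rose in R332T, L338R and E834K (0.62, 0.54 and 0.70), where tgp1 fell. Earlier termination of lncRNAs upstream of PHO genes in the STF mutants, which the paper proposes, may explain the falls and was not tested, as counts per locus do not show transcript ends.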

How the results depend on the processing

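The 2-group fit with a replicate block was chosen after the data were seen, and the other settings before. Counts of called genes stayed within 1.5 times their values under DESeq2, upper-quartile factors, no low-count filter, edgeR on 2 groups, the glmTreat test and the replicate block, apart from those given here, and the cause was not tested unless named. With DESeq2, 0 genes differed between STF6 and STF9 on all groups and 1 on 2 groups. With upper-quartile factors, 10 genes were lower in R332T. The share of called genes that were higher moved from 55.3% to 73% in R332T and from 41% to 51.2% in L338R. These factors put the median log2 fold change of all genes at 0.131 in R332T, 0.0149 in L338R and 0.111 in E834K. Without the minimum count, which admits weakly expressed genes, 123 genes were higher in STF6, 41 in R332T, 33 in L338R, 47 in E834K and 14 in all 3 kcs1 mutants, and 59 and 46 differed between R332T and L338R and between R332T and E834K.

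Leaving out 1 library at a time gave 67 to 81 genes higher and 65 to 90 lower in STF6, 66 to 102 and 71 to 81 in STF9, 20 to 23 and 16 to 20 in R332T, 13 to 20 and 18 to 24 in L338R, and 20 to 23 and 21 to 24 in E834K. Shared genes numbered 53 to 64 and 51 to 69 for the STF mutants and 5 to 7 and 8 to 10 for the kcs1 mutants. Between alleles, 2 to 6 genes differed for STF6 and STF9 (6 without STF6 replicate 1), 32 to 103 for R332T and L338R (103 without L338R replicate 2), 27 to 31 for R332T and E834K, and 0 to 2 for L338R and E834K (2 without L338R replicate 2 and 1 without E834K replicate 1). The 5 genes opposite between the experiments numbered 5 to 6. With a replicate block, which the pairing calls for in STF6 and less clearly in L338R, 75 genes were higher and 78 lower in STF6 and 16 and 23 in L338R. On 2 groups the paired fit gave 69 and 86 in STF6 and 17 and 23 in L338R.

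For the genes named, 8105 values under other settings were compared with 448 results. Of these, 7623 kept direction and side of the threshold, 432 no longer passed (213 with the glmTreat test), 50 newly passed, and 0 reversed. DESeq2 gave no adjusted p for 28. At these depths 39 of 50 simulated changes of 1.5-fold passed the adjusted p of edgeR alone, so smaller changes can fail to pass it. The fold threshold of a call leaves out such changes as well.

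Splits of 3 libraries against 3 number 10 with the real one, too few for a share under 0.05. The real splits gave 75 genes higher and 75 lower in STF6, 82 and 74 in STF9, 21 and 17 in R332T, 16 and 23 in L338R, 22 and 23 in E834K, 2, 36 and 28 for the differing alleles, with a highest other split of 0 in each, and 0 for L338R against E834K, which all 10 splits reach. For shared genes, 100 splits were drawn, and the share as large was under 0.05 for each count, although another split gave a higher count in 3 of the 5 cases. The splits exchanged libraries freely, without the pairing of replicate numbers. Most free exchanges mix wild-type with mutant libraries, and the median of the other drawn splits was 0 for each shared count. A small share was thus likely from the start and is weak evidence even against a chance division of the libraries. It cannot separate an allele from its strain or remove the effect of shared controls. Splits as large, with the real one counted, numbered 2 for genes higher in both STF mutants (real 60, highest other 61), 2 for genes lower in both (58 and 59), 4 for genes higher in all kcs1 mutants (6 and 9), 1 for genes lower in all (9 and 7) and 1 for the genes opposite between the experiments (5 and 0). Among the splits as large other than the real one, 1, 1, 2, 0 and 0 in this order kept the 3 wild-type libraries together as the control.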

Differences from the paper's values

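For the lowest Pearson correlation of replicates in the STF experiment, the paper's value is 0.968 and the value here is 0.982, and for the highest Pearson correlation of replicates the paper's value is 0.983 and the value here is 0.999. For the kcs1 replicates the paper's lowest is 0.970 and the value here is 0.9976, and the paper's highest is 0.985 and the value here is 0.9997. None of the alternatives set before the data were examined brings any of the 4 within the paper's value, neither log2(CPM + 1) values nor the loci kept by filterByExpr.

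The paper lists pfl3 among the genes downregulated in all 3 kcs1 mutants. Its log2 fold change in R332T was -1.00 here, a fold of 1.99, and it was called with DESeq2 on all groups and on 2 groups, which both gave 10 shared genes. The paper's Table S1 genes aca1, SPAC11D3.02c, bfr1, toe1, inv1 and sua7 in STF6 and tef103 in STF9 were not called with edgeR and were called with DESeq2 on all groups. That setting gave 69 genes higher and 80 lower in STF6, 83 and 69 in STF9, and 56 and 58 shared, each equal to the paper's count. It also gave 18 and 23 lower genes in R332T and L338R and 21 higher and 23 lower in E834K, equal to the paper's counts, but 21 higher in R332T, 17 in L338R and 6 in all 3 kcs1 mutants, where the paper's counts are 20, 16 and 5. DESeq2 on 2 groups gave the paper's counts of 69 higher genes in STF6, 69 lower genes in STF9, 18 lower in R332T and 21 higher in E834K. A replicate block gave 83 higher genes in STF9, no low-count filter 21 higher in E834K, and no minimum count 10 lower in all 3 kcs1 mutants. Fits that left out 1 library also reached some of the paper's counts, and among them are the settings that gave 20 higher genes in R332T (without kcs1-WT replicate 2 or without R332T replicate 1) and 5 higher in all 3 kcs1 mutants (these settings, or without L338R replicate 3). aca1 in R332T, with a fold of 2.01, was called here and is not in the paper's shared upregulated list.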

Other observations

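The growth phase test was chosen only after the result was seen, and the tests of gene length and GC content before. All 9 histone genes were higher in STF6 and in STF9, also when adjusted over the list alone, with median log2 fold changes of 0.65 and 0.90. Their camera call was lost with an estimated correlation (adjusted p = 0.279 in STF6 and 0.138 in STF9). In the kcs1 mutants 1 was lower in R332T, 4 were higher and 1 lower in L338R, and 8 were higher in E834K (1, 5 and 1, and 8 when adjusted over the list alone). Of 18 meiosis genes, 11 were higher and none lower in STF6, and 8 were higher and 1 lower in STF9 (13, and 11 with 1 lower, when adjusted over the list alone), and the camera call was lost with an estimated correlation (adjusted p = 0.452 and 0.579). Of 15 tested in the kcs1 experiment, 2 were higher and 1 lower in R332T, 3 were higher in L338R and 4 in E834K (2 and 1, 1, and 4 when adjusted over the list alone). Of 19 pheromone and mating genes, 2 were higher and 7 lower in R332T, 6 were higher in L338R, and 7 were higher and 1 lower in E834K (3 and 8, 6, and 7 and 2 when adjusted over the list alone). Of 7 M cell genes, 2 were higher and 1 lower in either STF mutant, 0 passed in R332T and 1 was higher in L338R and in E834K, the same when adjusted over the list alone.

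Of 21 stress response genes, 12 were higher and 2 lower in STF6 and 15 and 1 in STF9 (15 and 3, and 16 and 1, when adjusted over the list alone), and the camera call was lost with an estimated correlation (adjusted p = 0.279 and 0.0849). Among them obr1 had log2 fold changes of 1.32 and 1.63. Phospholipid genes moved both ways. The ethanolamine kinase gene eki1 fell by 1.40 and 1.24 and the phospholipase gene plb1 by 1.83 and 1.52 on the log2 scale in STF6 and STF9. Of 13 tested genes of this list, 2 were higher and 4 lower in STF6 and 3 and 4 in STF9, 2 and 6 in R332T, 3 and 4 in L338R, and 1 and 6 in E834K (2 and 6, 3 and 4, 2 and 7, 3 and 5, and 1 and 6 when adjusted over the list alone). Of 131 cytosolic ribosomal protein genes, 5 were higher and 10 lower in STF6, 50 and 3 in STF9, 16 and 27 in R332T, 50 and 3 in L338R, and 68 and 9 in E834K (2 and 4, 53 and 3, 16 and 27, 56 and 3, and 77 and 11 when adjusted over the list alone). The PHO and iron uptake lists include genes that the paper named from these libraries, so neither is independent evidence. With an estimated correlation, the camera calls that held were those of the PHO list in the 5 comparisons, of iron uptake in R332T and of stress response in L338R. The others were lost, among them histone genes in the kcs1 mutants (adjusted p = 0.414 in L338R and 0.273 in E834K) and ribosomal protein genes (adjusted p = 0.618 in STF9, 0.484 in L338R and 0.503 in E834K). The lost calls also include iron-using genes (adjusted p = 0.703 in STF6, 0.500 in STF9, 0.465 in R332T and 0.211 in L338R), zinc and copper transport in STF9 (0.579), genes near chromosome ends in STF6 (0.0831), phospholipid genes in STF6 and E834K (0.610 and 0.372), and pheromone genes in L338R and E834K (0.179 and 0.222).

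Median and mean of the log2 fold changes differed in sign for some lists, all of them without a camera call. They were -0.11 and 0.01 for hexose genes in STF9, 0.11 and -0.00 for genes near chromosome ends in R332T and 0.05 and -0.04 in E834K, 0.01 and -0.20 for nitrogen source genes in E834K, -0.12 and 0.02 for meiosis genes in L338R, 0.03 and -0.03 for ribosomal protein genes in R332T, 0.02 and -0.00 for 3' processing genes in STF6, and 0.04 and -0.04 for loci beside kcs1 in E834K. The camera test of zinc and copper genes in E834K pointed up at -0.04 and -0.02. For M cell genes the median and mean were -0.09 and 0.18 in L338R and -0.14 and 0.16 in E834K. The camera test of meiosis genes in R332T pointed up at a median of -0.22 and a mean of -0.07, and that of loci beside asp1 pointed down at medians of 0.02 in STF6 and 0.01 in STF9.

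Across 6043 loci, fold changes of L338R and E834K ran with those of the STF mutants, with Pearson's r of 0.191 and 0.215 for STF6 and 0.237 and 0.139 for STF9, while R332T ran against them (-0.187 and -0.372). The positive correlations were smaller over coding loci alone, at 0.104 and 0.130 for STF6 and 0.224 and 0.0770 for STF9, so they rest in part on noncoding loci, and the rank correlation of STF9 with E834K was 0.00324. After removal of trends with gene length and GC content the smallest size of these 6 correlations was 0.119 and 0.156, which argues against either bias as the whole cause. A denser growth phase, which would raise stress and mei2 transcripts and lower ribosomal protein genes, is argued against in STF9, L338R and E834K, the mutants tested, by the lowest median log2 fold change of those genes there, 0.12, while the medians were -0.04 in STF6, where stress genes and mei2 also rose and which was not part of the test, and 0.03 in R332T. The kcs1 alleles differ in more than phosphate genes, and an allele effect may explain the pattern, but it was not tested and each allele is 1 strain.

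Mutants that share controls correlate in fold change by construction. Pearson's r over loci was 0.865 for STF6 and STF9 against 0.491 in simulations of unchanged groups, 0.471 against 0.498 for R332T and L338R, 0.650 against 0.500 for R332T and E834K, and 0.860 against 0.495 for L338R and E834K. The covariances exceeded the simulated ones by 0.328, 0.0727, 0.107 and 0.147. Normalized means in the authors' kcs1 tables were 0.807 to 1.94 times those recomputed from the 12 libraries, with a median of 0.996, while fold changes correlated at 0.9995 across loci.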
